# Thiolutin extends replicative lifespan by rewiring yeast transcription and metabolism

**DOI:** 10.1038/s41598-026-42387-1

**Published:** 2026-03-01

**Authors:** Mateusz Mołoń, Patrycja Kielar, Zofia Kobylińska, Agnieszka Mołoń, Jarosław Winiarski, Monika Kula-Maximenko, Sabina Galiniak

**Keywords:** Aging, Longevity, Raman spectroscopy, Replicative lifespan, RNA-Seq, Thiolutin, Biochemistry, Cell biology, Molecular biology

## Abstract

Transcription is a major cellular energy sink tightly coupled to growth, metabolism, and aging. Thiolutin, a widely used RNA polymerase inhibitor in yeast, has unclear long-term effects on aging. We show that thiolutin oppositely affects replicative and chronological aging in *Saccharomyces cerevisiae* by remodeling transcription, metabolism, and proteostasis. Thiolutin extends replicative lifespan, increasing reproductive potential and prolonging the mitotic phase, despite slower growth and lower ATP. This longevity is linked to global transcriptional repression, including reduced ribosome biogenesis, translation, and mitochondrial oxidative phosphorylation, and dampening of TOR1-dependent growth programs. In parallel, thiolutin triggers a selective adaptive response with activation of RPN4-mediated proteasome remodeling and redox-responsive genes, without HOG1 induction. Conversely, thiolutin accelerates early chronological aging: post-mitotic survival drops alongside repression of reserve carbohydrate genes (GPH1, GSY2, TSL1), suggesting impaired adaptation when entering stationary phase. FT-Raman spectroscopy confirms coordinated depletion of RNA, proteins, lipids, and carbohydrates. Thus, thiolutin promotes a low-energy, stress-adaptive state that benefits budding yeast cells but compromises early survival of non-budding populations, underscoring transcription–energy coupling in aging trajectories.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-42387-1.

## Introduction

Thiolutin is a naturally occurring compound recognized for its role as a transcriptional inhibitor in yeast. It is part of the dithiolopyrrolone family, which is distinguished by redox-sensitive disulfide bonds. Thiolutin is extensively utilized in research to investigate mRNA stability and transcriptional regulation, primarily due to its ability to inhibit RNA polymerase II (Pol II) activity^1,2^.

In yeast, thiolutin has been demonstrated to obstruct transcription initiation, making it an essential tool for examining the dynamics of mRNA synthesis and degradation^2^. Its mechanism of action is intricate, involving interactions with various cellular pathways, including oxidative stress response and metal ion chelation^1^. Recent studies have indicated that thiolutin’s effects are not confined to transcription inhibition but also encompass mRNA degradation pathways, which can complicate its application in certain experimental contexts^2^. Overall, thiolutin remains a crucial compound for studying transcriptional processes in yeast, offering valuable insights into the complex mechanisms of gene expression regulation.

Transcription in yeast is an energy-consuming process that involves the synthesis of RNA from DNA templates^3^. This process requires significant amounts of ATP, which is used to fuel the activities of RNA polymerases. In yeast cells, transcription is a highly energy-demanding process, with distinct RNA polymerases contributing differently to the overall energy expenditure. RNA polymerase I is primarily responsible for the synthesis of ribosomal RNA (rRNA), in turn polymerase III transcribes tRNA and 5 S rRNA. The transcriptional activities of RNA polymerase I and RNA polymerase III are predominant in growing cells, together accounting for over 80% of total RNA synthesis^4^. RNA polymerase II, the main enzyme involved in mRNA synthesis, contributes about 20% to the total transcriptional activity.

Inhibition of RNA polymerase I disrupts ribosomal RNA synthesis, thereby impairing ribosome biogenesis and reducing protein production ‒ effects that are especially detrimental to rapidly proliferating cells, such as those found in tumors, making Pol I a promising target in cancer therapy. Suppression of RNA polymerase II activity halts the transcription of messenger RNAs and various regulatory non-coding RNAs, ultimately blocking the synthesis of proteins required for cell viability and division. Similarly, inhibition of RNA polymerase III interferes with the production of transfer RNAs and other small RNAs, which are critical for translation and other fundamental cellular functions^5^.

The energy consumption during transcription is influenced by several factors: RNA polymerase activity, chromatin remodeling, the binding and activity of transcription factors, post-transcriptional modifications, such as capping, splicing, and polyadenylation of mRNA^6–8^.

Aging is a multifaceted and intricate process impacting all living organisms, including the unicellular yeast *Saccharomyces cerevisiae*. Extensive research over the years has elucidated numerous factors influencing both the replicative and chronological lifespan of this widely utilized model organism in aging studies^9,10^. The relationship between aging and transcription inhibition by thiolutin remains unclear and not yet fully understood. An intriguing aspect of yeast aging involves thiolutin, a naturally occurring compound known for its diverse biological activities. The regulation of protein synthesis is a critical aspect of yeast aging, as translation is a major energy-consuming process. This highlights the importance of understanding the intricate connections between gene expression, metabolism, and the longevity.

The aim of this study was to demonstrate the impact of thiolutin, a known RNA polymerase inhibitor, on cellular aging and metabolic state. Our research showed that thiolutin treatment was correlated with delayed replicative aging and increased reproductive potential of cells. Additionally, we demonstrated that thiolutin activity leads to significant changes in the chemical composition of cells. Furthermore, RNA-Seq analyses revealed significant changes in the transcriptome.

## Materials and methods

### Strains and growth conditions

In this study, the reference strain BY4741 *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* (Euroscarf) was utilized. The yeast cells were cultivated in a standard liquid YPD medium (comprising 1% Difco Yeast Extract, 1% Yeast Bacto-Peptone, and 2% glucose) on a rotary shaker set at 160 rpm. Alternatively, yeast were grown on a solid YPD medium with 2% agar for assessing reproductive potential, or on a solid YPD medium with 2% agar and Phloxine B for evaluating total lifespan. For the chronological lifespan (CLS) experiment, *S. cerevisiae* cells were cultured in synthetic defined complete (SDC) medium. SDC medium consisted of 0.67% yeast nitrogen base without amino acids (YNB), 2% glucose, and a complete supplement mixture providing the required amino acids and nucleotides for auxotrophic selection. The experiments were conducted at a temperature of 28 °C.

###  Growth rate determination

Growth kinetics of yeast cultures were assessed in liquid medium under controlled laboratory conditions. Cell suspensions were incubated at 28 °C for a duration of 12 h with continuous agitation using a Heidolph Incubator 1000 set to 1200 revolutions per minute. Optical density at 600 nm (OD₆₀₀) was recorded at 2-h intervals throughout the incubation period using an Anthos 2010 microplate reader (model 17550) to monitor cell proliferation.

### Calculation of the mean doubling time

The average doubling time was determined in accordance with the methodology described in a previously published study^11^. Doubling time calculations were integrated into the standard procedure for assessing replicative lifespan. A total of at least 90 individual cells were analyzed across at least three independent experimental replicates. Results are presented as mean values accompanied by standard deviations (SD). Statistical significance was evaluated using one-way analysis of variance (ANOVA), with a threshold of *p* < 0.001.

### Determination of replicative lifespan

Following overnight incubation, cells were arranged on a rich YPD medium plate with the aid of a micromanipulator. The budding lifespan was evaluated microscopically, in accordance with the methodology described in^12^. Cellular analysis was performed on a minimum of 90 individual cells across three biologically independent experiments. Microscopic observations were carried out using a Nikon Eclipse E200 optical microscope (Nikon, Amsterdam, Netherlands) equipped with a high-precision micromanipulator.

### Determination of the total lifespan

The total lifespan of an individual *S. cerevisiae* mother cell was defined as the cumulative duration of its life, measured in units of time. This parameter was calculated by summing the reproductive lifespan (the interval between the first and last budding events) and the post-reproductive lifespan (the period from the final budding to cell death). Lifespan assessment was conducted following the methodology described in^13^, with minor modifications based on the protocol outlined in^12^. Yeast cultures in the exponential growth phase were sampled in 10-µL aliquots and transferred onto YPD agar plates supplemented with Phloxine B (10 µg/mL). Phloxine B is a vital dye that accumulates in cells with impaired membrane function, allowing for the identification of non-viable cells. While healthy, metabolically active cells exclude the dye, damaged or dying cells retain it and become visibly stained, typically appearing red or pink under microscopic observation or on agar plates. In each experimental replicate, 45 individual cells were analyzed. During the experimental procedure, plates were maintained at 28 °C for 15 h and subsequently stored at 4 °C overnight. A minimum of 90 cells were evaluated across at least three independent experiments. Lifespan determination was performed via micromanipulation using a Nikon Eclipse E200 optical microscope equipped with a micromanipulator.

### Chronological lifespan (CLS) assays

Chronological lifespan (CLS) of *S. cerevisiae* cells cultured in synthetic defined complete (SDC) medium was assessed as previously described. Briefly, yeast cultures were grown in SDC supplemented with 2% (w/v) glucose and the appropriate auxotrophic requirements. Cell viability was monitored at defined time points ‒ days 2, 4, 7, 14, 21, and 28 ‒ during incubation. Viability was quantitatively assessed using propidium iodide staining. Reported values represent means derived from a minimum of three independent biological replicates.

### Measurement of ATP content

Intracellular ATP levels were quantified using the BacTiter-Glo™ Microbial Cell Viability Assay Kit (Promega), following the manufacturer’s instructions. Yeast cells harvested from cultures in the exponential growth phase were washed with sterile distilled water and resuspended to a final concentration of 10⁶ cells/mL in 100 mM phosphate buffer (pH 7.0) supplemented with 0.1% glucose and 1 mM sodium EDTA. For each measurement, 100 µL of the cell suspension was used. Luminescence, which is directly proportional to ATP concentration, was measured using a TECAN Infinite 200 microplate reader (Tecan Group Ltd., Switzerland). The experiments were conducted in ten independent biological replicates (*n* = 10).

### RNA sequencing and analysis of RNA-Seq data

Total RNA was extracted using the Invitrogen RNA extraction kit (AM1926, Invitrogen, Waltham, MA, USA) according to the manufacturer’s protocol. For each extraction, 2 × 10^6^ freshly harvested cells from overnight cultures were used. RNA quality and yield were assessed using a Tecan Infinite 200 microplate reader. Aliquots of approximately 5 µg were stored at − 80 °C at a concentration of 300 ng/µL. Library preparation was performed using the MGIEasy RNA Library Prep Set (MGI Tech), and sequencing was carried out using DNBSeq technology on the BGISEQ-500 platform at BGI’s Hong Kong facility. Data represent the average of two independent experiments. Differential expression was called with DESeq2 using Benjamini–Hochberg (BH) FDR < 0.05 and |log2 fold-change| ≥ 1. All RNA-Seq samples were collected after 3 h exposure to 3 µg/mL thiolutin. Unless stated otherwise, percentages refer to protein-coding mRNAs. Gene Ontology enrichment was performed with topGO (elim) using the BH FDR correction; the background was set to the union of expressed protein-coding genes across samples. Gene identifiers for significantly differentially expressed transcripts were retrieved using the BioMart tool, focusing on those most frequently represented among the significant comparisons.

### Reverse transcription, and RT–qPCR analyses

Reverse transcription, and RT–qPCR analyses were performed in accordance with a previously established and validated protocol, as described earlier, with no substantial modifications^14^. To eliminate contaminating genomic DNA and RNA–DNA hybrids, RNA samples were treated with RNase-free DNase I (50 U; A&A Biotechnology, Gdynia, Poland) for 30 min at 37 °C in a buffer containing 50 mM Tris-HCl (pH 8.0) and 5 mM MgCl₂ (TBD-100 thermoblock, Biosan, Riga, Latvia). DNase activity was terminated by heat inactivation at 75 °C, followed by rapid cooling to 4 °C. Reverse transcription was performed using a two-step approach. First-strand cDNA synthesis was carried out with the TranScriba Kit (A&A Biotechnology, Gdynia, Poland) in a MasterCycler^®^ thermal cycler (Eppendorf, Hamburg, Germany). Briefly, approximately 1 µg of total RNA was incubated with 1 µL of oligo(dT)₁₈ primer at 65 °C for 5 min in a final volume of 9.5 µL, followed by cooling to 4 °C. Subsequently, a reaction mixture containing 5× reaction buffer, RNase inhibitor (40 U/µL), dNTPs (10 mM), and recombinant MMLV reverse transcriptase (20 U/µL) was added, and the reaction volume was adjusted to 20 µL with nuclease-free water. Reverse transcription was conducted at 42 °C for 60 min and terminated by heating at 70 °C for 5 min. Synthesized cDNA was stored at − 20 °C until quantitative analysis. Quantitative real-time PCR (RT-qPCR) was performed using a LightCycler^®^ 96 system (Roche, Basel, Switzerland). Each reaction (15 µL total volume) contained 7.5 µL of 2× SYBR^®^ Green RT-PCR Mix (A&A Biotechnology; including Taq DNA polymerase, MgCl₂, and dNTPs), 0.56 µL of each gene-specific primer (10 µM; Genomed, Warsaw, Poland; see Table 1), and 0.75 µL of cDNA diluted 1:5 in nuclease-free water. Amplification conditions consisted of an initial denaturation at 95 °C for 180 s, followed by 40 cycles of denaturation (95 °C, 30 s), annealing (53 °C, 30 s), and extension (72 °C, 30 s), with fluorescence acquisition at the end of each cycle. Specificity of amplification was confirmed by melt-curve analysis (95 °C for 10 s, 65 °C for 60 s, followed by a gradual increase to 97 °C with five measurements per °C). Gene expression levels were normalized to the reference gene *ACT1*. Each experiment included at least three independent biological replicates and three technical replicates. Negative controls without template and positive controls containing yeast genomic DNA were included in each run. Absence of genomic DNA contamination was verified by conventional PCR using *ACT1* primers followed by agarose gel electrophoresis. All procedures were conducted in accordance with established best practices for RNA handling and quantitative gene expression analysis.

**Table 1:** Primers used for RT-qPCR gene expression analysis.

Gene name	Forward Primer 5′->3′	Reverse Primer 5′->3′
ACT1	GTAAGGAATTATACGGTAACATC	TAGATGGACCACTTTCGTCG
HOG1	CGGTACAGTTTTCGAGATCACA	AGGCAAATCAAGTTCTCGTGT
TOR1	TGGATAGAAATGTGCCGTTGG	CGTTCCTCCTTGTAATCACTGG
RPN4	CCAGGTCACAGTCAGTTTACG	CGAAGCTGCACTCGATTCAT
GPH1	TCCCAAGGCTTACAAGGAGA	ACGTGCTAATGTAGTTTCCACA
GSY2	TCCGTGCTAAAATCGAAGGC	TTCAATCAGCCACCTCCCAT
TSL1	TCGAGCTTGACACCTCTCTC	GCGGTTGAAAGCACTGGG
ATP19	GCTTATCATTTCATGGGGAAAG	CGCATCTTGCTTTTCCGAATG
COX26	CCTAAACAAACGCTCAATACT	CTGCCCCAATCAAGAGGTA
SOD1	AGTGTTAAAGGGTGATGCC	CACCGACATGTCTGACTTC
YAP1	TAGCGGAGTTTGAGGGTTCA	TCCTCTCCTTACGTTCCCTAA

### Raman spectroscopy

Raman spectroscopy was utilized to characterize the biochemical composition of *S. cerevisiae* cells. Spectroscopic measurements were performed on lyophilized samples using a Nicolet NXR 9650 FT-Raman Spectrometer equipped with an Nd: YAG laser (1064 nm) and an InGaAs detector. Spectra were acquired with a laser power of 0.5 W, a beam diameter of 50 μm, and a spectral resolution of 8 cm⁻¹. Data were collected over the spectral range of 250–1800 cm⁻¹, averaged across 64 scans. Spectral processing and analysis were conducted using Omnic (Thermo Scientific) and OriginLab software. To identify clustering patterns among samples, Principal Component Analysis (PCA) and Hierarchical Clustering Analysis (HCA) were applied to spectral regions associated with polysaccharides, lipids, and RNA. Yeast cells were harvested during the exponential growth phase following a 3 h treatment with 3 µg/mL thiolutin or without treatment (control), washed four times with sterile deionized water, lyophilized, and subsequently subjected to FT-Raman spectroscopy under standardized conditions. Six biological replicates were used.

### The area of FT-Raman spectra

The area of the FT-Raman spectra was analyzed in the range corresponding to bands typically dominated by contributions from RNA and proteins across six independent repetitions, and the results are presented as means. The significance of differences in mean values between groups was assessed using Tukey’s post-hoc test at a significance level of *p* ≤ 0.05. Statistical analysis was performed using OriginLab 2020 software.

### Cell cycle analysis using Muse™ cell analyzer

To assess the effect of thiolutin on cell cycle progression, the Muse™ Cell Cycle Kit (Cytek) was utilized according to the manufacturer’s instructions. Briefly, yeast cells were cultured to mid-logarithmic phase, harvested by centrifugation at 6000 rpm for 2 min, and resuspended in YPD medium. Cells were then treated with 3 µg/mL thiolutin for 3 h. Following treatment, cells were washed with phosphate-buffered saline (PBS), and the pellet was fixed in 70% ice-cold ethanol. Fixed cells (200 µL) were centrifuged again and washed with fresh PBS. Subsequently, 200 µL of Muse™ Cell Cycle reagent was added to the cell pellet, and samples were incubated in the dark for 30 min at room temperature. Cell cycle distribution was analyzed using the Muse™ Cell Analyzer.

### Assessment of superoxide anion production

Intracellular production of reactive oxygen species, specifically the superoxide anion, was quantified using dihydroethidine (DHET) as a fluorescent probe (final concentration 18.9 µM), following a modified protocol based on previously described methods. Yeast cells were harvested during the exponential growth phase, washed with sterile distilled water, and resuspended to a final density of 1 × 10⁸ cells/mL in 100 mM phosphate buffer (pH 7.0) supplemented with 0.1% glucose and 1 mM sodium EDTA. Oxidation-dependent fluorescence of DHET was monitored kinetically using a TECAN Infinite 200 microplate reader, with excitation and emission wavelengths set to 518 nm and 605 nm, respectively. All measurements were performed at 28 °C^15^.

### Statistical analysis

The results are presented as mean ± SD for all samples tested across three independent experiments. Differences between control BY4741 untreated and treated were evaluated using one-way ANOVA with Dunnett’s post hoc tests. Statistical significance was set at *p* < 0.05. Statistical analysis was executed using Statistica 10.0 (Statsoft, Tulsa, Oklahoma, USA) while both statistical and multidimensional analyses were performed with PAST 3.0 and Origin 2018 software (Raman spectroscopy).

## Results

### Thiolutin as a key player in yeast aging

Analysis of growth dynamics and cell-cycle progression revealed that thiolutin induces pronounced, dose-dependent alterations in *Saccharomyces cerevisiae* physiology. Growth kinetics (Fig. 1A) showed that thiolutin treatment slowed cell proliferation compared with untreated controls, with the strongest effect observed at 3 µg/mL. While control cells and those treated with 1 µg/mL thiolutin reached comparable optical densities at later time points, exposure to 3 µg/mL resulted in persistently reduced biomass accumulation throughout the experiment. Consistent with these observations, quantification of the mean doubling time (Fig. 1B) demonstrated a significant, dose-dependent prolongation of the cell cycle. Even low-dose thiolutin significantly increased doubling time, whereas treatment with 3 µg/mL produced a further and highly significant delay, indicating substantial restriction of proliferative capacity. Cell-cycle profiling based on DNA content (Fig. 1C) revealed that thiolutin-treated cells accumulated predominantly in the G0/G1 phase, accompanied by a marked reduction in the S-phase and G2/M fractions compared with control cells. These data indicate a delay at the G1/S transition, consistent with growth deceleration and reduced biosynthetic activity. Based on these phenotypic and cell-cycle alterations, we next performed biochemical and molecular analyses to assess whether thiolutin-induced growth limitation was accompanied by oxidative stress and activation of redox-responsive transcriptional programs. Measurement of intracellular reactive oxygen species (ROS) (Fig. 1D) showed a significant increase in thiolutin-treated cells relative to controls, although ROS levels remained lower than those observed under acute oxidative stress induced by H₂O₂. In parallel, transcriptional analysis revealed strong induction of the oxidative stress response genes *SOD1* and *YAP1* (Fig. 1E), indicating activation of antioxidant and redox-adaptive pathways. Our results demonstrate that thiolutin-induced slowing of growth and G1 delay are accompanied by moderate oxidative stress and a coordinated transcriptional response that supports redox homeostasis.

**Fig. 1:**
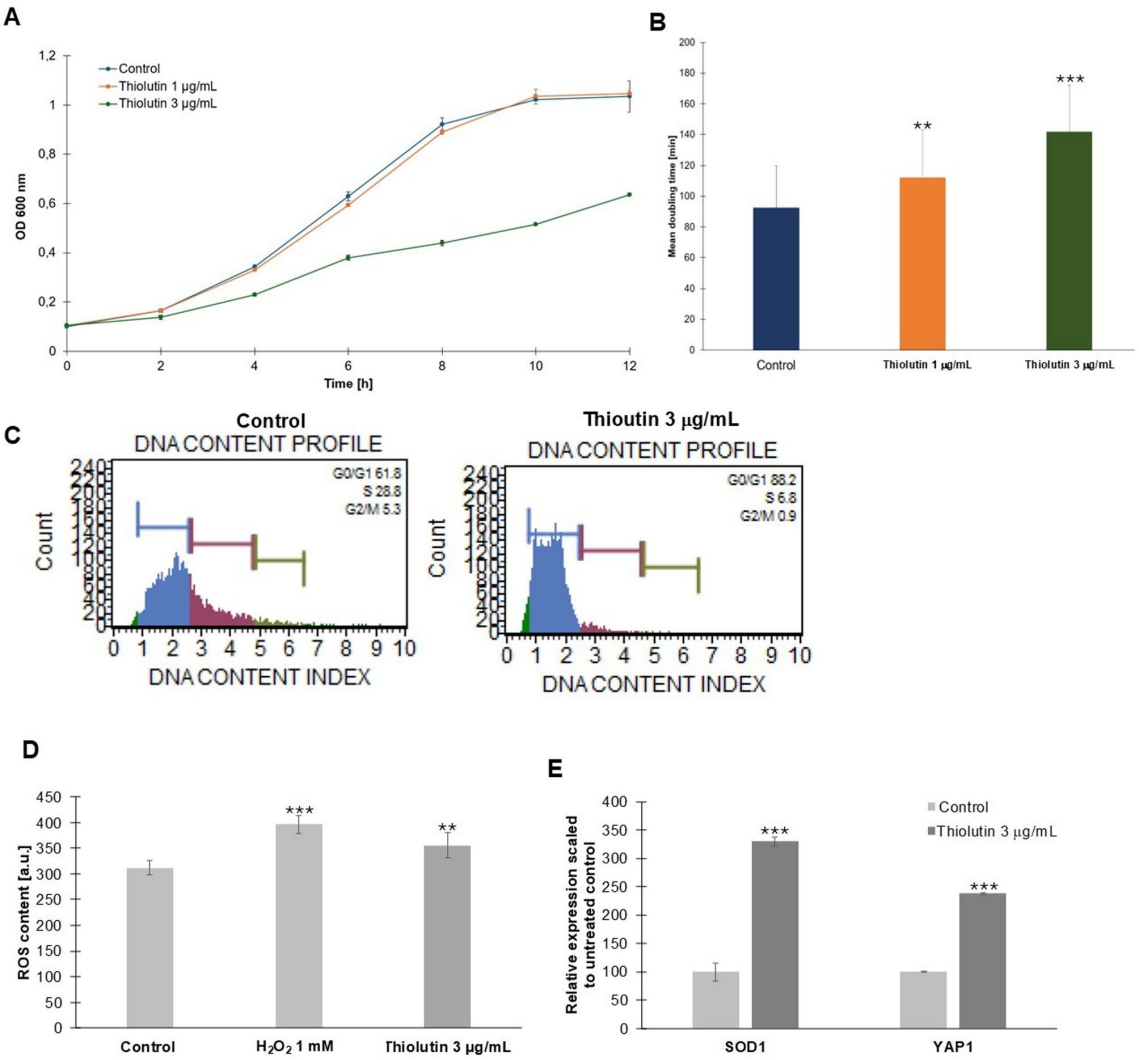
Thiolutin slows cell proliferation, induces G1 delay, and activates oxidative stress responses in yeast. **A** Growth kinetics of yeast cultures monitored as optical density at 600 nm (OD₆₀₀) over 12 h in untreated control cells and cells treated with thiolutin at 1 µg/mL or 3 µg/mL. Data represent mean ± SD from three independent biological replicates. **B** Mean doubling time of individual yeast mother cells under control conditions and following thiolutin treatment. Values represent mean ± SD. Statistical significance was assessed using one-way ANOVA with Dunnett’s post hoc test (**p < 0.01, ***p < 0.001 versus control).

(C) Representative DNA content profiles obtained by flow cytometry showing cell-cycle distribution in control cells and cells treated with 3 µg/mL thiolutin. Percentages of cells in G0/G1, S, and G2/M phases are indicated. (D) Intracellular reactive oxygen species (ROS) levels measured in control cells, cells treated with 3 µg/mL thiolutin, and cells exposed to 1 mM H₂O₂ as a positive control for oxidative stress. Data are shown as mean ± SD (**p < 0.01, ***p < 0.001 versus control). (E) Relative expression of the oxidative stress-responsive genes *SOD1* and *YAP1* in cells treated with thiolutin (3 µg/mL), normalized to untreated control cells (set to 100%). Data represent mean ± SD from at least three independent biological replicates; ***p < 0.001 versus control.

Our preliminary studies enabled the selection of concentrations for further analyses. We then investigated whether thiolutin treatment affects the aging of mitotically active and postmitotic cells. Replicative aging analyses, i.e., mitotically active cells, showed that cells treated with 1 and 3 µg/mL thiolutin exhibited increased reproductive potential and lifespan, which may be indicative of enhanced longevity. As shown in Fig. 2A, both concentrations of thiolutin significantly (*p* < 0.001) increased reproductive potential. It is important to highlight that the effect of thiolutin was crucial not only in increasing the average but also the maximum reproductive potential. The average number of daughter cells produced by a yeast mother cell increased by 25% and 28% when treated with 1 µg/mL and 3 µg/mL thiolutin, respectively. The consequence of the extended doubling time and the significant increase in reproductive potential is a statistically significant (*p* < 0.001) extension of the reproductive lifespan (Fig. 2B). We quantify reproductive lifespan from the initial cell budding to the onset of senescence. Thiolutin treatment was associated with reduced gene expression throughout the cell’s lifespan and a corresponding extension in doubling time. We then asked whether transcription inhibition could affect post-reproductive lifespan (Fig. 2C). Post-reproductive lifespan is the time from the last cell doubling until cell death. Interestingly, we found that cells treated with both 1 and 3 µg/mL thiolutin had a significantly shortened post-reproductive lifespan. This indicates that cells treated with thiolutin at both doses die significantly faster after the last doubling compared to untreated cells. Next, we posed the question of whether treating cells with a transcription inhibitor affects longevity. The total lifespan is the sum of the reproductive and post-reproductive lifespans. As shown in Fig. 2D, thiolutin-treated yeast cells exhibited extended lifespan, suggesting a potential beneficial effect on longevity. The cells showed a statistically significant extension of the average lifespan (*p* < 0.001) and also lived up to 50 h and 80 h longer for cells treated with 3 and 1 µg/mL thiolutin, respectively.

**Fig. 2:**
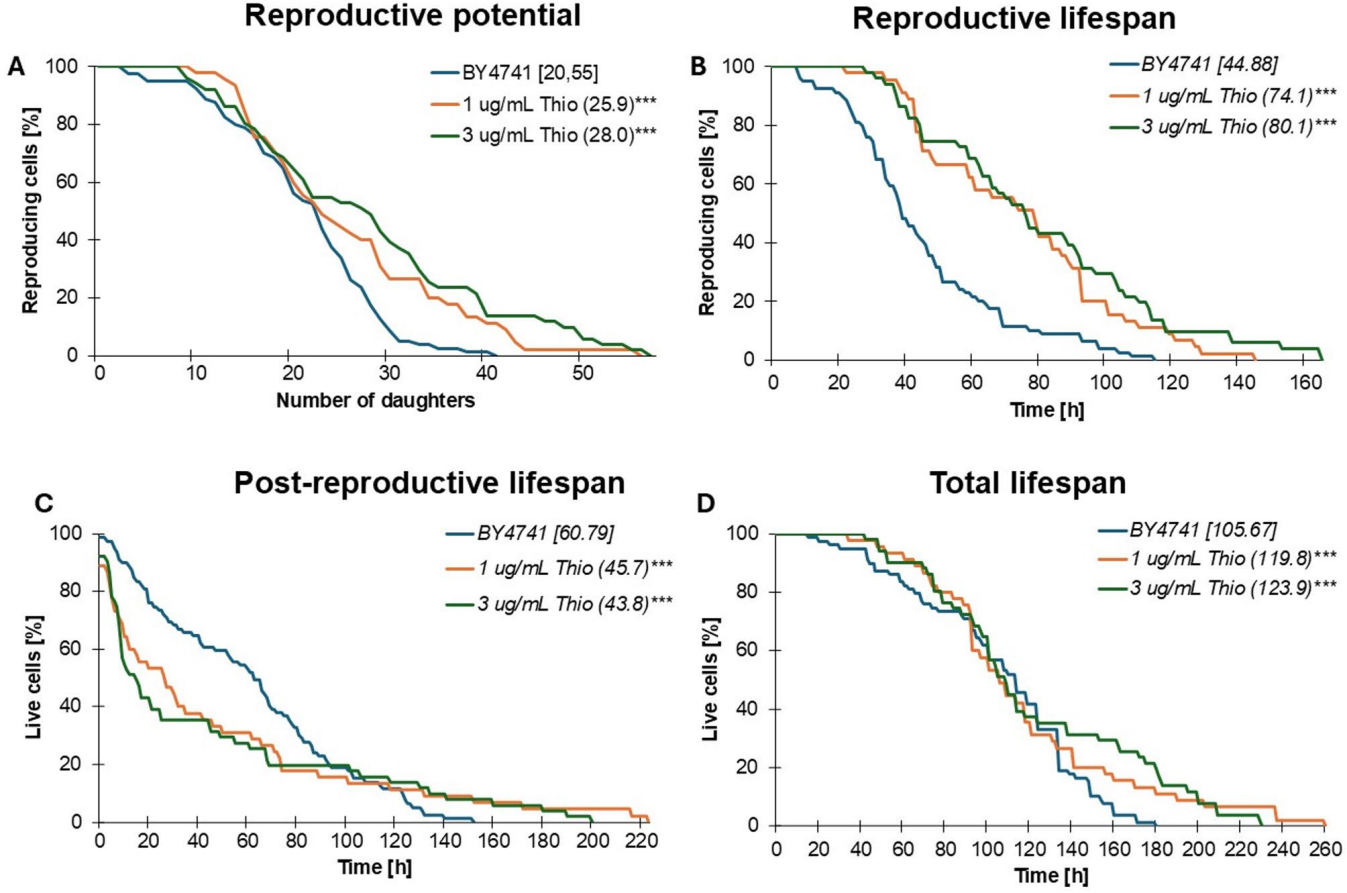
Analysis of lifespan parameters in haploid *S. cerevisiae* BY4741 (wild-type) cells, either untreated or exposed to thiolutin at concentrations of 1 µg/mL and 3 µg/mL. Panels represent: **A** reproductive potential, **B** reproductive lifespan, **C** post-reproductive lifespan, and **D** total lifespan. Statistical significance was evaluated using one-way ANOVA followed by Dunnett’s post hoc test (*p < 0.05, **p < 0.01, ***p < 0.001). Mean values, based on measurements from 90 cells across three independent experiments, are indicated in parentheses.

For the remaining experiments, we focused on a concentration of 3 µg/mL. First, we examined the aging rate of postmitotic cells. Postmitotic yeast cells, which have undergone their final mitosis and no longer budding, have specific requirements for proteins that differ from those of mitotic active cells. In postmitotic cells, key genes and proteins are involved in maintaining cellular functions, DNA repair, protection against oxidative stress, and regulation of metabolic processes. In our study, thiolutin has been shown to accelerate chronological aging in budding yeast. Studies have demonstrated that thiolutin treatment results in increased oxidative stress and damage to cellular components, which are key factors in the aging process^16^.

To further explore the metabolic basis of the early differences observed during chronological aging, we focused on genes associated with the biogenesis and protection of cellular storage compounds. *GPH1*, *GSY2*, and *TSL1* were selected for targeted expression analysis because they represent key and complementary nodes of storage carbohydrate metabolism that are known to be engaged at the onset of chronological aging and during early stationary phase adaptation. *GPH1* encodes glycogen phosphorylase, which mobilizes glycogen reserves and provides readily accessible energy during nutrient limitation^17^. *GSY2* encodes the major glycogen synthase active in stationary phase, supporting the accumulation of glycogen as an energy buffer under growth-restrictive conditions^18^. *TSL1* is a regulatory subunit of the trehalose-6-phosphate synthase complex and is required for efficient trehalose accumulation, a disaccharide that functions both as an energy reserve and as a stabilizing protectant of proteins and membranes during stress^19^. These storage carbohydrates play a dual role during early chronological aging: they provide metabolic flexibility under nutrient depletion and contribute to cellular stress tolerance. Accordingly, induction of *GPH1*,* GSY2*, and *TSL1* is commonly observed during the transition from exponential growth to stationary phase and has been linked to enhanced survival during the early stages of chronological aging. In thiolutin-treated cells, expression of *GPH1*, *GSY2*, and TSL1 was reduced relative to untreated controls (Fig. 3B), coinciding with decreased early chronological survival (Fig. 3A). This transcriptional pattern suggests that thiolutin may impair the establishment of a protective, storage-oriented metabolic state that normally supports cell viability at the onset of chronological aging. As illustrated in Fig. 3, a marked acceleration of aging was observed on both day 2 and day 4. Interestingly, from the 7th day of the experiment, the average survival values were similar, but cells treated with thiolutin exhibited a slightly faster tendency towards accelerated chronological aging.

**Fig. 3:**
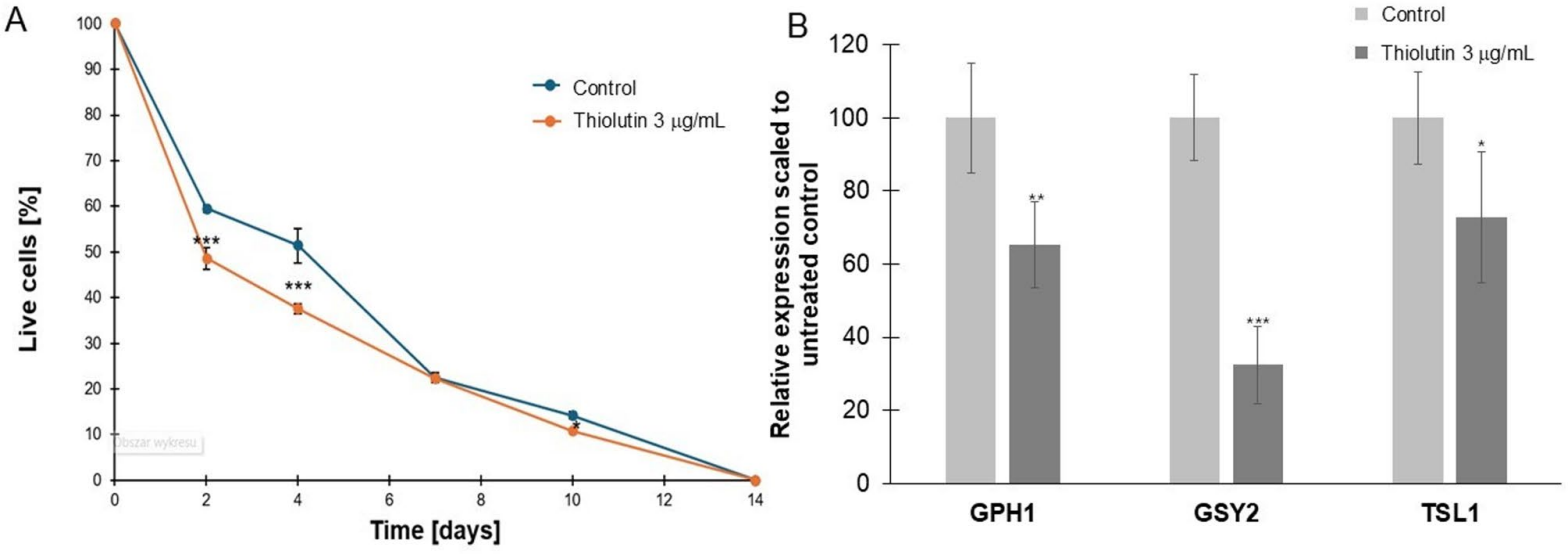
Thiolutin alters long-term cell survival and modulates expression of genes involved in carbohydrate storage. **A** Chronological survival of *Saccharomyces cerevisiae* cells cultured under control conditions or in the presence of thiolutin (3 µg/mL). The percentage of live cells was determined at the indicated time points and normalized to the initial population (day 0). Data are presented as mean ± SD. Asterisks indicate statistically significant differences between control and thiolutin-treated cells at the corresponding time points (**p < 0.01, ***p < 0.001). **B** Relative expression of genes associated with carbohydrate metabolism and storage (*GPH1*, *GSY2*, *TSL1*) in cells treated with 3 µg/mL thiolutin, normalized to untreated control cells. Expression values are shown as mean ± SD.

### Thiolutin has a significant impact on the transcriptome and biochemical fingerprint

To assess the cellular responses to thiolutin treatment, we conducted a comprehensive transcriptome analysis. Total RNA was extracted from both untreated wild-type cells and thiolutin-treated cells. The prepared libraries were then sequenced using next-generation sequencing techniques. 

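BY4741 is a haploid laboratory strain of baker's yeast of mating type a, and thiolutin is a sulfur-containing antibiotic that inhibits RNA polymerases. RNA was analysed from 2 untreated cultures and from 2 cultures exposed to 3 µg/mL thiolutin for 3 h. The paper describes its RNA-Seq values as an average of 2 independent experiments, the submitters' notes give 3 replicates per condition, and 2 per condition were analysed here. The paper takes the cells from overnight cultures, and the submitters' labels place them in exponential growth. The libraries were made from RNA selected by its poly(A) tail and read from both ends, and the authors counted reads per gene on genome build R64 and tested them with DESeq2. The aligner, the counting program, its treatment of reads with several matches and its use of the strand are not given in the sources used here. Reads counted in genes came to 30205335 and 29962621 in the untreated libraries and to 17038991 and 21440741 in the thiolutin libraries.
The raw counts were tested with the quasi-likelihood test of edgeR, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Of 6209 genes with a read, 5937 passed the edgeR filter on low counts. The 20 most counted genes, taken for each library on its own, held 17.2% and 15.3% of the reads in the untreated libraries and 32.1% and 31.6% in the thiolutin libraries. Library sizes were scaled by TMM, which leaves out genes with extreme values, with factors of 1.22 and 1.23 for the untreated and 0.813 and 0.817 for the thiolutin libraries. Normalized counts and log2 fold changes, thiolutin against untreated, are on this scale. Beyond sampling noise, the untreated pair had a coefficient of variation of 16.7% and the thiolutin pair of 2.28%. The thiolutin libraries differed by more than the sampling noise (chi-square over degrees of freedom of 2.56, and 143 for the untreated pair). A fit with 1 library left out takes the spread of both groups from the intact pair. Without an untreated library it therefore misses the wider spread of untreated cells, and its calls rise. STE2, the receptor that cells of mating type a carry, had 16621 and 14538 normalized counts in untreated cells, and the alpha pheromone gene MF(ALPHA)1 had 9.98 and 5.70. The other alpha-specific genes measured had more in these libraries: SAG1 979 and 985, MF(ALPHA)2 122 and 88.4, and STE3 108 and 79.8. ASG7, the lowest of the measured a-specific genes, had 912 and 534. HIS3, partly deleted in this strain, still had reads in every library, and the log2 fold change of HIS3 was -0.93 (adjusted p = 0.0119 from edgeR, 0.0635 without thiolutin replicate 1). With so few reads, the log2 fold change of MF(ALPHA)1 is uncertain.
Before the data were examined, 38 lists of genes and the rule for the genes to be named were fixed, after part of Table S1, which holds the same comparison, had been read. A list of at least 5 measured genes was set against all other genes with camera at a preset correlation between genes of 0.01. With an estimated correlation none of the 35 lists tested passed, against 15 with the preset one, and the adjusted p ranged from 0.326 to 0.997. Genes that are named outside the rule, where a count is small, were chosen after their values were seen.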

Initially, we analyzed the relationship between logarithmic fold change and normalized averaged expression for each gene. As illustrated in Fig. 4A, thiolutin treatment resulted in extensive transcriptomic alterations, with both upregulation and downregulation of gene expression. These findings were corroborated by the numerical analyses presented in Fig. 4A, which demonstrated global changes by considering fluctuations in the expression of all genes as a frequency distribution. 

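Increases and decreases were ranked among changed protein-coding genes with a symbol, a mean normalized count of at least 100 and no overlap between the groups. LSO1, a small protein made when iron is scarce, was among the 10 largest increases of these genes (log2 fold change 6.02, standard error 0.15). FRM2, a nitroreductase-like protein, was higher as well (5.86, standard error 0.14), and it lies 717 bp upstream of HBN1, which changed more. OYE3, an NADPH oxidoreductase (5.86, standard error 0.27), and ZRT1, the high-affinity zinc transporter (5.43, standard error 0.19), followed. PHO89, a phosphate transporter (4.92, standard error 0.26), lies downstream of TYC1, which had a log2 fold change of 5.72. Among the largest decreases were RTN2, a reticulon-like protein of the endoplasmic reticulum (-3.82, standard error 0.39), WSC4, a membrane protein of the cell wall stress response (-3.65, standard error 0.19), and NNR1, an enzyme that repairs damaged NADH (-3.27, standard error 0.36). DCS2, a regulator of mRNA decapping (-2.98, standard error 0.26), GPG1, a protein bound to a glucose receptor's G protein (-2.88, standard error 0.32), and PIC2, a mitochondrial copper and phosphate carrier (-2.86, standard error 0.15), were lower too. By the rule of the ranking, both thiolutin libraries lay on one side of both untreated libraries for each of these genes. The adjusted p from edgeR was at most 0.00129. In the fit without untreated replicate 1, the log2 fold change of RTN2 was -3.19 and the log2 fold change of NNR1 was -2.68.
In all, 1850 genes were higher and 1924 lower with thiolutin. With a log2 fold change of at least 1 in either direction required as well, 931 were higher and 613 lower on the TMM scale, against 490 and 1862 with total counts as the scale. The number of changed genes was 3774 with all libraries, 2062 without thiolutin replicate 1 and 2105 without thiolutin replicate 2.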

Of the 5 840 annotated protein-coding genes, 3 621 (62%) showed significant differential expression.

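ENO1, an enolase of glycolysis and an abundant transcript, went from 98961 ± 24722 to 608771 ± 216 normalized counts (SD, n = 2 per group). ADE17, an enzyme of purine synthesis, went from 46597 ± 25091 to 5001 ± 0.137 normalized counts (SD, n = 2 per group), with most of its spread between the untreated libraries (the log2 fold change of ADE17 was -3.22, and -2.52 without untreated replicate 1). ACT1, the actin gene often used as a reference, was higher on the TMM scale (adjusted p = 0.00852 from edgeR), and it lies beside YFL040W, which changed more. The log2 fold change of ACT1 was 0.54 (standard error 0.11) with TMM and -0.051 with total counts as the scale, and it did not pass without thiolutin replicate 1 or 2 (adjusted p = 0.193 and 0.161 from edgeR). Of 5822 protein-coding genes tested, 3708 (63.7%) changed, 1800 of them higher and 1908 lower. A log2 fold change of at least 1 in size left 883 higher and 600 lower. These were 927 and 3578, and 457 and 1839 at that size, with total counts as the scale. Without thiolutin replicate 1 the number of changed protein-coding genes was 2019, and without thiolutin replicate 2 it was 2059.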

To visualize the extent and significance of gene expression changes, we generated a volcano plot (Fig. 4B), highlighting transcripts with the most pronounced differential expression following thiolutin treatment. Genes with significant changes are highlighted in different colors: blue for Log2_FC, green for p-value, and red for both p-value and Log2_FC. Non-significant genes are shown in gray. The plot also includes for specific genes that show significant changes.

As shown in Fig. 4C, the most significantly altered genes identified in the heatmap represent a diverse range of cellular localizations, biological processes, and molecular functions. 

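Of 27 genes of cytosolic and mitochondrial chaperones, 26 were higher with thiolutin, and SBA1, a co-chaperone of Hsp90, was lower (-0.41). CPR6, a cyclophilin that binds Hsp90 (log2 fold change 4.09, standard error 0.14), HSP82, one of the Hsp90 genes (3.80, standard error 0.15), and FES1, an exchange factor of Hsp70 (3.60, standard error 0.11), were among the higher ones. HSP82 can share reads with its close paralog HSC82. Of 31 genes of oxidative stress defense, 18 were higher, among them the reductase gene GRE2 (4.65, standard error 0.16), and 6 were lower. Of 26 genes of the iron regulon, 24 were higher and SMF3, a vacuolar iron transporter, was lower (-0.35). The mannoprotein genes FIT2 (4.49, standard error 0.11), FIT1 (4.24, standard error 0.12) and FIT3 (3.96, standard error 0.10) hold iron carriers in the cell wall, and FIT3 lies convergent to FIT2, which changed more. Of 15 genes of the zinc regulon, 6 were higher, among them the cell surface protein gene ZPS1 (3.77, standard error 0.13), and DPP1, IZH2 and ZRC1 were lower. Of 7 copper genes, 5 were higher: the copper transporters CTR2 (3.10, standard error 0.095) and CTR1 (2.39, standard error 0.11), and FRE7 (beside the more changed GRE2), CCS1 and CUP2.

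**Figure D1:**
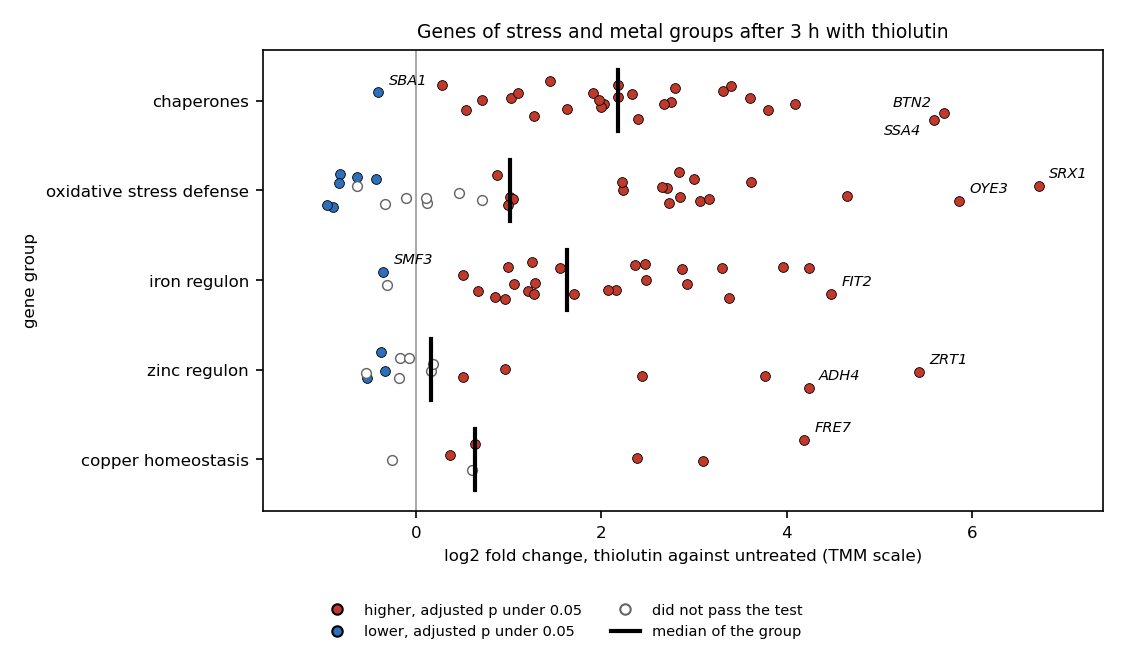
Log2 fold change of thiolutin against untreated cells (x axis, TMM scale, n = 2 libraries per group) for each measured gene of 5 groups (y axis), where red and blue points are genes higher and lower at an adjusted p under 0.05 from edgeR, open points did not pass and black bars are medians. The medians are 2.17 for chaperones, 1.01 for oxidative stress defense, 1.63 for iron, 0.16 for zinc and 0.64 for copper genes, and with total counts as the scale they are 1.58, 0.42, 1.04, -0.43 and 0.05.

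Adjusted over the list alone, 26, 19, 24, 6 and 5 genes were higher and 1, 6, 1, 3 and 0 lower in the chaperone, oxidative, iron, zinc and copper lists. Against all other genes, the chaperone, oxidative, iron and copper lists stood higher by camera (adjusted p = 8.85e-13, 0.000112, 2.88e-11 and 0.00551). These calls were lost with an estimated correlation (adjusted p = 0.481, 0.528, 0.326 and 0.528). Each of these lists holds genes that the paper names, such as SSA4, SRX1, FIT2 and FRE7, so the calls are not independent evidence. The chaperone list also counts BTN2, a protein of transport and of the sorting of misfolded proteins. The zinc list did not pass (adjusted p = 0.0912) with all libraries and passed without untreated replicate 1 (0.00497), thiolutin replicate 1 (0.00323) or thiolutin replicate 2 (0.00500), with the replicate block (0.00513) and with DESeq2 (0.000494, and 0.000352 over all genes). The 34 genes that the paper names were picked by the study, mostly from these libraries, so their 25 increases and 8 decreases (25 and 9 adjusted over the list alone) are not independent evidence (camera adjusted p = 4.69e-09, and 0.326 with an estimated correlation). With untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2 left out, in that order, oxidative stress defense had 7, 10, 2 and 2 lower genes and the zinc regulon had 4, 5, 0 and 0. In edgeR without thiolutin replicates 1 and 2 the adjusted p was 0.210 and 0.242 for SBA1, 0.298 and 0.143 for SMF3, 0.206 and 0.110 for DPP1, 0.218 and 0.188 for IZH2, 0.281 and 0.282 for ZRC1, 0.0659 and 0.0733 for CCS1 and 0.251 and 0.194 for CUP2.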

Among the biological processes, notable changes were observed in genes involved in protein folding and stress response (*SSA4*,* HSP82*,* FES1*,* CPR6*,* BTN2*), oxidation-reduction processes (*ADH7*,* ADH4*,* GRE2*,* OYE3*,* AAD4*,* SRX1*), metal ion homeostasis and transport (*ZRT1*,* FRE7*,* FIT1*,* FIT2*,* FIT3*), transcriptional regulation and stress response (*RPN4*,* RTT105*), autophagy and vacuolar transport (*ATG41*,* BTN2*), and nitrogen compound metabolism (*HBN1*,* NCE103*).

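AAD4, a putative aryl-alcohol dehydrogenase, had a log2 fold change of 4.36 (standard error 0.11), and ADH4, an alcohol dehydrogenase, one of 4.24 (standard error 0.10). FRE7, a metal reductase, was higher by 4.19 (standard error 0.10) and lies 1083 bp upstream of GRE2, which changed more. ASI3, part of a ubiquitin ligase of the inner nuclear membrane, was higher by 3.67 (standard error 0.11). It lies beside the chaperone gene SIS1, which was higher too (2.00) and has a larger mean count in the paper's Table S1. RTT105, a chaperone of replication protein A, was higher by 3.98 (standard error 0.10) and lies 284 bp downstream of SSA4, which changed more. RPN4, the transcription factor of the proteasome genes, was higher by 3.55 (standard error 0.11). In edgeR the adjusted p of these increases was at most 6.97e-05, and every thiolutin library was above every untreated one.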

In terms of molecular function, the most enriched categories included alcohol dehydrogenase activity (*ADH7*,* ADH4*,* AAD4*), chaperone binding and protein folding (*SSA4*,* HSP82*,* FES1*,* CPR6*), oxidoreductase activity (*GRE2*,* OYE3*,* SRX1*,* FRE7*), zinc ion transmembrane transporter activity (*ZRT1*), carbonic anhydrase activity (*NCE103*), and putative ubiquitin ligase activity (*ASI3*).

Differential transcriptome analysis revealed that thiolutin treatment led to statistically significant changes (*p* < 0.05) in the expression of 3,687 annotated genes. Among these, 3,621 corresponded to protein-coding mRNAs. In addition, the dataset included 11 transfer RNAs (tRNAs), 3 ribosomal RNAs (rRNAs), 5 non-coding RNAs (ncRNAs), 43 small nucleolar RNAs (snoRNAs), 2 small nuclear RNAs (snRNAs), 1 telomerase RNA, and 1 antisense RNA. These findings underscore the broad impact of thiolutin on both coding and non-coding elements of the yeast transcriptome (Data not shown). It is important to emphasize that RNA-Seq data represent steady-state RNA levels, which are determined by the dynamic balance between RNA synthesis (transcription) and RNA degradation. 

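Of 70 small nucleolar RNAs, which guide the modification of ribosomal RNA, 33 were higher with thiolutin, 9 were lower and 28 did not pass the test. With total counts as the scale, 24 of them were higher and 18 lower. Of 22 transfer RNAs, 8 were higher, and YNCN0008C (-2.03) and YNCO0019W (-1.66) were lower. The 3 ribosomal RNAs tested were higher: the mitochondrial 15S_RRNA and 21S_RRNA and the 5S gene RDN5-1 (1.01, standard error 0.30). On the scale of total counts 2 of them passed. Of 4 spliceosomal RNAs, LSR1 (1.59, standard error 0.38) and SNR6 were higher, SNR6 from a mean of 1.07 normalized counts in untreated cells. Only 1 of the 4 passed with total counts as the scale. TLC1, the RNA of telomerase, was lower (-1.68, standard error 0.11). Of 9 other non-coding RNAs, RUF23 (1.96), RUF5-1 (1.92) and RUF5-2 (3.73) were higher, and SRG1 (-0.59), ICR1 (-1.12) and IRT1 (-2.39) were lower. Of 3 antisense RNAs, YNCM0001W was higher (2.63, standard error 0.25) and YNCP0002W lower (-2.02, standard error 0.68), at an adjusted p of 0.000800 and 0.0477 from edgeR. The RNAs of RNase P, RNase MRP and the signal recognition particle did not pass. Selection by the poly(A) tail leaves few reads of such RNAs, and of 184 transfer RNA genes with a read only 22 passed the filter on low counts. Some of these genes lie next to a gene with a log2 fold change of at least 3. With such genes dropped, 7 other non-coding RNAs were tested, 1 of them higher and 3 lower. In that fit 6 of 20 transfer RNAs were higher, and 1 spliceosomal and 1 antisense RNA changed. Leaving out thiolutin replicates 1 and 2 gave an adjusted p from edgeR of 0.126 and 0.131 for RDN5-1, 0.0638 and 0.0249 for LSR1, 0.0568 and 0.0351 for RUF23, 0.173 and 0.124 for RUF5-1, 0.0973 and 0.0990 for SRG1, 0.0436 and 0.0947 for YNCN0008C, 0.104 and 0.246 for YNCO0019W and 0.0458 and 0.267 for YNCP0002W. The adjusted p was 0.0623 for YNCO0019W without untreated replicate 1 and 0.0713 for RUF5-1 without untreated replicate 2. In the fit without untreated replicate 1, the log2 fold change was 2.21 for LSR1, 2.75 for RUF5-1 and 4.61 for RUF5-2, and for YNCP0002W it was -3.45 without thiolutin replicate 1 and -1.19 without thiolutin replicate 2. Small nucleolar RNAs that changed numbered 42 with all libraries and 26 without thiolutin replicate 1. Outside the protein-coding class 66 genes changed, and without thiolutin replicate 1 it was 43. Without untreated replicate 1, 17 transfer RNAs changed.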

While our study focuses on the transcriptional effects of thiolutin, it is well established that thiolutin also interferes with mRNA degradation pathways^2^. Therefore, the observed transcriptomic changes in Fig. 4A, B may reflect not only transcriptional inhibition but also alterations in RNA turnover.

This distinction is particularly relevant because thiolutin has been shown to inhibit the exosome-dependent degradation of mRNA, potentially stabilizing certain transcripts while repressing others. As a result, the net expression levels captured by RNA-Seq may be influenced by both direct transcriptional repression and indirect effects on RNA stability. Although our data strongly support a global downregulation of gene expression consistent with transcriptional inhibition, we acknowledge that the contribution of thiolutin to the stabilization or destabilization of specific mRNA species cannot be excluded and may influence the interpretation of the results.

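Of the changed genes, 49.0% were higher and 51.0% lower with thiolutin on the TMM scale. With total counts as the scale 965 genes were higher and 3605 lower, and the median log2 fold change of all genes was -0.63, against -0.04 with TMM. The size factors of DESeq2 gave 1910 higher and 1853 lower genes. The 100 most abundant genes, by mean normalized count over all libraries, held 28.0% of the reads in untreated and 48.1% in thiolutin-treated cells. Each of these scales compares shares of the sequenced RNA, and the amount of RNA per cell was not analysed here.
DCP1, a subunit of the mRNA decapping enzyme, was higher (3.26, standard error 0.15) and lies 215 bp downstream of GRE2, which changed more. RRP46 of the exosome (1.77, standard error 0.090, beside the more changed TPC1) and LSM7 of the Lsm complex (1.61, standard error 0.090) were higher too. Of 29 genes of mRNA decay and the exosome, 9 were higher and 6 lower by edgeR (9 and 6 adjusted over the list alone). As a group they did not differ from other genes by camera (adjusted p = 0.521). In fits that left out untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2, in that order, the list had 11, 13, 6 and 6 higher and 12, 8, 2 and 2 lower genes.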

**Fig. 4:**
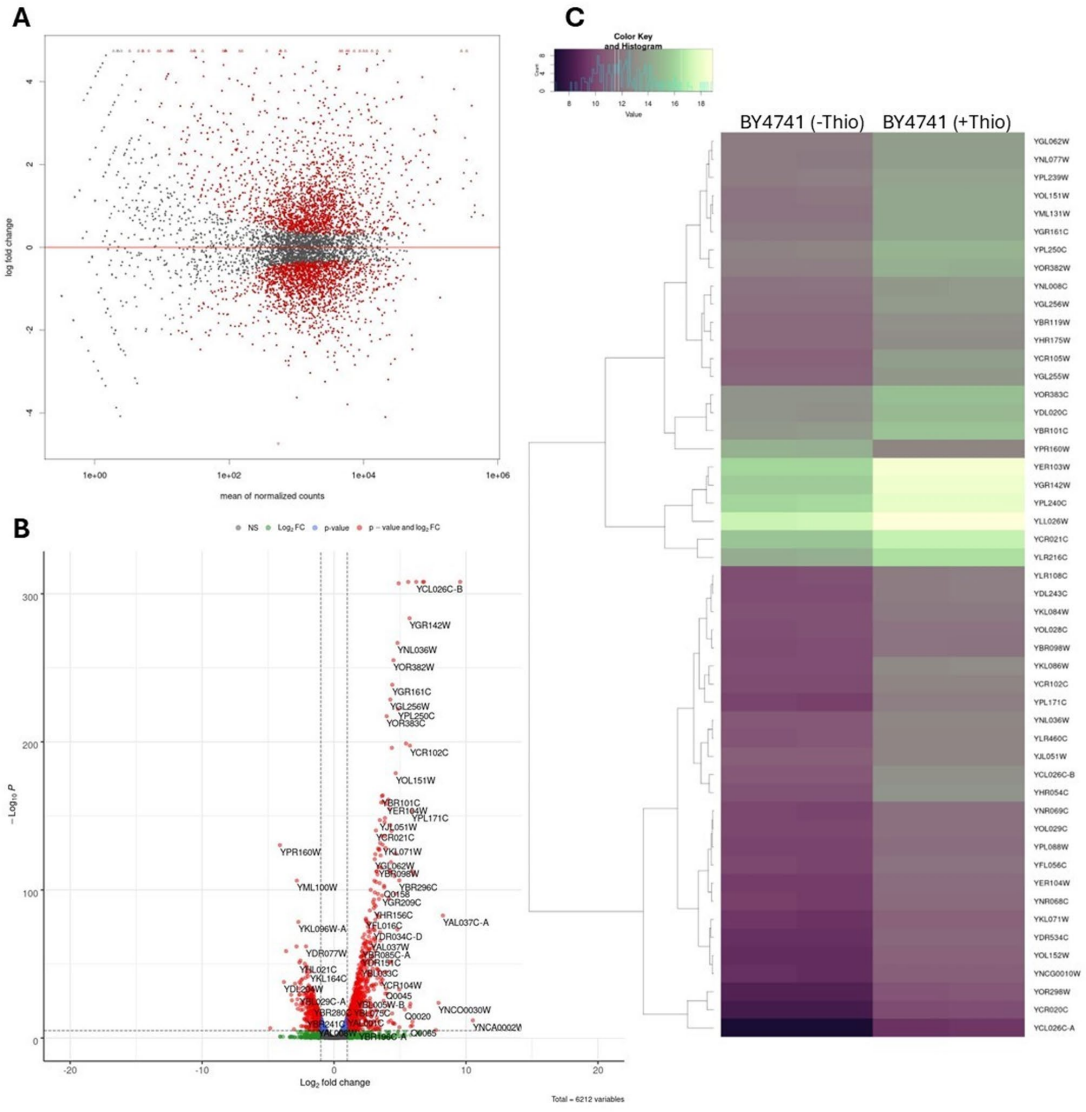
Identification of yeast cell transcripts treated and untreated with thiolutin. The relationship between logarithmic fold change and normalized averaged expression for a given gene is depicted, with each point on the graph representing the value for individual genes. Genes with an FDR < 0.05 are highlighted in red (**A**). Summary of the RNA-seq results. Volcano plot representation of differential expression analysis of genes in the untreated BY4741 versus treated with 3 µg/mL thiolutin for 3 h. Genes with FDR < 0.05 are marked with blue dots, genes with log2_Estimated_FoldChange> |1| are marked with green dots, while genes that meet both of the above conditions are marked with red dots. Non-statistically significant genes (not meeting the above-mentioned assumptions) are marked gray (**B**). Heatmap of differentially expressed genes in the untreated BY4741 (control) vs. treated with 3 µg/mL thiolutin for 3 h. Figure present expression value map in the analyzed samples for 50 genes with the lowest FDR_adjusted_p value coefficient.

Differential gene expression analysis revealed a strong transcriptional response to thiolutin treatment (Table S1). 

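ADH7, an NADPH-dependent alcohol dehydrogenase (YCR105W, chromosome III, 309070 to 310155 of R64), rose with thiolutin from 262 ± 23.2 to 28802 ± 257 normalized counts (SD, n = 2 per group). SRX1 encodes sulfiredoxin, which restores oxidized peroxiredoxins (YKL086W, chromosome XI, 278281 to 278664), and rose from 148 ± 27.2 to 15646 ± 555 normalized counts (SD, n = 2 per group). HBN1, a nitroreductase-like protein (YCL026C-B, chromosome III, 73405 to 73986), rose from 256 ± 1.47 to 18928 ± 13.7 normalized counts (SD, n = 2 per group). SSA4, a stress-induced chaperone of the Hsp70 family (YER103W, chromosome V, 364589 to 366517), rose from 15151 ± 459.8 to 731163 ± 738 normalized counts (SD, n = 2 per group). SSA4 can share reads with other Hsp70 genes. The log2 fold changes were 6.78 (standard error 0.13) for ADH7, 6.72 (standard error 0.18) for SRX1, 6.21 (standard error 0.11) for HBN1 and 5.59 (standard error 0.14) for SSA4. Each had an adjusted p of 6.40e-05 from the quasi-likelihood test of edgeR, and both thiolutin libraries were above both untreated ones.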

Among the most significantly upregulated genes (FDR ≤ 0.05), we identified *ADH7* (log₂FC = + 6.81), *SRX1* (+ 6.74), *HBN1* (+ 6.23), and *SSA4* (+ 5.62), which are associated with oxidative stress response, redox homeostasis, and protein folding. Additionally, genes such as *BTN2* and *NCE103*—involved in vacuolar transport and carbon metabolism, respectively - were also strongly induced. Conversely, several genes were markedly downregulated, including *GPH1* (log₂FC = − 4.10), *TSL1*, *CWP2*, and *SED1*, which are linked to glycogen metabolism, cell wall integrity, and stress adaptation. These results indicate that thiolutin induces a broad and coordinated transcriptional reprogramming, affecting both metabolic and stress-related pathways.

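BTN2, a protein of late endosome to Golgi transport and of the sorting of misfolded proteins (YGR142W, chromosome VII, 772454 to 773686 of R64), rose from 11789 ± 1758 to 612095 ± 7821 normalized counts (SD, n = 2 per group). NCE103, the carbonic anhydrase (YNL036W, chromosome XIV, 559814 to 560479), rose from 457 ± 0.572 to 12619 ± 205 normalized counts (SD, n = 2 per group). ATG41, a gene of autophagy, rose from 1821 ± 222 to 51791 ± 1796 normalized counts (SD, n = 2 per group). The log2 fold changes were 5.70 (standard error 0.18), 4.79 (standard error 0.10) and 4.83 (standard error 0.14), with an adjusted p of at most 6.97e-05 from edgeR.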

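All 14 measured genes of glycogen metabolism and all 7 of trehalose metabolism were lower with thiolutin, with TMM and with total counts as the scale. GPH1, glycogen phosphorylase (YPR160W, chromosome XVI, 861306 to 864014 of R64), went from 44272 ± 7229 to 2537 ± 201 normalized counts (SD, n = 2 per group), a log2 fold change of -4.12, standard error 0.17 (adjusted p = 0.000118 from edgeR). PIG2, a regulator of glycogen synthase (-2.67, standard error 0.22), GDB1, the debranching enzyme (-2.65, standard error 0.26), and GSY2, glycogen synthase (-2.24, standard error 0.12), were lower too. TSL1, a subunit of trehalose synthase (YML100W, chromosome XIII, 70624 to 73920), went from 49107 ± 1437 to 6854 ± 203 normalized counts (SD, n = 2 per group) (-2.84, standard error 0.10). TPS2 of the same complex (-1.60, standard error 0.10) and the trehalase gene NTH2 (-1.48, standard error 0.17) were lower. Of 36 cell wall genes, 20 were lower, and TIR2, DSE2, SCW4 and KRE6 were higher. CWP2, a mannoprotein (YKL096W-A, chromosome XI, 259253 to 259531), went from 56196 ± 5972 to 8514 ± 224 normalized counts (SD, n = 2 per group) (-2.72, standard error 0.12), and SED1, a stress-induced wall protein (YDR077W, chromosome IV, 600793 to 601809), from 94205 ± 3925 to 21285 ± 12.6 normalized counts (SD, n = 2 per group) (-2.15, standard error 0.10). TOS6 (-1.92, standard error 0.089) is another wall protein gene.
The 14, 7 and 20 decreases in the glycogen, trehalose and cell wall lists were 14, 7 and 20 when adjusted over the list alone. Against all other genes the 3 lists stood lower by camera (adjusted p = 1.06e-07, 0.000207 and 0.000278), and the calls were lost with an estimated correlation (adjusted p = 0.528 for each). Each of these lists holds genes that the paper names, such as GPH1, TSL1 and CWP2, so the calls are not independent evidence. Without untreated replicate 1, without untreated replicate 2, without thiolutin replicate 1 and without thiolutin replicate 2, the cell wall list had 7, 9, 1 and 1 higher and 27, 26, 14 and 14 lower genes, while every glycogen and trehalose gene was lower in each case. In the last 2 of these fits the adjusted p was 0.114 and 0.117 for DSE2, 0.0897 and 0.139 for SCW4 and 0.130 and 0.195 for KRE6. The paper cites increases in redox and folding genes, BTN2 and NCE103, and decreases in GPH1, TSL1, CWP2 and SED1. From these it infers a broad reprogramming of transcription across metabolic and stress pathways.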

Subsequently, we performed an in-depth analysis of the GO terms linked to biological processes, particularly those related to aging, cell death, transcriptional processes, and stress response (Table 2). In the category of biological processes, a total of 5764 genes were annotated. Among these, 3546 genes showed significant changes. Specifically, 1760 genes were upregulated, whereas 1786 genes were downregulated. 

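MSN4, a transcription factor of the general stress response, was lower with thiolutin (log2 fold change -1.90, standard error 0.11). HXK2, the main hexokinase on glucose, was higher (2.04, standard error 0.20), as was PNC1, the nicotinamidase that clears an inhibitor of sirtuins (1.48, standard error 0.15). Of 30 genes tied to yeast lifespan, 9 were higher, 10 were lower and 11 did not pass the test of edgeR (9 higher and 10 lower adjusted over the list alone). As a group they did not differ from other genes by camera (adjusted p = 0.612), with a median log2 fold change of -0.15. With untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2 left out, in that order, the list had 9, 10, 6 and 7 higher and 16, 15, 8 and 7 lower genes.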

As shown in Table 2, significant changes in gene expression were observed for terms involved in the regulation of cell aging, chronological cell aging, and the progressive alteration of chromatin associated with cell aging. These changes were also noted in terms related to the apoptotic process and cell death. Additionally, the regulation of the activity of all three RNA polymerases underwent key alterations. 

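Subunit genes were counted here, while the paper's terms count regulators. Of 9 genes of RNA polymerase I, the largest subunit gene RPA190 was higher (0.89, standard error 0.22), and RPA14 (-0.88, standard error 0.12) and RPA12 (-0.53, standard error 0.16, beside the more changed NTA1) were lower. Of 7 genes of RNA polymerase II, RPB4 (0.68), RPB2 (0.57) and RPB3 (0.32) were higher, and RPB11 (-1.43, standard error 0.089), RPB9 (-1.08, standard error 0.092) and RPB7 (-0.73, standard error 0.081) were lower. Of 10 genes of RNA polymerase III, 6 were higher, among them the largest subunit gene RPO31 (2.22, standard error 0.19), RPC11 (0.81, standard error 0.11) and RET1 (0.70, standard error 0.20, beside the more changed PTP2), and 0 were lower. Adjusted over the list alone, 1, 3 and 6 genes were higher and 1, 3 and 0 lower in the 3 lists, and none of the lists differed from other genes by camera (adjusted p = 0.824, 0.601 and 0.176).
In edgeR without thiolutin replicates 1 and 2, the log2 fold change of RPA190 had an adjusted p of 0.0776 and 0.0686, the log2 fold change of RPA12 of 0.0755 and 0.251, and the log2 fold change of RET1 of 0.0929 and 0.111. In the same fits the adjusted p was 0.0672 and 0.0595 for RPB4, 0.132 and 0.150 for RPB2 and 0.256 and 0.266 for RPB3. In fits that left out untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2, in that order, polymerase I had 2, 5, 0 and 0 higher and 5, 2, 1 and 1 lower genes, polymerase II had 4, 4, 0 and 0 higher and 3, 3, 3 and 3 lower genes and polymerase III had 7, 8, 2 and 2 higher and 2, 0, 0 and 0 lower genes. With total counts as the scale, 0, 0 and 1 genes were higher and 6, 4 and 3 lower.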

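Of 142 genes of ribosome biogenesis factors, 92 were higher with thiolutin, and NOP1 (-0.94), UTP9 (-0.53) and RRP17 (-0.43) were lower. HCA4, an RNA helicase of early processing (log2 fold change 4.29, standard error 0.20), ECM16, another helicase (2.51, standard error 0.22), and NOP53, a factor of the large subunit (2.29, standard error 0.18), had the largest changes. HCA4 lies 461 bp downstream of KAR2, which was higher too and had more counts (107411 against 23382 normalized counts with thiolutin). Whether reads of KAR2 were counted in HCA4 was not tested. Of 21 targets of the general stress factors Msn2 and Msn4, 12 were lower, among them SOL4, a lactonase-like protein (-2.79, standard error 0.30), and HSP42, HSP12 (beside the more changed YFL015C), HSP26, PNC1 and SSE2 were higher. Adjusted over the list alone by edgeR, 93 and 5 genes were higher and 3 and 12 lower in the 2 lists. The biogenesis list stood higher than other genes by camera (adjusted p = 5.53e-08, and 0.928 with an estimated correlation). The stress list did not pass (adjusted p = 0.0604), and it passed without untreated replicate 1 (0.0232), untreated replicate 2 (0.000124), thiolutin replicate 1 (0.0262) or thiolutin replicate 2 (0.0227), with the size factors of DESeq2 (0.0462), with the replicate block (0.00382) and with DESeq2 (0.00442, and 0.00359 over all genes). Without untreated replicate 1, without untreated replicate 2, without thiolutin replicate 1 and without thiolutin replicate 2, the biogenesis list had 106, 129, 53 and 51 higher and 20, 4, 0 and 0 lower genes. The last 2 of these fits gave an adjusted p from edgeR of 0.0599 and 0.0604 for NOP1, 0.127 and 0.124 for UTP9 and 0.145 and 0.207 for RRP17. With total counts as the scale the biogenesis list had 42 higher and 27 lower genes.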

Interestingly, significant changes in gene expression were also identified for ribosome biogenesis, response to stress, and double-strand break repair. Significant changes were detected in several biological processes, including: generation of precursor metabolites and energy (GO:0006091), energy derivation by oxidation of organic compounds (GO:0015980), organonitrogen compound metabolic process (GO:1901564), phosphate-containing compound metabolic process (GO:0006796), phosphorus metabolic process (GO:0006793), oxidation-reduction process (GO:0055114), cellular process (GO:0009987), protein phosphorylation (GO:0006468), cellular metabolic process (GO:0044237), nucleoside triphosphate metabolic process (GO:0009141), glucose metabolic process (GO:0006006), and ATP metabolic process (GO:0046034) (Data not shown).

**Table 2:** Gene Ontology (GO) terms assigned to the differentially expressed genes – biological processes.

GO.ID	Term	Annotated	Significant	GO_upregulated	GO_downregulated
GO:0090342	Regulation of cell aging	11	11	7	4
GO:0001300	Chronological cell aging	32	26	8	18
GO:0001301	Progressive alteration of chromatin involved in cell aging	9	8	7	1
GO:0090344	Negative regulation of cell aging	5	5	5	0
GO:0007568	Aging	82	60	25	35
GO:1,900,062	Regulation of replicative cell aging	4	4	3	1
GO:0007569	Cell aging	80	58	24	34
GO:0001302	Replicative cell aging	49	31	14	17
GO:0006915	Apoptotic process	54	46	22	24
GO:0008219	Cell death	64	52	27	25
GO:0006356	Regulation of transcription by RNA polymerase I	40	30	18	12
GO:0006357	Regulation of transcription by RNA polymerase II	489	303	170	133
GO:0006359	Regulation of transcription by RNA polymerase III	18	14	6	8
GO:0043619	Regulation of transcription from RNA polymerase II promoter in response to oxidative stress	10	8	5	3
GO:0042254	Ribosome biogenesis	417	254	199	55
GO:0006950	Response to stress	886	585	298	287
GO:0006302	Double-strand break repair	145	78	39	39

To identify biological processes and signaling pathways affected by thiolutin at the transcriptomic level, differentially expressed genes obtained from RNA-seq analysis were subjected to KEGG pathway enrichment analysis. This approach revealed a highly coordinated and non-random distribution of DEGs across multiple core cellular pathways (Fig. 5). The most significantly enriched pathway was biosynthesis of secondary metabolites, characterized by the highest gene ratio and the largest number of associated DEGs. This enrichment reflects a broad transcriptional reorganization of metabolic networks, consistent with thiolutin-induced alterations in cellular redox balance, carbon flux, and anabolic–catabolic coordination. Such metabolic remodeling is frequently observed in conditions of growth inhibition and lifespan extension, suggesting that thiolutin promotes an adaptive metabolic state rather than a purely cytotoxic response. 

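PDC5, a pyruvate decarboxylase of fermentation, was higher with thiolutin (log2 fold change 2.50, standard error 0.11), and HXK1, a hexokinase, was lower (-2.49, standard error 0.28). Of 13 genes of the TCA cycle, 8 were lower, among them KGD1 of the ketoglutarate dehydrogenase complex (-2.08, standard error 0.10) and LSC2 of succinyl-CoA ligase (-1.49, standard error 0.21). CIT1 (0.83) and MDH1 (1.78, standard error 0.19) were higher, and MDH1 lies 458 bp downstream of SRX1, which changed more. Of 11 genes that supply NADPH, ZWF1, the first enzyme of the pentose phosphate pathway (1.88, standard error 0.094), ALD6 (0.82) and IDP1 (0.64) were higher. The later enzymes of that pathway GND2 (-2.76, standard error 0.52), RPE1 (-1.18, standard error 0.093), TAL1 (-0.79), TKL1 (-0.67) and GND1 (-0.60) were lower. By edgeR, 2 and 3 genes were higher and 8 and 5 lower in the 2 lists when adjusted over the list alone. Neither list differed from other genes by camera (adjusted p = 0.170 and 0.824), except the TCA list without untreated replicate 2 (0.0364) and with the genes next to a strongly induced gene dropped (0.0461). With untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2 left out, in that order, the TCA list had 4, 3, 1 and 2 higher and 8, 9, 4 and 3 lower genes and the NADPH list had 5, 4, 1 and 1 higher and 5, 5, 2 and 2 lower genes. In the last 2 of these fits the adjusted p was 0.0533 and 0.0426 for CIT1, 0.118 and 0.122 for ALD6, 0.0521 and 0.0540 for IDP1, 0.0818 and 0.0756 for TAL1, 0.155 and 0.147 for TKL1 and 0.100 and 0.134 for GND1, and without untreated replicate 1 the log2 fold change of GND2 was -1.85.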

A second prominently enriched pathway was oxidative phosphorylation, indicating substantial transcriptional regulation of mitochondrial genes involved in electron transport and ATP production. 

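Of 42 nuclear genes of the respiratory chain and ATP synthase, 27 were lower with thiolutin, 5 were higher and 10 did not pass the test of edgeR. The decreases included ATP19, a subunit of ATP synthase (log2 fold change -2.57, standard error 0.10), and RIP1, the iron-sulfur protein of complex III (-2.35, standard error 0.19). The higher genes were CYC1 (1.88), ATP17 (1.35), COX9 (0.62), ATP4 (0.57) and COR1 (0.47). Adjusted over the list alone, 29 were lower and 6 higher, and the median log2 fold change was -0.85. The list stood lower than other genes by camera (adjusted p = 0.000294), which was lost with an estimated correlation (adjusted p = 0.928). It holds COX26 and ATP19, which the paper names, so the call is not independent evidence. In fits that left out untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2, in that order, the list had 9, 8, 2 and 2 higher and 29, 33, 20 and 19 lower genes. In the last 2 of these fits the adjusted p of edgeR was 0.108 and 0.108 for COX9, 0.117 and 0.120 for ATP4 and 0.187 and 0.219 for COR1.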

The predominance of downregulated genes within this pathway is consistent with reduced respiratory activity and intracellular ATP levels observed in functional assays, supporting the notion that thiolutin attenuates mitochondrial energy output. This mitochondrial reprogramming aligns with established longevity paradigms, in which partial suppression of oxidative phosphorylation can trigger compensatory stress responses and promote replicative lifespan extension. Additionally, protein processing in the endoplasmic reticulum emerged as a significantly enriched pathway, implicating thiolutin in the modulation of proteostasis networks. Differential expression of genes involved in protein folding, quality control, and ER-associated degradation suggests increased proteotoxic stress or an adaptive reinforcement of protein quality control mechanisms. This finding is consistent with thiolutin’s known inhibitory effects on transcription and its capacity to perturb nascent protein synthesis, thereby placing additional demands on the ER folding machinery. 

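Of 34 genes of protein folding and processing in the endoplasmic reticulum, 18 were lower with thiolutin and 6 were higher (18 and 6 adjusted over the list alone by edgeR). Among the higher ones, ERO1, which forms disulfide bonds (3.48, standard error 0.22), lies convergent to YML131W, which changed more (4.87). KAR2, the Hsp70 chaperone of this compartment (2.83, standard error 0.26), lies 461 bp upstream of HCA4, which changed more but had fewer counts. LHS1 is a related chaperone (1.72, standard error 0.21). Of 33 proteasome genes, 12 were higher, among them RPN8 of the lid (1.58, standard error 0.10) and PRE2 of the core (1.38, standard error 0.089), and 8 were lower, among them PRE6 (-0.97, standard error 0.090). The proteasome counts were 12 higher and 8 lower adjusted over the list alone. Neither group differed from other genes by camera (adjusted p = 0.112 and 0.445). Without the genes next to a strongly induced gene, the reticulum list stood lower (adjusted p = 0.0324). Without untreated replicate 1, without untreated replicate 2, without thiolutin replicate 1 and without thiolutin replicate 2, the reticulum list had 7, 6, 5 and 5 higher and 26, 22, 8 and 9 lower genes and the proteasome list had 21, 23, 5 and 5 higher and 10, 8, 3 and 3 lower genes.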

Network-based visualization of gene–pathway associations (Fig. 5B) further revealed that individual DEGs frequently map to multiple pathways, underscoring the interconnected nature of thiolutin-induced responses. Notably, mitochondrial, metabolic, and proteostasis-related pathways formed partially overlapping subnetworks, highlighting a coordinated transcriptional program that integrates energy metabolism, stress adaptation, and protein homeostasis. Collectively, KEGG pathway analysis demonstrates that thiolutin elicits a systems-level transcriptional response encompassing metabolic rewiring, mitochondrial downscaling, and enhanced proteostasis control. These pathway-level changes provide a mechanistic framework linking thiolutin-induced transcriptional inhibition to altered cellular physiology and replicative lifespan extension in budding yeast.

**Fig. 5:**
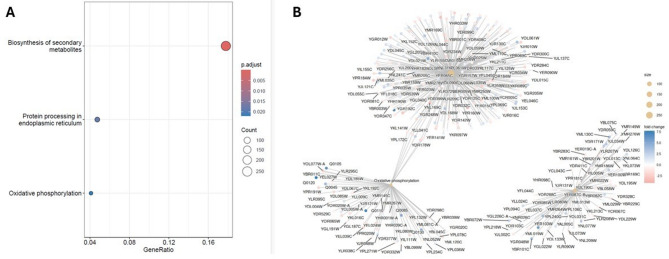
KEGG pathway enrichment analysis of differentially expressed genes (DEGs) identified by RNA-seq in *Saccharomyces cerevisiae* cells treated with thiolutin. **A** Dot plot summarizing the most significantly enriched KEGG pathways. Dot size corresponds to the number of DEGs mapped to each pathway, while dot color reflects the adjusted *p* value, with warmer colors indicating higher statistical significance.

(B) Gene–pathway network visualization illustrating the relationships between individual DEGs and enriched KEGG pathways. Nodes represent genes or pathways, with pathway nodes labeled accordingly. Gene node color indicates log₂ fold change in expression upon thiolutin treatment (red, upregulated; blue, downregulated), and node size reflects the number of gene–pathway connections. The network highlights prominent regulation of oxidative phosphorylation, protein processing in the endoplasmic reticulum, and biosynthesis of secondary metabolites, revealing a broad transcriptional response affecting mitochondrial energy metabolism, proteostasis, and metabolic adaptation.

To determine whether thiolutin-induced transcriptional changes translate into functional alterations in cellular energy metabolism, intracellular ATP levels and expression of key oxidative phosphorylation genes were analyzed. Thiolutin treatment resulted in a marked and dose-dependent decrease in intracellular ATP content, with cells exposed to 3 µg/mL and 5 µg/mL thiolutin exhibiting a substantial reduction compared with untreated controls (Fig. 6A). These results indicate a strong impairment of cellular energy production upon thiolutin exposure. Consistent with these functional data, transcriptional analysis revealed reduced expression of genes encoding core mitochondrial components of the oxidative phosphorylation machinery. Specifically, *COX26*, a structural subunit of cytochrome c oxidase (complex IV)^20^, and *ATP19*, a component of the F₀F₁-ATP synthase (complex V)^21^, were both significantly downregulated following thiolutin treatment (Fig. 6B). These changes suggest attenuation of electron transport chain activity and ATP synthesis at the transcriptional level. Integration of RNA-seq data with the KEGG oxidative phosphorylation pathway further demonstrated that thiolutin elicits a coordinated remodeling of mitochondrial energy metabolism (Fig. 6C). 

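The groups within the respiratory chain were formed after the values were seen. Of 4 genes of complex II, 3 were lower with thiolutin, 3 of 9 of complex III, 7 of 10 of complex IV and 10 of 14 of ATP synthase. Among 5 genes of cytochrome c and the NADH dehydrogenases, 4 were lower and CYC1 was higher. COX26, a small subunit of complex IV, went from 1159 ± 907 to 39.9 ± 16.1 normalized counts (SD, n = 2 per group), a log2 fold change of -4.89, standard error 0.81, with most of its spread between the untreated libraries. In the fit without untreated replicate 1, the log2 fold change of COX26 was -3.73, and without untreated replicate 2 the log2 fold change of COX26 was -5.53. The 3 measured subunits encoded in mitochondria were higher. COX1 of complex IV had 30 and 29 reads in the untreated and 156 and 226 in the thiolutin libraries, and it overlaps its intron genes, of which AI5_ALPHA changed more. OLI1 of ATP synthase had 6 and 17 reads in the untreated and 108 and 92 in the thiolutin libraries, and ATP6 had 2 and 0 reads in the untreated and 9 and 15 in the thiolutin libraries, too few for a fold. Of 15 genes of the vacuolar ATPase, which acidifies the vacuole, VMA9 (1.19, standard error 0.080, beside the more changed SNR43), VMA10 (1.18, standard error 0.089), VMA1, VMA11 and VMA5 were higher, and VMA4, VMA7, VMA3, VMA16 and VMA6 were lower.

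**Figure D2:**
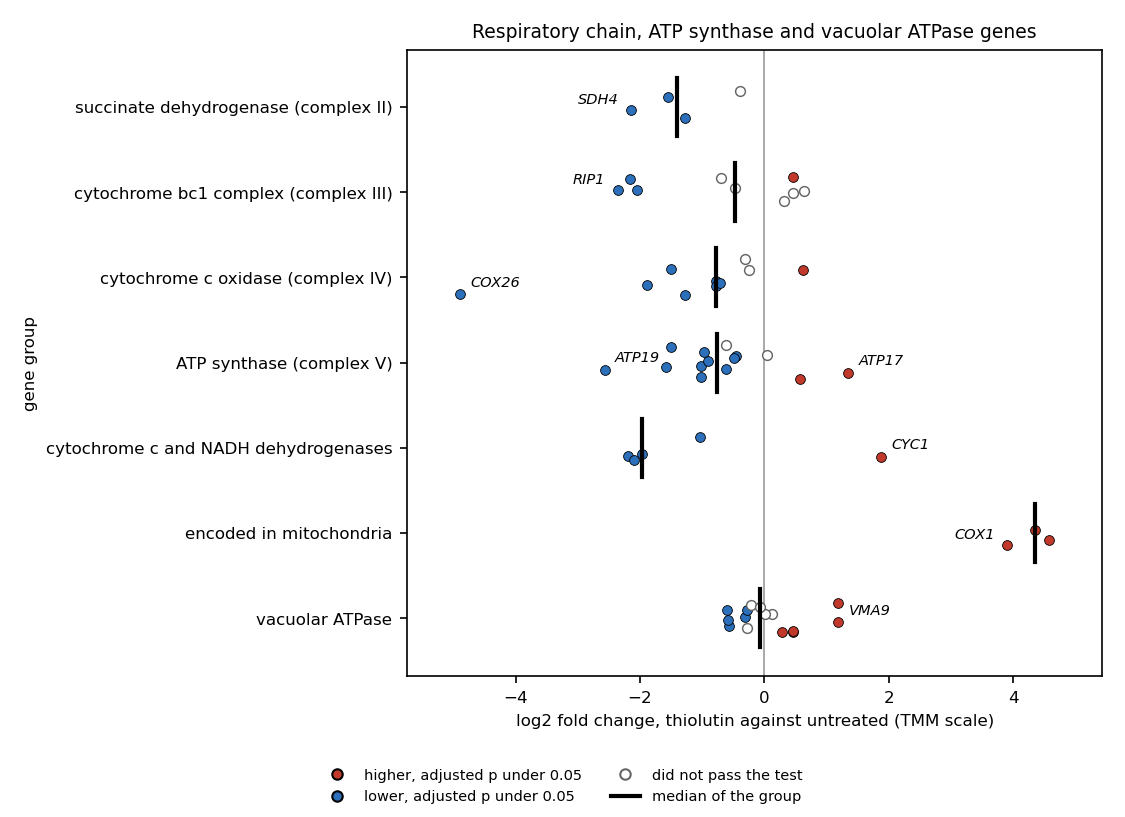
Log2 fold change of thiolutin against untreated cells (x axis, TMM scale, n = 2 libraries per group) for each measured gene of 7 groups (y axis), where red and blue points are genes higher and lower at an adjusted p under 0.05 from edgeR, open points did not pass and black bars are medians. The medians of complexes II, III, IV and V are -1.41, -0.47, -0.78 and -0.76, and the rightmost point among genes encoded in mitochondria, ATP6, rests on few untreated reads.

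When adjusted over the list alone, 5 vacuolar ATPase genes were higher and 5 lower, and 3 mitochondrially encoded genes were higher. The vacuolar ATPase list did not differ from other genes by camera (adjusted p = 0.997), and 2 of its genes were higher and 11 lower with total counts as the scale. The log2 fold change of VMA4 was -0.59, with an adjusted p of 0.00503 from edgeR, 0.113 without thiolutin replicate 1 and 0.120 without thiolutin replicate 2. With untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2 left out, in that order, the vacuolar ATPase list had 6, 7, 2 and 2 higher and 8, 7, 0 and 0 lower genes. The adjusted p of edgeR without thiolutin replicates 1 and 2 was 0.196 and 0.187 for VMA1, 0.154 and 0.197 for VMA11, 0.339 and 0.415 for VMA5, 0.0812 and 0.125 for VMA7, 0.127 and 0.118 for VMA3, 0.282 and 0.347 for VMA16 and 0.427 and 0.358 for VMA6.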

Multiple genes encoding subunits of respiratory complexes and ATP synthase showed reduced expression, indicating a global suppression of oxidative phosphorylation rather than isolated effects on individual components. Importantly, this transcriptional signature aligns with the observed depletion of cellular ATP and supports the conclusion that thiolutin compromises mitochondrial energy output. Taken together, these findings demonstrate that thiolutin suppresses oxidative phosphorylation through combined transcriptional downregulation of mitochondrial respiratory genes and functional inhibition of ATP production. This mitochondrial energy limitation likely contributes to the reduced growth rate, altered cell cycle progression, and longevity-associated phenotypes observed in thiolutin-treated yeast cells.

**Fig. 6:**
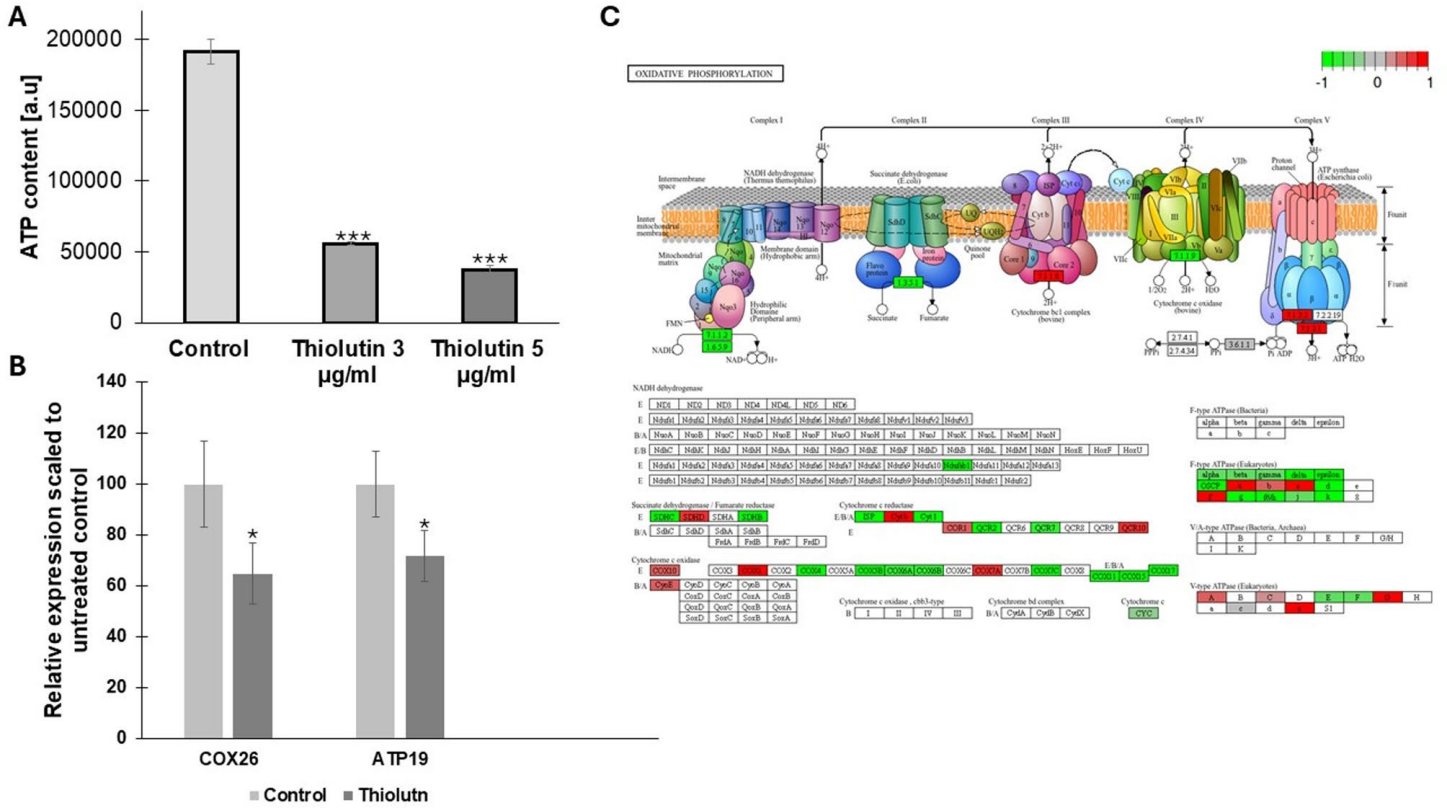
Thiolutin suppresses mitochondrial ATP production and remodels oxidative phosphorylation at the transcriptional level. **A** Quantification of intracellular ATP content in yeast cells treated with 3 and 5 µg/mL thiolutin compared with untreated control cells. Data are expressed as arbitrary units (a.u.) and presented as mean ± SD. Asterisks indicate statistically significant differences between control and thiolutin-treated cells at the corresponding time points (***p < 0.001). **B** Relative expression of mitochondrial oxidative phosphorylation–related genes *COX26* and *ATP19* following 3 µg/mL thiolutin treatment, normalized to untreated control cells. Asterisks indicate statistically significant differences between control and thiolutin-treated cells at the corresponding time points (*p < 0.05). **C** KEGG oxidative phosphorylation pathway map overlaid with RNA-seq expression data from thiolutin-treated cells^22–25^. Color coding reflects log₂ fold changes in gene expression (green, downregulation; red, upregulation). Thiolutin induces coordinated downregulation of multiple components of the electron transport chain and ATP synthase, consistent with impaired mitochondrial energy metabolism.

To assess whether thiolutin affects cellular redox homeostasis, intracellular ROS levels were quantified. Treatment with 3 µg/mL thiolutin resulted in a clear increase in ROS relative to untreated control cells (Fig. 7A). 1 mM hydrogen peroxide was included as a reference oxidative stress condition to demonstrate assay responsiveness, without implying direct mechanistic equivalence between the two treatments. Consistent with increased oxidative burden, thiolutin treatment was accompanied by elevated expression of redox-responsive genes. Transcript levels of *YAP1*, a central regulator of oxidative stress responses, and *SOD1*, encoding a major antioxidant enzyme, were significantly increased relative to control cells (Fig. 7B). These data indicate that thiolutin elicits a measurable oxidative stress response and activates established redox-sensitive transcriptional markers. Importantly, this analysis does not assume that thiolutin acts through the same mechanisms as exogenous oxidants, but rather demonstrates that thiolutin exposure is sufficient to perturb redox balance and engage endogenous antioxidant response pathways.

**Fig. 7:**
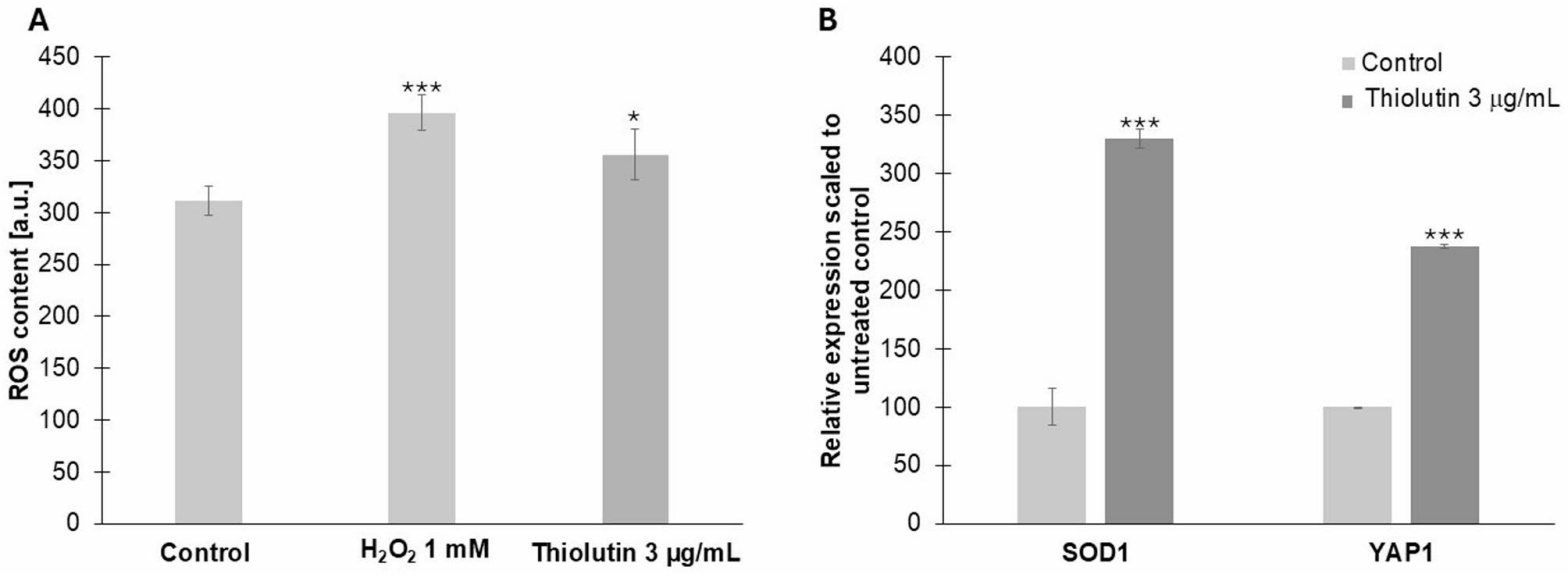
Thiolutin induces oxidative stress and activates redox-responsive gene expression. **A** Intracellular reactive oxygen species (ROS) levels measured in *Saccharomyces cerevisiae* under control conditions and following treatment with 3 µg/mL thiolutin. 1 mM hydrogen peroxide is shown as a reference oxidative stress condition to illustrate the dynamic range of the ROS assay. Data are presented as mean ± SD and expressed as arbitrary units (a.u.). **B** Relative expression of the oxidative stress–responsive genes *SOD1* and *YAP1* in cells treated with 3 µg/mL thiolutin, normalized to untreated control cells. Gene expression values are shown as mean ± SD. Asterisks indicate statistically significant differences between control and thiolutin-treated cells at the corresponding time points (*p < 0.05; ***p < 0.001).

To further characterize regulatory pathways engaged by thiolutin, we examined the expression of selected genes representing proteostasis control (*RPN4*)^26^, stress-activated MAPK signaling (*HOG1*)^27^, and nutrient- and growth-sensing regulation (*TOR1*)^28^ (Fig. 8). These genes were chosen to assess whether thiolutin elicits a generalized stress response or a more selective adaptive program. Thiolutin treatment resulted in a pronounced induction of *RPN4*, a transcription factor that coordinates expression of proteasome subunits and is activated under conditions of increased proteotoxic burden. This strong upregulation suggests that thiolutin imposes a substantial challenge to protein homeostasis, necessitating reinforcement of proteasome-mediated protein quality control. This observation is consistent with transcriptomic pathway enrichment analyses indicating activation of proteostasis-related processes. In contrast, expression of *HOG1*, a central MAP kinase involved in osmotic and environmental stress responses, was not induced and instead showed reduced transcript levels following thiolutin exposure. This finding indicates that thiolutin does not activate the canonical HOG-dependent stress response pathway, supporting the notion that the cellular response to thiolutin differs from classical environmental stress signaling. Expression of *TOR1*, a key regulator of growth and nutrient-responsive signaling, was also reduced in thiolutin-treated cells. Downregulation of *TOR1* is consistent with growth inhibition and metabolic reprogramming observed under thiolutin treatment and aligns with broader transcriptional and physiological changes associated with reduced anabolic activity. Together, these results demonstrate that thiolutin elicits a selective transcriptional response characterized by strong activation of proteostasis mechanisms and attenuation of growth-related regulatory pathways, rather than a generalized activation of canonical stress signaling. This regulatory profile supports a model in which thiolutin drives an adaptive cellular state shaped by impaired protein homeostasis and restricted growth capacity.

**Fig. 8:**
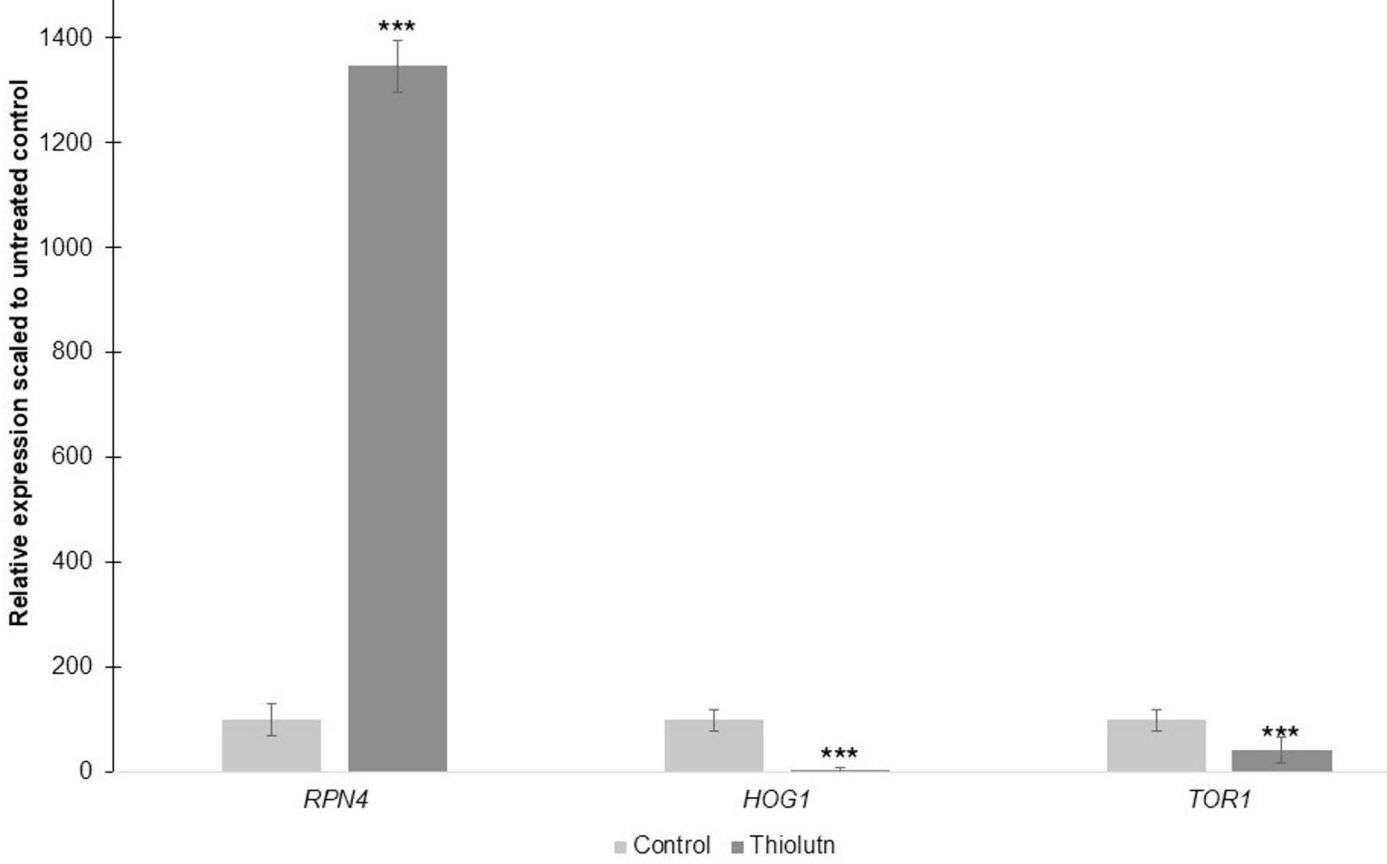
Thiolutin selectively modulates proteostasis and growth-related regulatory pathways. Relative expression of regulatory genes *RPN4*, *HOG1*, and *TOR1* in *S. cerevisiae* cells treated with 3 µg/mL thiolutin (), normalized to untreated control cells (set to 100%). Data are presented as mean ± SD.

Significant changes in gene expression levels exceeding 60% must result in biochemical alterations within the cells. To investigate the biochemical fingerprint, we employed Raman spectroscopy. Raman spectroscopy is a powerful technique that provides detailed information about the chemical structure, polymorphism and molecular dynamics of a sample. This method allows us to detect and characterize the biochemical changes induced by the altered gene expression. FT-Raman spectroscopy enables the identification and determination of the chemical composition of the analyzed material. Both primary metabolites (mono- and oligosaccharides, fatty acids, amino acids, proteins) and secondary metabolites (alkaloids, flavonoids, terpenes, polyacetylenes) can be analyzed. Raman spectroscopy is a vibrational spectroscopic technique that enables the non-destructive analysis of molecular composition based on inelastic scattering of monochromatic light, typically from a laser source. When incident photons interact with molecular bonds, a small fraction undergoes energy shifts corresponding to specific vibrational modes, producing a spectrum that serves as a molecular fingerprint of the sample. This method is particularly well-suited for biological applications, as it allows for the detection and characterization of a wide range of biomolecules - including proteins, nucleic acids, lipids, and carbohydrates - without the need for labeling or extensive sample preparation. In the context of cellular studies, Raman spectroscopy provides valuable insights into biochemical alterations associated with metabolic changes, stress responses, or pharmacological interventions. In this study, the technique was employed to assess the impact of thiolutin on the biochemical profile of yeast cells, enabling the identification of molecular changes that reflect transcriptional and metabolic reprogramming. The 8 cm^− 1^ resolution and cellular complexity cause significant band overlap and individual peaks cannot unambiguously distinguish closely related structures. Therefore, FT‑Raman data cannot distinguish which specific proteins, lipids, or nucleic acid species are changing, and conclusions are limited to relative changes in band regions and overall biochemical composition between conditions.

FT-Raman spectra recorded in the range of 400 to 1800 cm⁻¹ for the BY4741 strain untreated with thiolutin and after the addition of thiolutin are presented in Fig. 9.

**Fig. 9:**
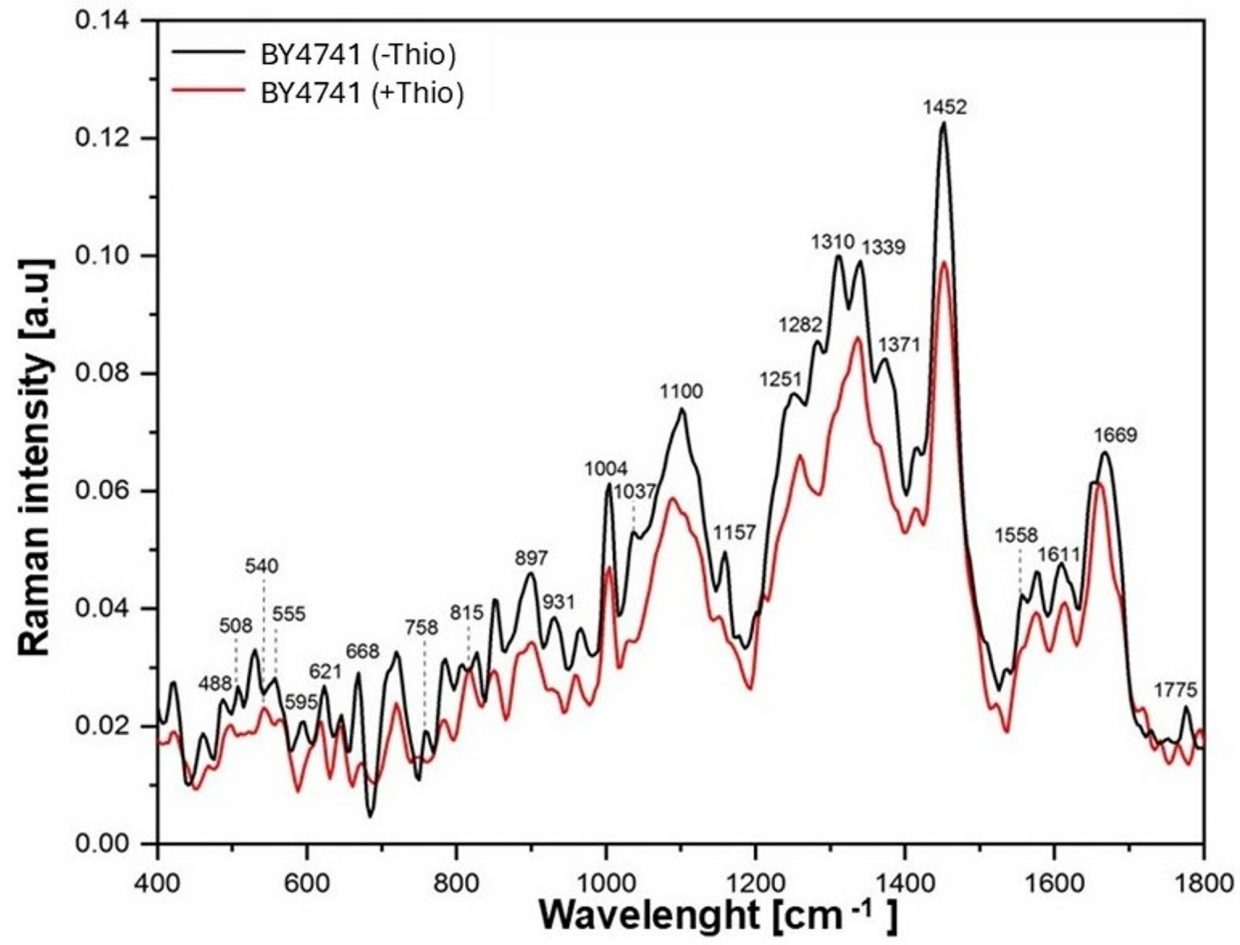
The Raman spectra of the yeast BY4741, untreated and treated with 3 µg/mL thiolutin. The spectra report global biochemical fingerprints and that band assignments are approximate, based on typical ranges for proteins, lipids, nucleic acids and carbohydrates in yeast and other cells. The experiments were conducted in six independent biological replicates.

Changes in chemical composition are identified based on bands typically associated with particular functional groups or biomolecular classes (Table 3). The spectrum shows varying band intensities, indicating different compound contents or peak shifts, suggesting changes within the molecular bonds of the compound, thus indicating a reshaped cellular biochemical composition or modifications within the underlying molecular bonds. These regions are typically dominated by contributions from proteins/DNA/fatty acids in yeast, although each band may contain overlapping contributions from multiple components. The absence of a clearly discernible peak in a given region suggests a low content of the corresponding compound class, within the detection limits and considering possible band overlap.

**Table 3:** Summary of Raman spectrum peak positions where characteristic peaks for individual chemical compounds occur.

BY4741 (- Thio)	BY4741 (+ Thio)	Characteristic vibrations of functional groups
Peak positions [Raman shift cm⁻¹]		
1775	–	Fatty acids^29^
1669	1658	Fatty acids, proteins^29–32^
1611	1611	Mitochondria, proteins^31,33^
1574	1574	RNA/DNA^34,35^
1558	–	Amide II^35^
1452	1452	Proteins, fatty acids^31,32^
1415	1415	Fatty acids^29^
1371	–	RNA/DNA^34,35^
1339	1337	RNA^34,36,37^
1310	–	Fatty acids^35^
1282	–	Proteins^35^
1251	1258	Fatty acids^29^
1157	–	Proteins^36^
1100	1086	Polysaccharides, RNA/DNA^31,32,36^
1037	–	Proteins^35^
1004	1004	Proteins, RNA^29,32,33^
964	958	Polysaccharides^30,36^
931	–	DNA^36^
897	898	Polysaccharides^30,32^
853	853	Proteins^31–33^
825	–	RNA, proteins^35^
805	815	RNA^36^
782	782	RNA/DNA^34,35^
758	–	Proteins^31,35^
719	719	RNA^34,36,37^
668	672	RNA/DNA^34–36^
644	644	Proteins^36^
621	615	RNA/DNA^34–36^
595	–	Phospholipids^35^
555	565	RNA/DNA^34–36^
530	540	RNA, Polysaccharides^36,37^
508	–	Proteins^36^
488	498	Polysaccharides^35^
462	465	Polysaccharides^30,32^
422	422	

*Assignments in Table 3*are approximate and refer to predominant functional groups or biomolecular classes; individual bands may contain contributions from multiple species and should not be interpreted as unique structural markers.*

Spectral analysis revealed that in yeast with thiolutin (+ Thio), bands typically associated with proteins (508, 758, 825, 1037, 1282, 1371 cm^−1^), DNA (931 cm^−1^), and fatty acids (1310, 1775 cm⁻¹) were not clearly discernible compared to yeast without thiolutin (− Thio), suggesting a reduced contribution from these biomolecular classes within the detection limits and considering possible band overlap. Additionally, significant band shifts were observed in the spectrum of yeast with thiolutin compared to the spectrum of yeast without thiolutin. These bands fall in regions typically associated with polysaccharides (498 cm^−1^), RNA and DNA (540, 565, 615, 672, 815, 1086 cm^− 1^), and proteins and lipids (958, 1258, 1658 cm^− 1^). These spectral shifts and amplitude changes indicate that thiolutin reshapes cellular biochemical composition, consistent with transcriptome-level reprogramming.

We also compared the area under the curve for the spectra of cells treated and untreated with thiolutin. As shown in Fig. 10, it is clearly demonstrated that thiolutin reshapes the cellular biochemical composition, consistent with the transcriptome-level reprogramming observed by RNA-Seq.

**Fig. 10:**
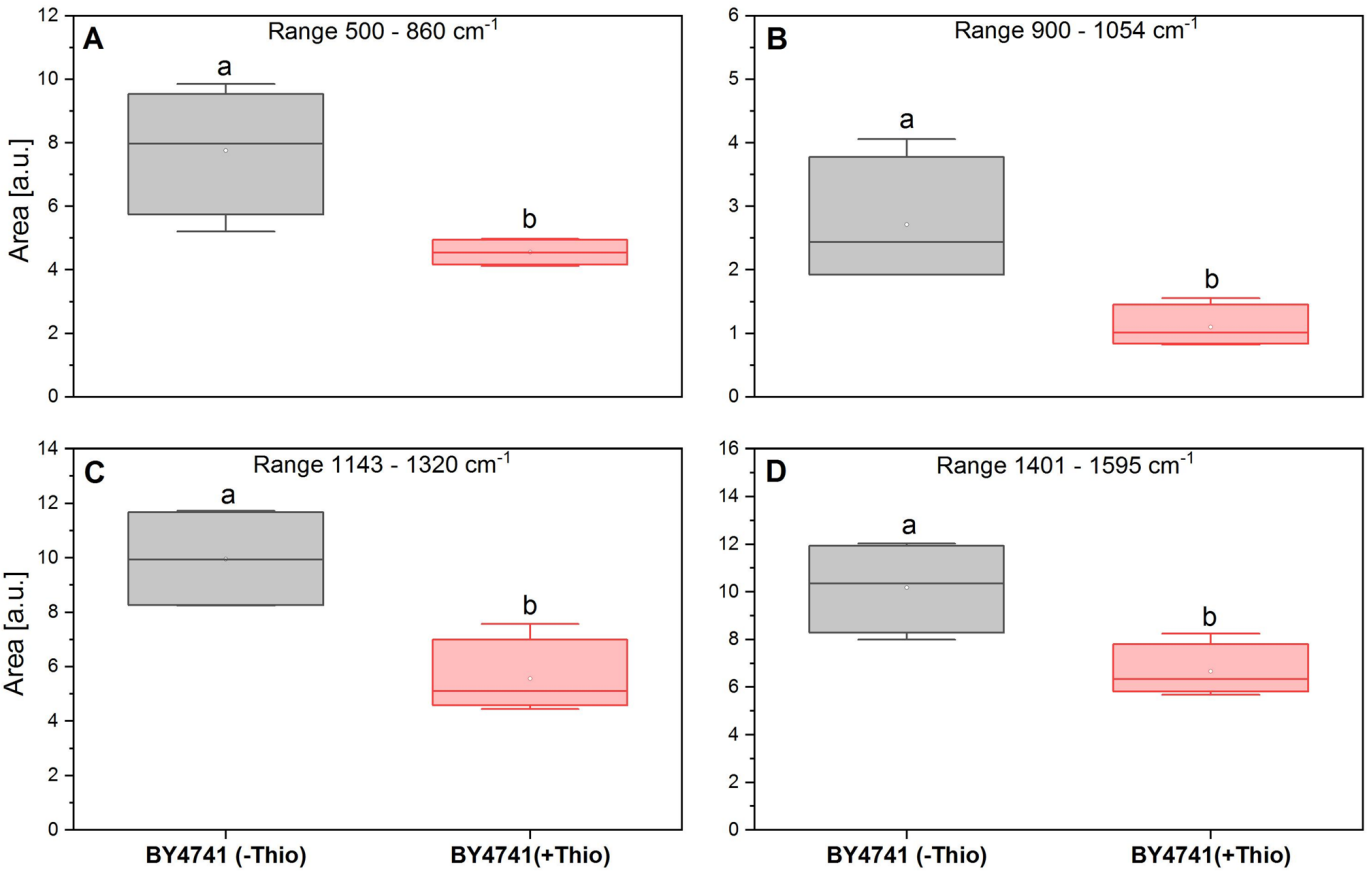
The comparison of the FT-Raman spectra area (BY4741 untreated - gray box, and BY4741 thiolutin treated - red box) only into the range where bands characteristic of RNA and proteins occur. The spectrum range: **A** – 500–860 cm^− 1^, **B** – 900–1054 cm^− 1^, **C** – 1143–1320 cm^− 1^, **D** – 1401–1595 cm^− 1^. The values represent means ± SD (*n* = 6). The statistical significance between objects was determined based on Tukey’s post-hoc test.

## Discussion

Thiolutin is a well-established transcriptional inhibitor commonly used in studies of mRNA stability. However, recent studies have raised important concerns regarding its broader application in probing other cellular processes, due to its pleiotropic effects and multifunctional nature^1,38^. Although thiolutin inhibits transcription, its relative impact on initiation versus elongation in vivo remains incompletely defined, and some studies have suggested that RNA polymerase II inhibition in vivo may occur indirectly^39,40^. Qiu et al. provided in vitro evidence that thiolutin can directly inhibit RNA polymerase II transcription initiation, and genetic analyses further indicated that thiolutin induces oxidative stress in vivo, likely through oxidation of thioredoxins, linking transcriptional inhibition to redox regulation^1^. Thiolutin can promote nuclear translocation of Yap1 and deplete both reduced and oxidized glutathione pools, generating a phenotype that differs from classical oxidants such as hydrogen peroxide or menadione^1,41^. Interestingly, earlier studies did not report an increase in mutation frequency, as assessed by canavanine resistance assays^1^. Our results reveal, for the first time, a functional link between thiolutin and the aging process in *S. cerevisiae*. Yeast aging is commonly assessed using two complementary paradigms: replicative aging, defined by the number of daughter cells produced by a single mother cell before senescence, and chronological aging, defined by the survival of non-budding cells in stationary phase^9,42–44^. Our study clearly demonstrates that thiolutin treatment enhances the reproductive potential of yeast cells at both tested concentrations. Notably, we observed a significant reduction in the rate of cell growth, measured both through growth kinetics and mean doubling time, which resulted in an extended overall reproductive period. Interestingly, despite this slower growth, post-reproductive aging was markedly accelerated in thiolutin-treated cells compared to untreated controls. However, the total lifespan of thiolutin-treated cells was longer than that of the control group, indicating that reduced transcriptional activity contributes to a beneficial cellular phenotype. A similar longevity phenotype was previously observed in our studies of the *sfp1Δ* mutant, as well as in mutants involved in the biogenesis of the 60 S ribosomal subunit^11,45,46^. In this study, we also demonstrated that thiolutin significantly alters the expression of over 60% of annotated genes. Notably, these transcriptomic changes were corroborated by biochemical evidence. Using the innovative FT-Raman spectroscopy technique, we observed a substantial reduction in the levels of all major cellular macromolecules compared to untreated controls. These findings not only confirm a general slowdown in cellular growth but, more importantly, highlight widespread transcriptional dysregulation likely resulting from RNA polymerase inhibition. Cellular exposure to environmental stress induces adaptive modifications in gene expression, with alterations in mRNA stability playing a pivotal role in this response^47^. While stress-activated signaling pathways are predominantly investigated for their influence on transcriptional and translational regulation, accumulating evidence indicates that several of these pathways contribute significantly to the modulation of mRNA decay in yeast and other organisms^48^. Recent findings indicate that thiolutin acts as an inhibitor of TORC1 signaling, a central regulator of cell growth, metabolism, and stress responses in yeast. In our study, this is consistent with the observed transcriptomic and phenotypic changes. Specifically, RNA-Seq data revealed significant downregulation of genes involved in ribosome biogenesis and energy metabolism - both of which are tightly regulated by TOR1. Moreover, the reduced intracellular ATP levels and slowed growth rate in thiolutin-treated cells further support TOR1 pathway suppression. These results suggest that thiolutin-induced TOR1 inhibition contributes to the observed extension of replicative lifespan and metabolic reprogramming, highlighting a multifactorial mechanism of action that integrates transcriptional repression with nutrient-sensing and stress-adaptive pathways^48,49^. 

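At a log2 fold change of at least 1, 43 ribosome biogenesis genes were higher with thiolutin and 0 were lower, and the median over all 142 was 0.67. With total counts as the scale 14 of them were higher and 3 lower at that size, and the median was 0.08. Of 67 genes of mitochondrial ribosomal proteins, 23 were lower, among them MRPL51 (-1.40, standard error 0.30) and RSM25 (-1.37, standard error 0.20), and 8 were higher, among them MRPL23 (1.55, standard error 0.14). Of the mitochondrial ribosomal protein genes, 20 were lower and 7 higher by edgeR when adjusted over the list alone. The list did not differ from other genes by camera (adjusted p = 0.144), except without untreated replicate 2 (0.0110). The log2 fold change of MRPL51, whose gene overlaps YPR099C, did not pass without thiolutin replicate 2 (adjusted p = 0.112 from edgeR). In fits that left out untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2, in that order, the list had 24, 10, 4 and 5 higher and 26, 45, 10 and 9 lower genes.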

Our findings suggest that the cellular effects of thiolutin cannot be solely attributed to transcriptional inhibition. Instead, the observed phenotypes—such as altered growth dynamics, changes in lifespan, and metabolic shifts—are likely the result of a multifactorial response. Transcriptomic and biochemical analyses revealed significant alterations in pathways associated with cellular stress and signaling. In particular, we observed gene expression changes consistent with the activation or modulation of the TOR, HOG, and oxidative stress response pathways. These pathways are known to play central roles in regulating cell growth, metabolism, and aging in yeast. Therefore, we propose that thiolutin exerts its effects through a complex network of interactions, and its impact on cellular physiology should be interpreted in the context of these broader regulatory mechanisms. 

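The log2 fold change of TOR1 was -0.23 (standard error 0.084), which did not pass the test with all libraries (adjusted p = 0.0592 from edgeR). It was 85.1% of untreated with all libraries, 85.4% without untreated replicate 1 and 85.8% without untreated replicate 2. TOR1 passed with total counts as the scale (log2 fold change -0.82, adjusted p = 0.000631 from edgeR). It lies beside YAE1, which changed more. Of 17 genes of the TOR pathway, LST8 of both TOR complexes (1.69, standard error 0.090, beside the more changed SIS1), TIP41 (1.13, standard error 0.14), TAP42, MEH1 and GAT1 were higher. SFP1, a regulator of ribosomal genes (-1.06, standard error 0.093, beside the more changed SEI1), was among 8 lower genes. The kinase gene of the osmotic stress pathway was lower, and the log2 fold change of HOG1 was -0.37 (standard error 0.088), which did not pass without thiolutin replicates 1 and 2 (adjusted p = 0.242 and 0.257 from edgeR). Of 14 genes of this pathway, SSK22 and STE11 (beside the more changed NMD4) were higher and 6 were lower, among them the osmosensor gene SHO1 (beside the more changed AVT6). Of 13 genes that the kinase Hog1 induces, SIP18, a salt-induced protein (2.51, standard error 0.61), HSP12 (2.45, standard error 0.60, beside the more changed YFL015C), GRE1, ENA1 and GPP1 were higher, and ALD3, GPD1 and GLO1 were lower. YAP1, the factor of the oxidative stress response, was higher (2.65, standard error 0.11), as was superoxide dismutase, where the log2 fold change of SOD1 was 0.88 (standard error 0.13, beside URA8, and adjusted p = 0.0548 from edgeR without thiolutin replicate 1).
With p adjusted over the list alone, 5, 2 and 5 genes were higher and 9, 6 and 4 lower among TOR genes, osmotic stress pathway genes and Hog1 targets. None of the 3 lists differed from other genes by camera (adjusted p = 0.824, 0.618 and 0.821). In edgeR without thiolutin replicates 1 and 2, the log2 fold change of SSK22 (0.62) had an adjusted p of 0.0544 and 0.0847, and the log2 fold change of STE11 (0.53, and -0.063 with total counts as the scale) of 0.0781 and 0.0667. In the same fits the log2 fold change of SHO1 (-0.53) had one of 0.0637 and 0.124, and the log2 fold change of ALD3 (-2.28) of 0.0763 and 0.0576. Without untreated replicate 1, without untreated replicate 2, without thiolutin replicate 1 and without thiolutin replicate 2, TOR genes had 7, 5, 3 and 3 higher and 9, 9, 2 and 2 lower genes, pathway genes had 3, 5, 0 and 0 higher and 7, 7, 0 and 0 lower genes and Hog1 targets had 7, 6, 4 and 4 higher and 4, 6, 1 and 1 lower genes. The last 2 of these fits gave an adjusted p of 0.0532 and 0.0729 for MEH1, 0.0808 and 0.0951 for GAT1, 0.0841 and 0.0795 for GRE1 and 0.196 and 0.166 for GLO1. For 3 targets the value moved: the log2 fold change of SIP18 was 3.89 without untreated replicate 1 and 1.83 without untreated replicate 2, the log2 fold change of HSP12 was 3.65 without untreated replicate 1 and 1.81 without untreated replicate 2, and the log2 fold change of ALD3 was -1.08 without untreated replicate 1 and -2.91 without untreated replicate 2.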

Based on RNA-Seq data, we infer that the cellular response to thiolutin exposure is dynamic and multifactorial. The observed transcriptomic changes—affecting over 60% of annotated genes—suggest both direct transcriptional inhibition and compensatory activation of stress-responsive pathways, including those involved in ribosome biogenesis, oxidative stress, and transcriptional regulation. Importantly, the downregulation of genes involved in ribosome biogenesis and translation aligns with the observed extension of replicative lifespan. This phenotype is consistent with previous studies showing that reduced protein synthesis can promote longevity in yeast. The repression of ribosomal genes, coupled with decreased ATP levels, suggests that thiolutin induces a low-energy, stress-resistant state that favors survival over proliferation.

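Of 137 genes of cytosolic ribosomal proteins, 43 were higher with thiolutin, 34 were lower and 60 did not pass the test of edgeR. RPL41B (2.97, standard error 0.18), RPL29 (2.49, standard error 0.11, beside the more changed MIN10) and RPL41A (2.28, standard error 0.10, beside the more changed MRX19) had the largest changes. Most of these genes exist as close copies that can share reads. Of 30 genes of translation factors, 6 were higher, among them SUI3 of initiation (1.65, standard error 0.11, beside the more changed YAR1) and TEF2 of elongation (1.56, standard error 0.12, beside the more changed MUD1). Of the 7 lower ones, TIF4632, a scaffold of initiation, changed most (-1.51, standard error 0.13). Adjusted over the list alone, 41 and 6 genes were higher and 34 and 7 lower in the 2 lists. Neither differed from other genes by camera (adjusted p = 0.871 and 0.961), and the median log2 fold changes were 0.01 and 0.04. With total counts as the scale, 13 ribosomal protein genes were higher and 88 lower, with a median of -0.58. With untreated replicate 1, untreated replicate 2, thiolutin replicate 1 or thiolutin replicate 2 left out, in that order, ribosomal proteins had 58, 72, 17 and 19 higher and 68, 51, 8 and 10 lower genes and translation factors had 9, 18, 4 and 4 higher and 17, 10, 2 and 2 lower genes.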

RT–qPCR analysis revealed downregulation of the reserve carbohydrate–related genes *GSY2*, *GPH1*, and *TSL1*. These transcriptional changes were fully consistent with Raman spectroscopy–based profiling, which showed a concurrent decrease in carbohydrate-related spectral features, as evidenced by both the Raman spectra and the corresponding band-area analysis.

From an applied perspective, thiolutin has emerged as a multifunctional compound with biomedical relevance beyond its classical use as a transcriptional inhibitor. Recent studies report anti-inflammatory effects through suppression of NLRP3 inflammasome activation and antitumor activity in preclinical cancer models^50–52^.

To integrate the phenotypic, transcriptomic, metabolic, and biochemical observations obtained in this study, we propose a conceptual model summarizing the cellular consequences of thiolutin exposure (Fig. 11). This model is intended to provide an integrative framework rather than a definitive mechanistic pathway. The observed phenotypes are consistent with a transcription–energy coupling mechanism, in which reduced ATP availability shifts cells from growth toward maintenance, extending replicative lifespan at the expense of early chronological survival.

**Fig. 11:**
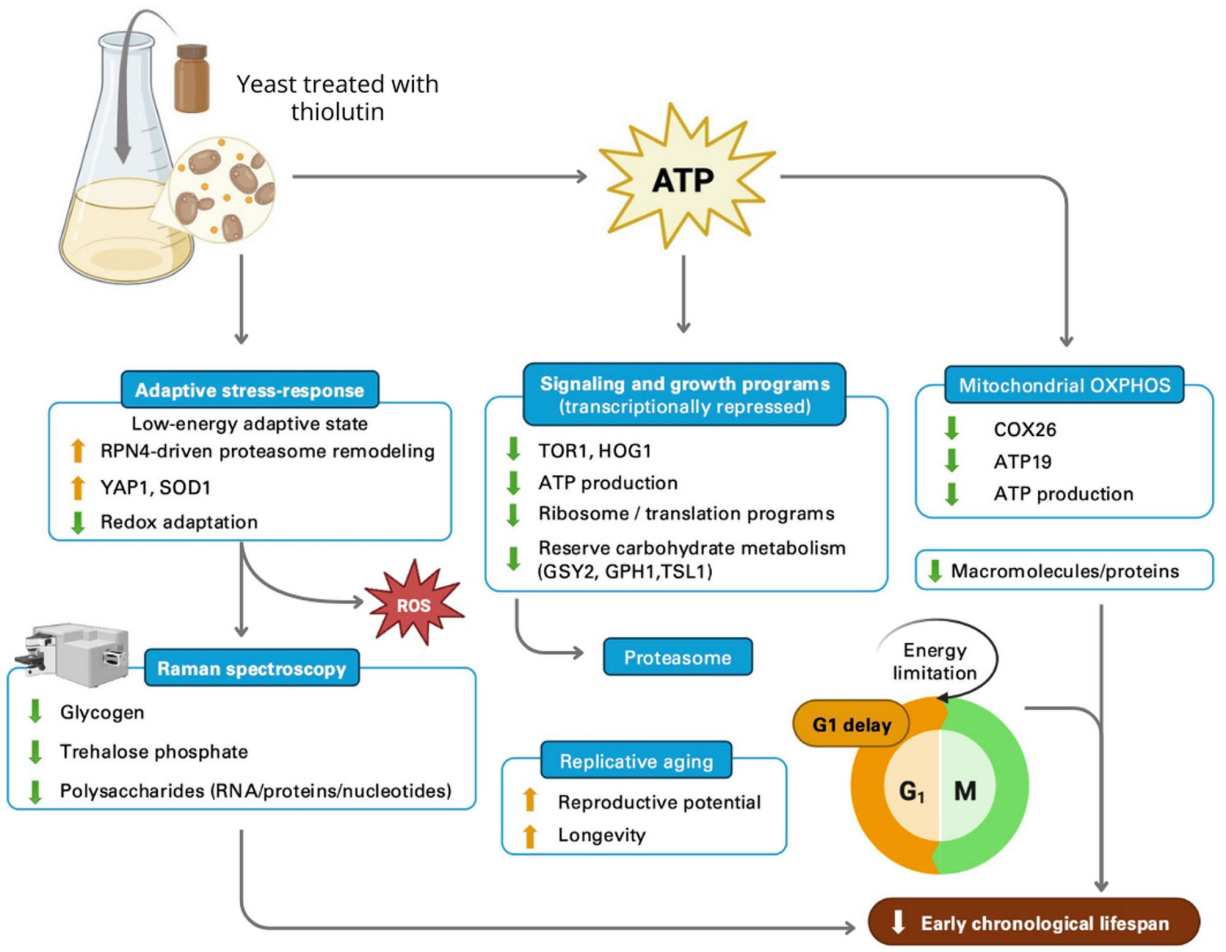
Integrative model summarizing the cellular consequences of thiolutin exposure in budding yeast *Saccharomyces cerevisiae*.

## Conclusions

This study provides a comprehensive and integrative view of how thiolutin reshapes yeast physiology, aging, and metabolism by coupling transcriptional inhibition with energy limitation and adaptive stress responses. By combining lifespan analyses, RNA-Seq, targeted RT–qPCR, and FT-Raman spectroscopy, we demonstrate that thiolutin induces a coherent systems-level reprogramming rather than a single linear effect. Our data show that thiolutin markedly extends replicative lifespan by increasing reproductive potential and prolonging the mitotically active phase, despite slowing growth and reducing intracellular ATP levels. This phenotype is tightly associated with global repression of ribosome biogenesis, translation, and mitochondrial oxidative phosphorylation, together with downregulation of TOR1-dependent growth programs. These changes define a low-energy, low-anabolic cellular state that favors maintenance over proliferation—an established hallmark of longevity in yeast. At the same time, thiolutin elicits a selective adaptive stress response rather than a generalized stress program. Strong induction of RPN4 and redox-responsive genes such as YAP1 and SOD1 indicates reinforcement of proteostasis and antioxidant defenses, whereas the lack of HOG1 induction demonstrates that canonical stress-activated MAPK signaling is not engaged. Importantly, transcriptomic alterations were directly mirrored by biochemical changes detected by FT-Raman spectroscopy, which revealed a global reduction in macromolecular content (RNA, proteins, lipids, and carbohydrates) and confirmed that transcriptional reprogramming translates into a distinct biochemical fingerprint. In contrast to its beneficial effects on replicative aging, thiolutin accelerates early chronological aging. Reduced expression of reserve carbohydrate metabolism genes (GPH1, GSY2, TSL1), together with Raman-based evidence of diminished carbohydrate-related signals, suggests an impaired ability to establish a protective, storage-oriented metabolic state during the transition to stationary phase. This divergence highlights a fundamental trade-off: energy-limited transcription promotes longevity in mitotic active cells but compromises early survival of post-mitotic populations, likely due to persistent oxidative stress and reduced metabolic buffering capacity. Collectively, our findings support a unifying model in which thiolutin drives an energy-restricted, stress-adaptive state that extends replicative lifespan through coordinated repression of growth and biosynthetic pathways, reinforcement of proteostasis, and metabolic downscaling. These results underscore the importance of considering thiolutin as a pleiotropic modulator of cellular physiology rather than a simple transcriptional inhibitor. Beyond yeast aging, this work provides a conceptual framework for interpreting thiolutin’s emerging biomedical activities and highlights transcription–energy coupling as a conserved axis linking metabolism, stress adaptation, and longevity.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The RNA-seq data supporting the findings of this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE320120 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE320120) “.

## Declarations

### Accession codes

The RNA-seq data supporting the findings of this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE320120 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE320120).

# Supplementary material for: Thiolutin extends replicative lifespan by rewiring yeast transcription and metabolism
**Source:** Sci Rep. 2026 Mar 1;16:11498. doi: 10.1038/s41598-026-42387-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

Table S1. RNA-seq analysis of differential gene expression in *Saccharomyces cerevisiae* BY4741 cells treated with 3 µg/mL thiolutin compared with untreated control.

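For 5927 genes both Table S1 and the counts tested here give a log2 fold change, and the correlation across genes was 1.00, where genes are not independent replicates. The median difference was -0.02, and among changed genes the largest was 0.44. Of these genes 3767 were called changed here by edgeR and 3670 in the paper's table at an adjusted p under 0.05. Both called 3572, 0 of them in opposite directions. Table S1 holds the authors' test of the same comparison, so its calls and those here are not independent. Calls made only here came to 195 and calls made only in Table S1 to 98. The agreement with Table S1 was 2054 shared calls without thiolutin replicate 1 and 2098 without thiolutin replicate 2.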

Gene	BaseMean	Estimated_Fo	log2_Estimate	Wald_stat	p_value_not_	FDR_adjusted
YCL026C-B	8810,58	75,04	6,23	43,9912955	0	0
YCR105W	13349,33	111,88	6,81	46,2629645	0	0
YER103W	342724,32	49,02	5,62	44,865751	0	0
YHR054C	10092,49	753,68	9,56	45,0586243	0	0
YKL086W	7253,7	107,25	6,74	39,0014298	0	0
YML131W	16070,32	29,69	4,89	37,5003498	9,091E-308	9,412E-305
YGR142W	286501,64	52,71	5,72	36,0252488	3,367E-284	2,988E-281
YNL036W	6003,72	28,04	4,81	34,9406506	1,796E-267	1,394E-264
YOR382W	19919,74	22,76	4,51	34,1682207	7,172E-256	4,95E-253
YGR161C	16203,01	21,29	4,41	33,0322924	2,794E-239	1,736E-236
YGL256W	11076,66	19,19	4,26	32,3332136	2,389E-229	1,349E-226
YPL250C	24612,67	28,88	4,85	31,8646893	8,24E-223	4,266E-220
YOR383C	32362,26	15,86	3,99	31,5143827	5,519E-218	2,637E-215
YGL255W	11167,07	43,8	5,45	30,1424038	1,349E-199	5,986E-197
YCR102C	5633,14	53,68	5,75	30,0343715	3,493E-198	1,447E-195
YDL243C	4368,49	20,79	4,38	29,9157315	1,229E-196	4,77E-194
YOL151W	15771,31	25,56	4,68	28,5719559	1,499E-179	5,478E-177
YNL008C	10551,28	12,91	3,69	27,3411302	1,377E-164	4,751E-162
YBR101C	36600,42	12,33	3,62	27,2979004	4,492E-164	1,469E-161
YLR216C	74886,22	17,29	4,11	27,0955079	1,112E-161	3,455E-159
YBR119W	8033,78	13,3	3,73	26,9603838	4,31E-160	1,275E-157
YDL020C	27567,36	11,94	3,58	26,9316684	9,354E-160	2,641E-157
YER104W	2506,11	16,07	4,01	26,8568089	7,023E-159	1,897E-156
YOL152W	1756,81	18,54	4,21	26,5570218	2,131E-155	5,515E-153
YPL171C	4807,42	59,08	5,88	26,4320821	5,864E-154	1,457E-151
YKL084W	3881,6	14,48	3,86	26,0161424	3,252E-149	7,771E-147
YJL051W	5203,73	11,07	3,47	25,8975338	7,1E-148	1,633E-145
YPL240C	221428,23	14,15	3,82	25,773392	1,763E-146	3,911E-144
YDR534C	1939,77	19,22	4,26	25,5879017	2,08E-144	4,456E-142
YCR021C	114723,97	9,05	3,18	25,2681119	7,163E-141	1,483E-138
YOR298W	1256,94	20,55	4,36	25,2398351	1,464E-140	2,935E-138
YNR069C	2707,81	12,06	3,59	24,931507	3,389E-137	6,579E-135
YFL056C	2871,7	14,5	3,86	24,9052231	6,531E-137	1,229E-134
YPL088W	2521,98	11,26	3,49	24,4843189	2,17E-132	3,965E-130
YKL071W	1812,2	12,8	3,68	24,3757433	3,093E-131	5,49E-129
YPR160W	21177,68	0,06	-4,1	-24,3508341	5,681E-131	9,802E-129
YNCG0010W	1650,59	14,93	3,9	24,1654697	5,135E-129	8,621E-127
YNL077W	11893,67	10,07	3,33	24,1251207	1,363E-128	2,228E-126
YOL029C	2623,08	10,74	3,42	24,1005817	2,465E-128	3,926E-126
YLL026W	407627,66	10,7	3,42	24,0309358	1,321E-127	2,052E-125
YLR460C	5663,69	25,51	4,67	23,8098059	2,643E-125	4,005E-123
YHR175W	6760,6	8,72	3,12	23,763936	7,886E-125	1,166E-122
YNR068C	2237,59	11,58	3,53	23,6817259	5,563E-124	8,037E-122

YGL062W	11825,96	8,47	3,08	23,4400243	1,671E-121	2,359E-119
YLR108C	4391,94	19,84	4,31	23,2356578	1,987E-119	2,742E-117
YBR098W	2995,9	10,32	3,37	22,9215863	2,831E-116	3,823E-114
YPL239W	14561,59	12,1	3,6	22,8695725	9,334E-116	1,234E-113
YCR020C	955,44	18,2	4,19	22,6376431	1,847E-113	2,39E-111
YCL026C-A	574,3	59,42	5,89	22,6360507	1,914E-113	2,427E-111
YOL028C	3112,01	9,42	3,24	22,6161261	3,008E-113	3,737E-111
YDL168W	9200,42	9,28	3,21	22,6104589	3,42E-113	4,165E-111
YJL033W	11280,67	19,89	4,31	22,5399749	1,684E-112	2,012E-110
YJR005C-A	588,04	66,55	6,06	22,4370706	1,712E-111	2,006E-109
YOL036W	12053,22	9,82	3,3	22,4059837	3,441E-111	3,959E-109
YCR025C	648,67	24	4,59	22,2865118	4,994E-110	5,641E-108
YBR296C	4483,86	30,81	4,95	21,9859419	3,926E-107	4,355E-105
YML100W	25355,15	0,14	-2,82	-21,9710736	5,447E-107	5,936E-105
YOR344C	15749,25	8,34	3,06	21,9676251	5,876E-107	6,294E-105
YDR256C	2328,12	9,07	3,18	21,8852708	3,589E-106	3,779E-104
YDL182W	11525,64	10,97	3,45	21,7942431	2,631E-105	2,724E-103
YOL154W	1348,17	13,84	3,79	21,6075059	1,527E-103	1,555E-101
Q0158	924,91	13,87	3,79	21,4897421	1,942E-102	1,946E-100
YDR171W	117788,3	6,86	2,78	21,3106942	9,035E-101	8,908E-99
YLL055W	3451,59	8,51	3,09	21,1146891	5,829E-99	5,658E-97
YNCA0003W	561,2	25,39	4,67	21,0150821	4,7742E-98	4,5626E-96
YHL047C	8538,21	10,01	3,32	21,0127614	5,0133E-98	4,7186E-96
YGR209C	37228,89	12,49	3,64	20,884076	7,4736E-97	6,9293E-95
YJL089W	600,65	17,64	4,14	20,6789802	5,3561E-95	4,893E-93
YKR071C	15681,71	10,55	3,4	20,6315968	1,4285E-94	1,2861E-92
YML027W	2133,25	8,13	3,02	20,5948541	3,0521E-94	2,7085E-92
YHL040C	4187,83	7,74	2,95	20,3969206	1,7808E-92	1,5581E-90
YPL241C	2554,04	8,26	3,05	20,2100406	7,9882E-91	6,8921E-89
YJL144W	13086,78	8,86	3,15	20,0931003	8,4798E-90	7,216E-88
YHR156C	1851,9	8,1	3,02	19,9309229	2,1948E-88	1,8424E-86
YLR077W	5131,83	6,55	2,71	19,7546946	7,3096E-87	6,0543E-85
YOL149W	6160,14	9,71	3,28	19,3978552	8,0459E-84	6,5765E-82
YAL037C-A	687,7	303,89	8,25	19,3500663	2,0358E-83	1,6424E-81
YLR214W	4582,23	10,52	3,4	19,2347397	1,8949E-82	1,5091E-80
YFL016C	14183,32	5,35	2,42	19,1024505	2,4091E-81	1,8943E-79
YPL052W	1291,88	8,72	3,12	19,0163202	1,2495E-80	9,7025E-79
YPR036W-A	20593,01	5,29	2,4	18,9913442	2,0111E-80	1,5424E-78
YLR064W	7059,77	5,51	2,46	18,8775437	1,7452E-79	1,3221E-77
YKL096W-A	29317,62	0,15	-2,7	-18,8238687	4,8138E-79	3,6028E-77
YML091C	15919,23	5,99	2,58	18,7354946	2,5427E-78	1,8804E-76
YML007W	12823,68	6,37	2,67	18,7322257	2,7037E-78	1,9759E-76
YOL113W	6317,47	8,22	3,04	18,4703773	3,5758E-76	2,5829E-74
YGR197C	2728,23	5,91	2,56	18,4409395	6,166E-76	4,4027E-74
YNL208W	20654,82	6,72	2,75	18,2041489	4,7843E-74	3,3773E-72
YLR111W	362,96	27,9	4,8	18,1992263	5,2342E-74	3,6533E-72
YDR034C-D	1763,53	7,98	3	18,189222	6,2826E-74	4,3364E-72
YLL056C	1148,65	8,45	3,08	18,1308013	1,8209E-73	1,243E-71
YPL005W	2280,12	6,04	2,6	18,0320903	1,0909E-72	7,3659E-71
YOL157C	1073,22	11,23	3,49	17,9697347	3,3632E-72	2,2465E-70

YHR179W	79707,61	6,63	2,73	17,9483516	4,9436E-72	3,267E-70
YDL184C	22644,47	4,95	2,31	17,7869572	8,9194E-71	5,8323E-69
YLR215C	1881,17	6,18	2,63	17,5822696	3,3682E-69	2,1795E-67
YBR082C	38341,74	4,55	2,19	17,50285	1,3628E-68	8,7273E-67
YDR253C	1406,48	8,14	3,02	17,4555191	3,1252E-68	1,981E-66
YLR109W	121092,57	8,53	3,09	17,3679365	1,4432E-67	9,0559E-66
YAL037W	1218,22	6,94	2,8	17,2515959	1,0885E-66	6,7618E-65
YGR027W-B	3414,34	5,12	2,36	17,2440739	1,2398E-66	7,6256E-65
YML130C	21881,86	11,34	3,5	17,2364834	1,4138E-66	8,6103E-65
YCR020W-B	709,75	8,68	3,12	17,1455273	6,788E-66	4,0939E-64
YLR136C	1915,05	5,69	2,51	17,1385423	7,6546E-66	4,5721E-64
YFR032C-A	3353,34	5,7	2,51	17,0943811	1,6342E-65	9,6683E-64
YPR167C	2069,56	6,8	2,77	17,0106613	6,8461E-65	4,0121E-63
YCL027W	2841,08	6,8	2,76	16,982804	1,101E-64	6,3918E-63
YNL136W	3776,73	4,89	2,29	16,9683645	1,408E-64	8,0985E-63
YHR146W	14865,25	5,08	2,34	16,9333097	2,556E-64	1,4567E-62
YML028W	93795,32	4,73	2,24	16,9114549	3,7045E-64	2,092E-62
YOL119C	2928,52	5,35	2,42	16,7973291	2,5528E-63	1,4287E-61
YDL133C-A	17983,03	7,95	2,99	16,7207075	9,2613E-63	5,1367E-61
YDR077W	52377,17	0,23	-2,12	-16,6955375	1,4124E-62	7,7645E-61
YER053C	7450,95	0,14	-2,84	-16,6873282	1,6206E-62	8,831E-61
YPR124W	5036,81	5,33	2,41	16,6243224	4,6459E-62	2,5096E-60
YBR085C-A	13129,05	4,48	2,16	16,5648965	1,2499E-61	6,6937E-60
YKR066C	25279,61	7,27	2,86	16,5329916	2,1234E-61	1,1274E-59
YGR287C	1251,58	6,34	2,66	16,4959594	3,9228E-61	2,0651E-59
YMR266W	9696,73	5,63	2,49	16,4854316	4,6695E-61	2,4376E-59
YPR174C	1363,65	6,36	2,67	16,3929112	2,149E-60	1,1125E-58
YPR152C	1865,63	6,24	2,64	16,3244144	6,6173E-60	3,3972E-58
YDR485C	4774,98	4,44	2,15	16,2511988	2,1904E-59	1,1153E-57
YHL028W	1018,64	0,08	-3,63	-16,2506394	2,2105E-59	1,1164E-57
YDL049C	548,81	8,82	3,14	16,2315062	3,0196E-59	1,5127E-57
YDL099W	6262,85	4,31	2,11	16,1962761	5,3575E-59	2,6624E-57
YGR072W	2664,55	5,22	2,39	16,0936432	2,827E-58	1,3938E-56
YER159C	8986,46	5,51	2,46	16,0537249	5,3834E-58	2,6332E-56
YML041C	1726,69	5,04	2,33	15,9274094	4,0895E-57	1,9847E-55
YDR162C	2520,14	4,63	2,21	15,852136	1,3588E-56	6,5434E-55
YDR353W	25713,11	4,76	2,25	15,809628	2,6704E-56	1,2745E-54
YLL060C	2275,35	7,35	2,88	15,8092207	2,6877E-56	1,2745E-54
YDR151C	4933,23	4,26	2,09	15,7917932	3,5436E-56	1,6676E-54
YPL053C	4820,86	4,6	2,2	15,776866	4,4893E-56	2,0968E-54
YDR258C	47801,25	4,16	2,06	15,7071396	1,3514E-55	6,2649E-54
YNL007C	42784,92	4,05	2,02	15,68078	2,0472E-55	9,4204E-54
YOR226C	5885,02	7,44	2,9	15,6578775	2,9353E-55	1,3407E-53
YJL056C	1458,58	5,5	2,46	15,4438004	8,3059E-54	3,7661E-52
YGR146C	6008,78	6,49	2,7	15,4236414	1,1352E-53	5,11E-52
YNL213C	1814,6	4,72	2,24	15,3408508	4,0781E-53	1,8226E-51
YDR069C	4584,98	4,49	2,17	15,3318821	4,6822E-53	2,0776E-51
YOL077W-A	1310,69	0,17	-2,54	-15,3095932	6,5975E-53	2,9067E-51
YPL202C	3051,55	4,82	2,27	15,2919573	8,6511E-53	3,7845E-51
YNCH0014W	253,72	19,98	4,32	15,2245054	2,4319E-52	1,0564E-50

YCR098C	648,3	8,7	3,12	15,2015051	3,4559E-52	1,4908E-50
YML116W	1891,03	4,52	2,18	15,190581	4,0828E-52	1,7491E-50
YPR065W	6553,75	4,37	2,13	15,1749176	5,1843E-52	2,2058E-50
YOR268C	239,29	18,54	4,21	15,1721853	5,4047E-52	2,2839E-50
YML071C	3188,24	4,29	2,1	15,1626585	6,2488E-52	2,6228E-50
YDR270W	2256,57	4,53	2,18	15,1564027	6,8732E-52	2,8655E-50
YHL021C	11689,68	0,16	-2,63	-15,1300412	1,0263E-51	4,2503E-50
YLR134W	1020,49	5,74	2,52	15,1242355	1,1209E-51	4,6115E-50
YJL153C	744,05	6,27	2,65	15,0962559	1,7139E-51	7,0046E-50
YDL183C	2306,71	7,88	2,98	15,0940316	1,7727E-51	7,1975E-50
YDR356W	4497,95	4,7	2,23	15,072697	2,4491E-51	9,879E-50
YBR008C	1469,47	4,78	2,26	15,0622283	2,8695E-51	1,15E-49
YLR260W	3013,68	4,94	2,3	15,0519394	3,3526E-51	1,335E-49
YLR258W	17697,44	0,21	-2,22	-15,0050353	6,8055E-51	2,6927E-49
YNL284C-B	1679,76	4,98	2,32	14,9914564	8,3502E-51	3,283E-49
YGR038C-B	10907,2	4,58	2,19	14,9170199	2,5543E-50	9,9794E-49
YNL241C	18756,65	3,74	1,9	14,881737	4,3311E-50	1,6815E-48
YJR010W	2500,17	5,03	2,33	14,8633802	5,6976E-50	2,1984E-48
YLR309C	7781,69	4,64	2,21	14,766901	2,3947E-49	9,1828E-48
YBL033C	4612,98	4,22	2,08	14,7303746	4,1142E-49	1,5679E-47
YPL014W	3425,73	0,24	-2,08	-14,7246294	4,4792E-49	1,6966E-47
YIL125W	4803,35	0,24	-2,06	-14,6106591	2,4018E-48	9,0425E-47
YEL072W	905,56	5,54	2,47	14,5928415	3,1193E-48	1,1673E-46
YOR303W	3670,63	3,99	2	14,5373357	7,0275E-48	2,6141E-46
YER044C-A	482,84	7,54	2,91	14,5068168	1,0969E-47	4,0561E-46
YPR007C	366,29	9,52	3,25	14,4745391	1,755E-47	6,4509E-46
YJL123C	10519,58	3,65	1,87	14,4460147	2,6562E-47	9,7059E-46
YIL108W	3688,04	3,98	1,99	14,4445357	2,7138E-47	9,8585E-46
YHR046C	2959,88	4,22	2,08	14,4140276	4,2235E-47	1,5254E-45
YJL088W	342,03	9,83	3,3	14,4108309	4,4236E-47	1,5884E-45
YGR096W	1010,72	5,03	2,33	14,4033112	4,9323E-47	1,7609E-45
YIR017C	2130,74	10,34	3,37	14,3131585	1,811E-46	6,4285E-45
YPL256C	2531,61	0,23	-2,1	-14,2146549	7,4317E-46	2,623E-44
YCR005C	7179	3,95	1,98	14,21071	7,8624E-46	2,7594E-44
YKL164C	10649,99	0,28	-1,81	-14,1756896	1,2956E-45	4,5216E-44
YNCK0020C	407,79	15,66	3,97	14,1356802	2,2891E-45	7,9441E-44
YPL051W	1495,2	5,89	2,56	14,1195562	2,878E-45	9,9322E-44
YBR150C	2486,35	4	2	14,116637	2,9997E-45	1,0295E-43
YIL117C	7120,31	5,76	2,52	14,0783281	5,1617E-45	1,7618E-43
YPR002W	628,64	6,98	2,8	14,0660892	6,1371E-45	2,0832E-43
YJL133C-A	3725,29	12,85	3,68	14,0407767	8,7746E-45	2,9624E-43
YMR173W	43138,52	3,66	1,87	14,0061582	1,4293E-44	4,7994E-43
YLR337C	3446,43	0,24	-2,03	-13,9697736	2,3838E-44	7,9615E-43
YJR139C	15600,93	3,43	1,78	13,9664397	2,4981E-44	8,2984E-43
YJL107C	535,08	10,18	3,35	13,9411404	3,562E-44	1,177E-42
YLR126C	1811,84	4,18	2,07	13,9291777	4,2118E-44	1,3843E-42
YGR254W	324372,14	6,25	2,64	13,8556841	1,1753E-43	3,8427E-42
YGR009C	5520,9	3,5	1,81	13,8440703	1,3816E-43	4,4933E-42
YOL043C	1841,43	3,99	2	13,8261875	1,7716E-43	5,732E-42
YOR027W	69679,52	6,47	2,69	13,821874	1,8811E-43	6,0545E-42

YDR365C	11859,63	4,51	2,17	13,7341942	6,3357E-43	2,0287E-41
YGR211W	20957,19	6,72	2,75	13,6814711	1,3101E-42	4,1737E-41
YFL026W	8834,28	0,25	-1,98	-13,6482741	2,0672E-42	6,5516E-41
YDR261W-B	1195,97	5,83	2,54	13,6305408	2,6362E-42	8,3127E-41
YER037W	6171,76	3,44	1,78	13,6034192	3,8214E-42	1,1989E-40
YDR232W	3476,37	4,4	2,14	13,51861	1,2145E-41	3,7912E-40
YMR152W	2164,93	0,22	-2,15	-13,4824937	1,9829E-41	6,1589E-40
YDR379W	4402,47	3,52	1,81	13,4595974	2,7039E-41	8,3564E-40
YGL158W	290,4	9,67	3,27	13,4280792	4,1401E-41	1,2732E-39
YCR104W	224,71	11,8	3,56	13,4248765	4,323E-41	1,3229E-39
YHR174W	477986,08	3,45	1,79	13,404465	5,6932E-41	1,7252E-39
YNL009W	1089,1	5,95	2,57	13,4045994	5,6829E-41	1,7252E-39
YJR046W	3519,3	4,56	2,19	13,3916916	6,7623E-41	2,0392E-39
YMR161W	2749,22	3,59	1,84	13,3836754	7,5328E-41	2,2606E-39
YOR267C	10713,75	3,65	1,87	13,3604648	1,0292E-40	3,0737E-39
YEL065W	4199,07	5,24	2,39	13,3354767	1,4393E-40	4,278E-39
YJL102W	895,88	0,19	-2,41	-13,3297608	1,554E-40	4,5967E-39
YOL032W	4466,7	3,95	1,98	13,3244198	1,6693E-40	4,9144E-39
YFL002W-A	233,1	12,91	3,69	13,246179	4,7477E-40	1,3912E-38
YGL035C	4012,6	4,25	2,09	13,2374568	5,3324E-40	1,5552E-38
YOR028C	1701,32	4,93	2,3	13,2146661	7,2206E-40	2,096E-38
YMR250W	8629,7	0,18	-2,48	-13,2112217	7,5588E-40	2,184E-38
YMR045C	3849,19	5,79	2,53	13,137	2,0208E-39	5,8117E-38
YDR354W	4032,37	4	2	13,1304384	2,2038E-39	6,3087E-38
YNL107W	1544,73	3,91	1,97	13,1085117	2,9432E-39	8,3867E-38
YJR009C	311592,82	3,47	1,8	13,1023451	3,1924E-39	9,0553E-38
YKL201C	4155,5	4,18	2,06	13,0750565	4,5722E-39	1,291E-37
YLR205C	692,66	5,64	2,5	13,0187569	9,5716E-39	2,6905E-37
YHR176W	1271,95	5,04	2,33	13,015164	1,0033E-38	2,8073E-37
YNCG0014C	338,74	11,58	3,53	12,9891158	1,4105E-38	3,9291E-37
YDL204W	5767,33	0,07	-3,8	-12,9822188	1,5434E-38	4,2803E-37
YPL247C	3635,77	0,16	-2,62	-12,9629431	1,9848E-38	5,4799E-37
YJR134C	4831,57	3,49	1,8	12,9480394	2,4103E-38	6,6252E-37
YNL006W	4911,5	3,29	1,72	12,9201602	3,4642E-38	9,48E-37
YDR153C	4351,43	3,26	1,71	12,9122743	3,838E-38	1,0457E-36
YAL005C	139276,75	3,14	1,65	12,8806517	5,7845E-38	1,5691E-36
YPL024W	578,19	5,39	2,43	12,8703775	6,6078E-38	1,7847E-36
YNL212W	5104,35	3,53	1,82	12,8467533	8,9696E-38	2,4121E-36
YDR132C	2087,85	3,63	1,86	12,8049035	1,5392E-37	4,1213E-36
YPL168W	2012,11	3,79	1,92	12,7918263	1,8214E-37	4,8561E-36
YOR173W	4058,72	0,13	-2,96	-12,7879714	1,9141E-37	5,0812E-36
YGR108W	1328,81	0,17	-2,53	-12,7871517	1,9343E-37	5,1132E-36
YDL180W	3164,85	3,33	1,74	12,7422807	3,4418E-37	9,0596E-36
YFR032C-B	224,65	12,14	3,6	12,7415127	3,4759E-37	9,1107E-36
YGL188C-A	278,56	9,12	3,19	12,7217198	4,4789E-37	1,169E-35
YNL134C	17028,7	3,14	1,65	12,7051967	5,533E-37	1,4381E-35
YLR267W	1814,79	7,89	2,98	12,6798037	7,6523E-37	1,9807E-35
YLR301W	6377,41	3,23	1,69	12,6608004	9,75E-37	2,5132E-35
YOR190W	937,53	5,27	2,4	12,5880983	2,4552E-36	6,3023E-35
YER156C	1695,64	0,26	-1,92	-12,5750705	2,8954E-36	7,4018E-35

YMR186W	112113,64	7,04	2,82	12,5309468	5,0555E-36	1,2871E-34
YBR244W	14760,97	8,11	3,02	12,5286983	5,2009E-36	1,3187E-34
YJL034W	56165,31	7,23	2,85	12,5262465	5,3642E-36	1,3546E-34
YPL020C	4193,07	3,79	1,92	12,4543987	1,3235E-35	3,3285E-34
YDR002W	11451,88	3,02	1,59	12,4406376	1,5724E-35	3,9387E-34
YJR029W	520,2	5,17	2,37	12,4174479	2,1016E-35	5,243E-34
YDR003W	1821,12	4,13	2,05	12,4164668	2,1275E-35	5,2865E-34
YNL300W	1582,51	0,27	-1,9	-12,3936739	2,8279E-35	6,9987E-34
YKR069W	1724,82	4,15	2,05	12,2916716	1,0041E-34	2,4751E-33
YGR095C	2008,89	3,46	1,79	12,2849792	1,0907E-34	2,6781E-33
YKR089C	5211,01	0,3	-1,73	-12,2842369	1,1008E-34	2,6922E-33
YGR035C	861,38	3,99	2	12,2737097	1,2537E-34	3,0542E-33
YCR012W	341675,4	4,31	2,11	12,2600589	1,4839E-34	3,6008E-33
YDR281C	448,44	5,79	2,53	12,2512587	1,6541E-34	3,9981E-33
YDL171C	6953,69	3,81	1,93	12,2309069	2,1255E-34	5,1177E-33
YJL016W	2335,17	0,24	-2,06	-12,2017073	3,0437E-34	7,3003E-33
YHR009C	3954,9	0,31	-1,68	-12,192626	3,4028E-34	8,13E-33
YIL045W	2953,62	0,16	-2,65	-12,191092	3,4674E-34	8,2528E-33
YLR346C	574,65	5,94	2,57	12,1779483	4,074E-34	9,6595E-33
YPL170W	2891,8	3,28	1,71	12,1620287	4,9514E-34	1,1695E-32
Q0045	155,35	15,36	3,94	12,1560138	5,3297E-34	1,2541E-32
YBR237W	2786,61	3,22	1,69	12,1378042	6,6589E-34	1,5609E-32
YHL015W	90705,61	2,85	1,51	12,1166344	8,6228E-34	2,0137E-32
YDR313C	1555,75	3,7	1,89	12,0971495	1,0934E-33	2,544E-32
YIL144W	2958,63	3,31	1,73	12,0945432	1,1287E-33	2,6162E-32
Q0055	143,24	30,76	4,94	12,0734683	1,4585E-33	3,3682E-32
YEL071W	13335,42	8,04	3,01	12,0640719	1,635E-33	3,7616E-32
YMR008C	4064,36	0,32	-1,66	-12,047283	2,0045E-33	4,5948E-32
YDR074W	20524,87	0,34	-1,58	-12,0193967	2,8102E-33	6,4179E-32
YLR177W	4676,8	0,32	-1,66	-11,9880802	4,103E-33	9,3363E-32
YPL146C	3030,52	4,98	2,31	11,9854619	4,2348E-33	9,6009E-32
YKL075C	1836,79	3,28	1,71	11,9808454	4,4773E-33	1,0114E-31
YPR173C	5175,15	3,1	1,63	11,9486922	6,5955E-33	1,4845E-31
YKL062W	2445,03	0,27	-1,88	-11,943121	7,0526E-33	1,5816E-31
YBR086C	5878,4	0,34	-1,57	-11,9070586	1,0875E-32	2,43E-31
YBR041W	1867,06	0,26	-1,96	-11,8874525	1,3754E-32	3,0623E-31
YIL165C	515,03	6,2	2,63	11,8805944	1,493E-32	3,3124E-31
YHL020C	2116,93	3,78	1,92	11,8782421	1,5356E-32	3,3948E-31
YGL157W	5397,22	3,04	1,6	11,8538218	2,056E-32	4,5289E-31
YJR116W	1195,62	3,48	1,8	11,8195118	3,0948E-32	6,7932E-31
YBR195C	1122,7	3,54	1,82	11,8086633	3,5211E-32	7,7019E-31
YMR128W	6369,94	5,79	2,53	11,7776214	5,0909E-32	1,1096E-30
YOR086C	4320,59	0,33	-1,58	-11,772981	5,379E-32	1,1683E-30
YDL065C	3779,56	3	1,59	11,7511086	6,9698E-32	1,5086E-30
YDR345C	25179,41	4,26	2,09	11,7184104	1,0258E-31	2,2126E-30
YNL124W	1653,53	3,23	1,69	11,6976478	1,3104E-31	2,8166E-30
YAL011W	1192,19	3,49	1,8	11,6924869	1,3925E-31	2,9828E-30
YPL042C	1634,84	4,04	2,01	11,6834805	1,5482E-31	3,305E-30
YGL229C	1105,92	0,27	-1,89	-11,658493	2,0769E-31	4,4183E-30
YMR105C	24347,19	0,23	-2,11	-11,6391957	2,6046E-31	5,5221E-30

YIL164C	934,46	3,99	2	11,6370876	2,6698E-31	5,641E-30
YPL106C	70014,81	5,09	2,35	11,6302909	2,8911E-31	6,088E-30
YNL207W	2902,12	4,01	2	11,6184109	3,3226E-31	6,9729E-30
YMR077C	1002,87	3,55	1,83	11,6144871	3,4787E-31	7,276E-30
YGR149W	1565,32	0,23	-2,11	-11,5725544	5,6767E-31	1,1833E-29
YPR158W	4988,02	4,58	2,2	11,5638863	6,2801E-31	1,3047E-29
YPL237W	13822,95	3,18	1,67	11,5484423	7,5171E-31	1,5565E-29
YOR261C	7381,31	3,04	1,61	11,5383622	8,4519E-31	1,7443E-29
Q0050	133,97	16,32	4,03	11,5276095	9,5766E-31	1,9699E-29
YNCK0009W	196,34	14,83	3,89	11,5134452	1,1288E-30	2,3142E-29
YMR136W	1873,76	0,22	-2,17	-11,5026137	1,2798E-30	2,6152E-29
YOR176W	3489,56	0,31	-1,71	-11,4931069	1,4288E-30	2,91E-29
YOL144W	1317,03	3,98	1,99	11,4847918	1,5731E-30	3,1936E-29
YAL012W	39276,46	4,4	2,14	11,4808565	1,6464E-30	3,3314E-29
YGL244W	6747,66	3,18	1,67	11,479732	1,668E-30	3,3641E-29
YKL035W	29848,6	0,34	-1,54	-11,4716631	1,8311E-30	3,6811E-29
YIR011C	3496,12	3,47	1,79	11,4675214	1,9208E-30	3,8491E-29
YEL024W	2050,21	0,2	-2,33	-11,4184888	3,3806E-30	6,7525E-29
YKR058W	3997,67	0,3	-1,74	-11,4032398	4,0284E-30	8,0207E-29
YDL058W	6224,83	3,9	1,96	11,401707	4,1E-30	8,1371E-29
YBR118W	125193,9	3	1,59	11,3973336	4,3112E-30	8,5291E-29
YPR184W	7156,73	0,16	-2,63	-11,3847049	4,9837E-30	9,8281E-29
YHR162W	15450,66	4,02	2,01	11,3808516	5,2089E-30	1,024E-28
YBL029C-A	1390,39	0,16	-2,63	-11,3722298	5,75E-30	1,1268E-28
YJL189W	11388,1	3,39	1,76	11,3637382	6,3374E-30	1,238E-28
YPL135W	3441,44	2,99	1,58	11,3599551	6,6179E-30	1,2887E-28
YNL200C	2676,45	0,11	-3,25	-11,3525935	7,1995E-30	1,3976E-28
YIL149C	7345,48	3,4	1,77	11,3401573	8,2995E-30	1,6061E-28
YDR391C	1693,25	0,3	-1,72	-11,3344428	8,8594E-30	1,7092E-28
YNL215W	3149,93	2,93	1,55	11,3308607	9,2293E-30	1,775E-28
YJL130C	12803,48	3,83	1,94	11,3020894	1,2813E-29	2,4567E-28
YBR214W	8363,22	0,3	-1,73	-11,297665	1,3475E-29	2,5757E-28
YJL082W	6646,72	3,42	1,78	11,2942661	1,4007E-29	2,669E-28
YMR039C	6360,15	2,79	1,48	11,2896421	1,4764E-29	2,8046E-28
YDL048C	4278,33	0,24	-2,05	-11,2760262	1,7236E-29	3,2643E-28
YHR029C	2626,85	3,25	1,7	11,2375063	2,6681E-29	5,0378E-28
YDR078C	675,49	5,11	2,35	11,2173125	3,3531E-29	6,3119E-28
YOR057W	2767,78	2,96	1,56	11,2150829	3,4386E-29	6,4534E-28
YDR152W	4033,58	3,14	1,65	11,2144118	3,4648E-29	6,483E-28
YKL025C	1898,39	0,31	-1,7	-11,2084637	3,7057E-29	6,9128E-28
YJL108C	504,43	4,23	2,08	11,1871684	4,7124E-29	8,7646E-28
YJR127C	3702,43	0,34	-1,54	-11,1443674	7,6284E-29	1,4146E-27
YOR116C	3278,67	4,72	2,24	11,1269013	9,2806E-29	1,7158E-27
YCR069W	2613,82	0,34	-1,56	-11,1256524	9,4115E-29	1,7348E-27
YKL082C	6084,38	4,9	2,29	11,1139734	1,0728E-28	1,9716E-27
YPL004C	19118,96	0,28	-1,84	-11,1094121	1,129E-28	2,0688E-27
YMR272C	3608,68	0,26	-1,96	-11,0974247	1,2911E-28	2,3589E-27
YOR306C	1860,4	3,15	1,66	11,0774269	1,6145E-28	2,9411E-27
YIL159W	1459,39	3,76	1,91	11,0650853	1,8529E-28	3,3655E-27
YPR101W	1540,94	3,11	1,64	11,0500381	2,1912E-28	3,9685E-27

YBR137W	3334,3	3,67	1,88	11,0331006	2,6458E-28	4,7779E-27
YPR103W	11134,23	2,65	1,4	11,0084364	3,4799E-28	6,2659E-27
YOR120W	2768,32	0,25	-2,03	-11,0004274	3,8033E-28	6,8283E-27
YNR044W	1740,31	0,27	-1,89	-10,9843777	4,5436E-28	8,1339E-27
YPL009C	9443,22	3,47	1,79	10,9582512	6,066E-28	1,0828E-26
YPL178W	3677,41	2,75	1,46	10,9555219	6,2517E-28	1,1128E-26
YBR149W	7797,76	0,29	-1,81	-10,9497591	6,6625E-28	1,1825E-26
YKL121W	1262,93	0,29	-1,8	-10,9442482	7,0803E-28	1,2531E-26
YMR251W	707,38	4,53	2,18	10,9327608	8,0365E-28	1,4183E-26
YMR227C	1945,33	2,97	1,57	10,9308153	8,2107E-28	1,4449E-26
YBL005W-B	3862,92	3,3	1,72	10,9295236	8,3285E-28	1,4615E-26
YPR191W	5965,85	0,23	-2,13	-10,9217319	9,0749E-28	1,588E-26
YNL263C	1820,29	0,31	-1,67	-10,9047384	1,0941E-27	1,9091E-26
YBR265W	1094,87	0,26	-1,93	-10,8972705	1,1877E-27	2,0666E-26
YHR007C-A	398,14	6,59	2,72	10,8951625	1,2155E-27	2,1091E-26
YOR125C	992,48	0,26	-1,97	-10,8848959	1,3605E-27	2,3542E-26
YLL050C	12531,23	2,86	1,51	10,8737213	1,538E-27	2,6539E-26
YOR032C	1200,33	3,19	1,67	10,873185	1,547E-27	2,6621E-26
YMR177W	2015,64	4,17	2,06	10,863241	1,7252E-27	2,9604E-26
YKR003W	1409,94	0,3	-1,72	-10,8541544	1,9056E-27	3,2611E-26
YNL147W	1645,27	3,11	1,64	10,8464089	2,0742E-27	3,5397E-26
YNL080C	2853,78	2,79	1,48	10,828052	2,5349E-27	4,3142E-26
YLR450W	2165,47	0,33	-1,6	-10,8085588	3,1356E-27	5,3219E-26
YNL065W	823,49	3,68	1,88	10,7949892	3,6351E-27	6,1528E-26
YKR011C	5792,33	2,75	1,46	10,7860804	4,0051E-27	6,7608E-26
YDR257C	2214,1	3,52	1,82	10,7800228	4,2778E-27	7,2015E-26
YBR007C	2253,54	3,02	1,59	10,7694768	4,7972E-27	8,0541E-26
YDR004W	2145,38	3,42	1,78	10,767692	4,8911E-27	8,1896E-26
YJL141C	6240,28	0,31	-1,68	-10,7556047	5,5767E-27	9,3125E-26
YGR044C	1961,51	0,29	-1,78	-10,7530305	5,7346E-27	9,5505E-26
YNL217W	2589,37	0,35	-1,5	-10,7442296	6,3086E-27	1,0478E-25
YGR248W	3729,86	0,15	-2,77	-10,7419253	6,4681E-27	1,0715E-25
YBR092C	2291,22	0,29	-1,81	-10,7273033	7,5775E-27	1,2519E-25
YNL231C	5807,08	3,31	1,73	10,7270099	7,6016E-27	1,2526E-25
YDR289C	2552,52	2,99	1,58	10,7129001	8,8544E-27	1,4551E-25
YOR257W	2428,45	2,9	1,54	10,7119983	8,9411E-27	1,4655E-25
YGR271C-A	798,96	3,87	1,95	10,67885	1,2785E-26	2,0899E-25
YJL218W	535,77	4,2	2,07	10,666461	1,4608E-26	2,3818E-25
YKR052C	2374,28	3,31	1,72	10,6461824	1,8166E-26	2,9542E-25
YKR053C	1211,16	3,48	1,8	10,6227958	2,3346E-26	3,7866E-25
YLR167W	65561,61	2,51	1,33	10,6200931	2,4032E-26	3,8877E-25
YIL121W	2944	0,34	-1,54	-10,5938813	3,1812E-26	5,1329E-25
YMR120C	23336,21	0,11	-3,2	-10,5809427	3,6526E-26	5,8783E-25
YDR210W-B	307,53	5,14	2,36	10,5768076	3,8174E-26	6,1276E-25
YGL096W	817,35	0,25	-1,98	-10,5764811	3,8308E-26	6,1332E-25
YOR153W	50512,51	4,25	2,09	10,57549	3,8715E-26	6,1824E-25
YDR516C	51913,37	3,09	1,63	10,5725281	3,9958E-26	6,3645E-25
YKL100C	3332,58	0,36	-1,47	-10,5689656	4,1505E-26	6,594E-25
YNCB0010W	2073,09	0,32	-1,66	-10,567722	4,2059E-26	6,665E-25
YOR385W	2050,63	0,2	-2,31	-10,5631868	4,4142E-26	6,9773E-25

YOL016C	7749,58	0,29	-1,81	-10,5423357	5,5113E-26	8,6894E-25
YGL160W	1747,45	0,32	-1,63	-10,5169969	7,2136E-26	1,1345E-24
YJL106W	964,16	3,19	1,67	10,5010942	8,5385E-26	1,3394E-24
YNCH0008W	546,67	13,52	3,76	10,4969349	8,9231E-26	1,3962E-24
YOL058W	4422,5	6,5	2,7	10,4894809	9,6557E-26	1,5071E-24
YGR210C	5729,65	2,7	1,44	10,4722443	1,1586E-25	1,8039E-24
YEL046C	14110,09	5,6	2,49	10,4708469	1,1759E-25	1,8261E-24
YOR020W-A	2761,58	3,13	1,65	10,4112116	2,204E-25	3,4143E-24
YJL042W	7343,66	2,74	1,45	10,4108334	2,2128E-25	3,4193E-24
YBR076W	523,71	4,85	2,28	10,4098999	2,2346E-25	3,4444E-24
YJL025W	647,56	4,01	2	10,405326	2,3445E-25	3,605E-24
YNL274C	1587,86	0,26	-1,95	-10,384019	2,9317E-25	4,4967E-24
YJL049W	1892,39	2,78	1,48	10,3765107	3,1716E-25	4,8526E-24
YMR119W	1564,35	0,3	-1,71	-10,3703152	3,3841E-25	5,1651E-24
YGL253W	76681,66	4,16	2,06	10,3451436	4,4026E-25	6,7031E-24
YJL116C	1451,56	3,99	2	10,325	5,4319E-25	8,2501E-24
YFR015C	17141,3	0,35	-1,51	-10,3245891	5,4552E-25	8,2653E-24
YDR068W	3797,68	2,67	1,42	10,3184944	5,8128E-25	8,7856E-24
YGL086W	3071,64	2,88	1,52	10,2958497	7,3567E-25	1,1092E-23
YPR153W	443,69	4,3	2,1	10,2847352	8,2569E-25	1,2419E-23
YJL164C	1563,48	0,33	-1,59	-10,2706787	9,553E-25	1,4334E-23
YCL025C	2476,47	0,3	-1,75	-10,2274787	1,4936E-24	2,2357E-23
YNCO0030W	156,13	241,61	7,92	10,2064014	1,8562E-24	2,7652E-23
YFR053C	53493,22	0,18	-2,46	-10,2046961	1,8891E-24	2,8075E-23
YGL209W	1202,05	2,95	1,56	10,2000438	1,9818E-24	2,9382E-23
YOR007C	19164,15	2,65	1,41	10,1947091	2,0937E-24	3,0967E-23
YNL135C	18736,28	2,94	1,55	10,1722792	2,6367E-24	3,8905E-23
YOL014W	1111,65	0,25	-2,01	-10,1667249	2,7914E-24	4,109E-23
YER042W	3561,68	6,73	2,75	10,1538543	3,1853E-24	4,6778E-23
YNCJ0028C	510,92	0,19	-2,36	-10,1455074	3,4697E-24	5,0834E-23
YNL321W	1420	0,34	-1,54	-10,1417042	3,6075E-24	5,2729E-23
YER027C	2644,91	0,37	-1,44	-10,1397377	3,6809E-24	5,3675E-23
YEL011W	13163,68	0,21	-2,27	-10,1273953	4,1763E-24	6,0756E-23
YKR075C	2547,21	4,06	2,02	10,1233334	4,3533E-24	6,3184E-23
YPL252C	1571,88	2,9	1,54	10,0911861	6,0435E-24	8,7511E-23
YNL175C	3585,75	4,04	2,01	10,0739076	7,2057E-24	1,041E-22
YOR107W	702,67	3,66	1,87	10,0734359	7,2404E-24	1,0436E-22
YKR005C	403,17	3,96	1,98	10,0707764	7,4389E-24	1,0697E-22
YBR296C-A	90,24	55,11	5,78	10,0689492	7,5783E-24	1,0872E-22
YER008C	5261,96	2,73	1,45	10,0645243	7,927E-24	1,1346E-22
YDL069C	702,1	3,32	1,73	10,0430163	9,8612E-24	1,4082E-22
YLL039C	13882,96	2,46	1,3	10,0232678	1,2045E-23	1,7162E-22
YKL143W	3138,87	3,8	1,92	10,0073892	1,4144E-23	2,0105E-22
YBR066C	1702,13	2,89	1,53	10,0047762	1,4522E-23	2,0596E-22
YNL064C	21405,61	3,99	1,99	9,99215247	1,6496E-23	2,3342E-22
YGL121C	771,97	0,14	-2,85	-9,99004355	1,6851E-23	2,379E-22
YEL001C	3873,57	0,39	-1,34	-9,97045467	2,0529E-23	2,8917E-22
YBL046W	1638,12	2,78	1,47	9,95792214	2,3288E-23	3,2729E-22
YBR218C	9281,83	0,4	-1,31	-9,95719022	2,346E-23	3,2897E-22

YPL054W	1160,79	2,96	1,57	9,94504411	2,6506E-23	3,7084E-22
YHR175W-A	969,44	7,09	2,82	9,94332314	2,6968E-23	3,7646E-22
YDR261C-D	1275,52	3,19	1,67	9,93974646	2,7954E-23	3,8935E-22
YLR178C	4679,28	0,19	-2,37	-9,93190821	3,0241E-23	4,2026E-22
YGL232W	3202,31	2,56	1,36	9,92255092	3,3216E-23	4,6057E-22
YJR109C	4436,22	2,62	1,39	9,89782315	4,2543E-23	5,886E-22
YCL031C	3189,75	2,69	1,43	9,8943202	4,4059E-23	6,0821E-22
YML062C	2444,46	2,65	1,4	9,89017889	4,5921E-23	6,325E-22
YOL030W	5124,15	0,34	-1,55	-9,87939537	5,1141E-23	7,0284E-22
YDL173W	4975,62	2,58	1,37	9,87448346	5,3709E-23	7,3651E-22
YNL055C	12872,65	0,29	-1,79	-9,87151312	5,5324E-23	7,5698E-22
YHR108W	3915,88	0,34	-1,56	-9,86294468	6,0256E-23	8,2266E-22
Q0075	100,89	16,86	4,08	9,86214955	6,0735E-23	8,2738E-22
YMR075W	2000,89	2,82	1,5	9,85254379	6,6831E-23	9,0843E-22
YNR020C	646,06	3,42	1,77	9,84173164	7,4419E-23	1,0094E-21
YPR035W	28070,15	0,41	-1,28	-9,83975508	7,5895E-23	1,0272E-21
YFR017C	3777,12	0,17	-2,54	-9,81275466	9,9222E-23	1,3399E-21
YJL046W	992,94	0,32	-1,62	-9,79339707	1,2019E-22	1,6195E-21
YNL076W	3068,02	2,51	1,33	9,78772129	1,2713E-22	1,7094E-21
YGR194C	2969,62	0,29	-1,78	-9,78159602	1,3506E-22	1,8121E-21
YNL050C	1306,71	2,78	1,47	9,78041387	1,3665E-22	1,8295E-21
YBR280C	1398,21	0,34	-1,54	-9,77923735	1,3825E-22	1,8469E-21
YIL017C	1765,43	0,36	-1,48	-9,77589598	1,4289E-22	1,9048E-21
YFL013C	4562,92	2,44	1,29	9,77074596	1,5034E-22	1,9998E-21
YNL110C	1898,59	3,31	1,73	9,77041751	1,5083E-22	2,002E-21
YPL027W	165,52	7,87	2,98	9,76709061	1,5586E-22	2,0644E-21
YBR145W	6432,34	3,66	1,87	9,76598686	1,5757E-22	2,0826E-21
YBR295W	1261,54	3,99	2	9,75842438	1,6977E-22	2,2391E-21
YOR219C	2476,25	0,37	-1,45	-9,72212171	2,4267E-22	3,1938E-21
YCR107W	610,12	3,27	1,71	9,72119148	2,449E-22	3,2163E-21
YBL075C	1760,94	2,76	1,47	9,71552408	2,5891E-22	3,3932E-21
YOR386W	1604,07	0,33	-1,58	-9,6763416	3,8007E-22	4,9706E-21
YOR192C-B	1467,32	4,43	2,15	9,67473437	3,8609E-22	5,0387E-21
YMR011W	14004,1	5,64	2,5	9,662468	4,3525E-22	5,6683E-21
YHR104W	4838,64	0,38	-1,38	-9,65965464	4,4737E-22	5,8139E-21
YDR381W	10940,9	2,45	1,29	9,64657614	5,0824E-22	6,5912E-21
YML124C	6169,25	2,48	1,31	9,6434188	5,2413E-22	6,7831E-21
YHR025W	5719,13	0,41	-1,28	-9,6395163	5,4444E-22	7,0275E-21
YMR316W	1333,57	0,29	-1,8	-9,6393585	5,4528E-22	7,0275E-21
YLR012C	88,49	53,91	5,75	9,63086831	5,9227E-22	7,6173E-21
YMR062C	2988	2,99	1,58	9,6100426	7,2519E-22	9,3076E-21
YGR127W	908,96	0,29	-1,81	-9,60752369	7,4315E-22	9,5184E-21
YOR315W	995,24	0,28	-1,83	-9,60469677	7,6382E-22	9,7631E-21
YPL151C	1587,16	2,68	1,42	9,59723668	8,2116E-22	1,0474E-20
YMR191W	2459,51	2,93	1,55	9,59691241	8,2375E-22	1,0486E-20
YJL074C	2031,37	4,07	2,03	9,58455317	9,2859E-22	1,1796E-20
YIL063C	2631,77	2,6	1,38	9,58231776	9,4891E-22	1,203E-20
YOR043W	4643,24	2,4	1,26	9,56810289	1,0889E-21	1,3776E-20
YDL059C	711,88	3,08	1,62	9,55732925	1,2083E-21	1,5257E-20
YDR088C	1731,62	2,58	1,37	9,5555341	1,2295E-21	1,5492E-20

YOL132W	188,85	6,62	2,73	9,55453828	1,2414E-21	1,561E-20
YDR178W	2171,16	0,23	-2,12	-9,5462339	1,345E-21	1,6879E-20
YOR065W	3577,36	0,25	-2,02	-9,54254999	1,3936E-21	1,7454E-20
YKL029C	5432,44	0,37	-1,45	-9,54175966	1,4043E-21	1,7552E-20
YOL086C	397903,78	3,03	1,6	9,53637399	1,4791E-21	1,8451E-20
YLR297W	1306,89	2,84	1,51	9,52963725	1,5783E-21	1,9649E-20
YCR035C	2367,63	2,63	1,39	9,51787421	1,7676E-21	2,1917E-20
YML120C	4850,97	0,26	-1,94	-9,51790297	1,7671E-21	2,1917E-20
YLR168C	1592,38	2,74	1,45	9,50972136	1,9117E-21	2,3657E-20
YHR088W	2388,48	3,26	1,7	9,50680219	1,9661E-21	2,4282E-20
YNL238W	4334,41	2,86	1,52	9,50304974	2,0383E-21	2,5123E-20
YLR275W	914,69	3,16	1,66	9,49361719	2,2315E-21	2,745E-20
YER028C	734,24	3,1	1,63	9,48844299	2,3451E-21	2,879E-20
YOR239W	10063,78	2,58	1,37	9,48071395	2,5255E-21	3,0943E-20
YNL079C	17584,9	2,32	1,22	9,45480213	3,2363E-21	3,9575E-20
YHR207C	2192,25	2,49	1,32	9,44890005	3,4241E-21	4,1789E-20
YGR255C	2866,78	0,38	-1,41	-9,43078294	4,0704E-21	4,9579E-20
YPL026C	1758,05	3,3	1,72	9,4279228	4,1829E-21	5,085E-20
YLR257W	14750,65	0,43	-1,23	-9,42141579	4,4505E-21	5,3997E-20
YNR056C	942,8	2,91	1,54	9,41304726	4,8196E-21	5,8361E-20
YBR095C	1716,03	2,57	1,36	9,3937474	5,7903E-21	6,9979E-20
YKL085W	23636,31	3,48	1,8	9,39136217	5,9229E-21	7,1443E-20
YDR061W	3159,02	2,55	1,35	9,37385331	6,9932E-21	8,4189E-20
YLR345W	3513,34	0,37	-1,44	-9,37278924	7,0641E-21	8,4878E-20
YIL033C	6593,07	0,41	-1,29	-9,36108181	7,8924E-21	9,4648E-20
YPR018W	1529,87	2,68	1,42	9,36031822	7,9497E-21	9,5151E-20
YJL192C	3053,26	0,38	-1,38	-9,33839149	9,7809E-21	1,1684E-19
YDR033W	12484,98	0,43	-1,21	-9,33723497	9,8883E-21	1,179E-19
YIL015W	2697,75	0,38	-1,41	-9,33181926	1,0407E-20	1,2385E-19
YHR049W	3349,22	2,46	1,3	9,29977167	1,4075E-20	1,6717E-19
YLL029W	11646,6	2,54	1,35	9,27483691	1,7789E-20	2,1089E-19
YJL161W	696,21	0,15	-2,75	-9,25884271	2,0666E-20	2,4453E-19
YDR050C	124943,8	2,96	1,57	9,25845961	2,074E-20	2,4494E-19
YNL277W	1901,54	2,89	1,53	9,23408263	2,6051E-20	3,0707E-19
YLR223C	1950,89	2,97	1,57	9,22860167	2,7419E-20	3,2259E-19
YOR066W	934,4	0,33	-1,58	-9,22310092	2,8863E-20	3,3894E-19
YOR113W	1527,18	2,64	1,4	9,21639409	3,0726E-20	3,6013E-19
YDR146C	1577,11	0,38	-1,39	-9,19709835	3,6775E-20	4,3021E-19
YER160C	450,39	3,37	1,75	9,18791906	4,0051E-20	4,6767E-19
YBR026C	3119,26	0,38	-1,38	-9,18393217	4,1563E-20	4,8441E-19
YMR061W	4808,67	2,42	1,28	9,17633384	4,4602E-20	5,1885E-19
YDR096W	1897,56	0,4	-1,34	-9,17587905	4,479E-20	5,2007E-19
YOR081C	1858,52	0,4	-1,33	-9,17210082	4,6389E-20	5,3763E-19
YDR011W	9834,09	4,15	2,05	9,16010258	5,1848E-20	5,9978E-19
Q0020	81,52	40,99	5,36	9,15826717	5,2737E-20	6,0893E-19
YPL204W	8700,29	2,31	1,21	9,15345244	5,5142E-20	6,3552E-19
YOR181W	1989,86	0,39	-1,34	-9,12293389	7,3118E-20	8,4112E-19
YDL130W-A	3240,88	0,26	-1,94	-9,11964632	7,537E-20	8,6543E-19
YEL007W	3243,8	0,34	-1,54	-9,11467923	7,8904E-20	9,0433E-19
YML074C	20056,38	2,92	1,54	9,11052086	8,1987E-20	9,3795E-19

YMR160W	1304,83	0,37	-1,43	-9,10871805	8,3361E-20	9,5191E-19
YER089C	3997,39	0,43	-1,22	-9,10844291	8,3573E-20	9,5258E-19
YIL136W	6559,34	0,2	-2,35	-9,1077403	8,4116E-20	9,5701E-19
YBR169C	18545,04	2,45	1,29	9,1059317	8,5529E-20	9,7131E-19
YLR206W	5999,02	0,43	-1,21	-9,09554119	9,4117E-20	1,0669E-18
YGL178W	3170,82	3,25	1,7	9,094441	9,5074E-20	1,0758E-18
YKL160W	4762,22	2,3	1,2	9,091188	9,7963E-20	1,1064E-18
YPR020W	1345,12	0,36	-1,48	-9,09074707	9,8361E-20	1,1089E-18
YNR034W-A	5830,39	0,18	-2,51	-9,07499808	1,1368E-19	1,2793E-18
YHR039C-A	4704,42	2,3	1,2	9,05790229	1,3298E-19	1,4938E-18
YGR144W	190,3	6,92	2,79	9,0543678	1,3736E-19	1,5402E-18
YJR014W	5587,38	2,48	1,31	9,04941918	1,4373E-19	1,6087E-18
YGR049W	767,05	0,31	-1,67	-9,04512079	1,495E-19	1,6703E-18
YOL005C	1243,71	0,38	-1,41	-9,03914214	1,5791E-19	1,7611E-18
YIL034C	4587,51	0,41	-1,3	-9,03481106	1,6429E-19	1,8289E-18
YEL003W	1229,17	2,75	1,46	9,02824404	1,7445E-19	1,9386E-18
YPR094W	324,45	3,77	1,91	9,02224628	1,8427E-19	2,0441E-18
YHR082C	10910,81	2,87	1,52	9,01781829	1,9187E-19	2,1246E-18
YAL028W	999,75	0,31	-1,7	-9,01054217	2,0504E-19	2,2664E-18
YPL110C	2195,87	2,85	1,51	9,00700993	2,1175E-19	2,3364E-18
YKR103W	649,25	3,06	1,61	8,99868754	2,2843E-19	2,516E-18
YNL308C	5086,21	3,09	1,63	8,99134582	2,4422E-19	2,6851E-18
YGL037C	45083,15	2,83	1,5	8,98762986	2,5262E-19	2,7726E-18
YJR094W-A	4717,51	2,62	1,39	8,98242504	2,6486E-19	2,9018E-18
YFR032C	105,31	9,39	3,23	8,9797536	2,7137E-19	2,9679E-18
YLR106C	12380,68	3,18	1,67	8,97207116	2,9099E-19	3,1769E-18
YIR015W	959,46	2,78	1,47	8,96543282	3,0906E-19	3,3683E-18
YIL143C	3521,83	2,34	1,22	8,96446123	3,118E-19	3,3921E-18
YLR025W	4832,97	2,29	1,2	8,96211033	3,1852E-19	3,4592E-18
YLR241W	2223,25	0,35	-1,53	-8,95639402	3,3547E-19	3,6369E-18
YPR151C	645,52	8,62	3,11	8,95122165	3,5157E-19	3,8048E-18
YHR188C	3493,62	0,42	-1,25	-8,94372589	3,7627E-19	4,065E-18
YGR221C	701,07	0,33	-1,58	-8,93693675	4,0011E-19	4,315E-18
YLL051C	2632,71	2,35	1,23	8,93611374	4,031E-19	4,3398E-18
YNL145W	6643,01	0,29	-1,78	-8,92725767	4,367E-19	4,6934E-18
YCL050C	14745,5	2,77	1,47	8,92693591	4,3797E-19	4,6989E-18
YGL114W	2007,96	2,45	1,29	8,92474023	4,4675E-19	4,7848E-18
YHR006W	3092,81	2,32	1,21	8,91131169	5,0432E-19	5,3922E-18
YGR227W	827,63	0,33	-1,6	-8,90972251	5,116E-19	5,4606E-18
YIL124W	2148,6	0,26	-1,94	-8,90681716	5,2519E-19	5,596E-18
YHR039C	3231,66	0,4	-1,32	-8,9021288	5,4786E-19	5,8275E-18
YIL019W	1134,3	3,34	1,74	8,90070176	5,5495E-19	5,8929E-18
YHR048W	727,93	2,89	1,53	8,88802292	6,2206E-19	6,5942E-18
YLR299W	1702,3	0,35	-1,53	-8,88756154	6,2465E-19	6,6104E-18
YGR131W	272,32	4,15	2,05	8,87329283	7,1014E-19	7,5024E-18
YGR161W-B	78,49	13,74	3,78	8,85962104	8,0287E-19	8,4676E-18
YGL049C	3739,56	0,36	-1,49	-8,85744018	8,1873E-19	8,6202E-18
YCR030C	3117,07	0,4	-1,34	-8,85067581	8,6991E-19	9,1436E-18
YJL050W	5371,85	4,02	2,01	8,84650585	9,0302E-19	9,4756E-18
YOR329C	2586	0,41	-1,28	-8,8405716	9,523E-19	9,9759E-18

YER111C	858,45	0,34	-1,57	-8,83491394	1,0018E-18	1,0476E-17
YKR068C	2320,63	2,34	1,23	8,83416351	1,0085E-18	1,0529E-17
YOR150W	1306,31	2,97	1,57	8,8086054	1,2671E-18	1,3207E-17
YIL111W	3029,03	0,27	-1,87	-8,79417312	1,4411E-18	1,4995E-17
YHL027W	2320,69	0,41	-1,27	-8,78083496	1,6227E-18	1,6856E-17
YCR091W	1987,23	0,28	-1,84	-8,76942551	1,7958E-18	1,8624E-17
YJR048W	2235,2	3,75	1,91	8,75501838	2,0407E-18	2,1128E-17
YHR044C	422,64	3,47	1,8	8,75474525	2,0457E-18	2,1144E-17
YGR222W	800,54	0,34	-1,55	-8,7285775	2,579E-18	2,6568E-17
YLR203C	3008,58	0,35	-1,51	-8,72860947	2,5782E-18	2,6568E-17
YLR042C	517,49	3,2	1,68	8,72795165	2,5933E-18	2,6668E-17
YOL010W	796,96	2,75	1,46	8,72777687	2,5973E-18	2,6668E-17
YLR164W	1071,25	6,78	2,76	8,72178224	2,7386E-18	2,8073E-17
YDR179C	351,13	3,6	1,85	8,71614433	2,8784E-18	2,9457E-17
YGR268C	1104,94	0,38	-1,38	-8,7148441	2,9116E-18	2,9748E-17
YPR133C	3808,56	2,26	1,18	8,70683	3,1249E-18	3,1875E-17
YJL035C	485,79	3,53	1,82	8,69636401	3,4269E-18	3,4898E-17
YMR098C	1232,52	0,4	-1,34	-8,69603512	3,4368E-18	3,4942E-17
YNR030W	1488,93	0,38	-1,4	-8,69294218	3,5317E-18	3,5848E-17
YFR021W	1095,94	0,38	-1,38	-8,68829348	3,6792E-18	3,7285E-17
YDL216C	820,4	0,35	-1,5	-8,67315296	4,2032E-18	4,2525E-17
YCR097W	1985,89	3,25	1,7	8,66529004	4,5036E-18	4,5491E-17
YJR033C	1800,89	0,42	-1,26	-8,66329451	4,5832E-18	4,6219E-17
YCR061W	619,22	0,34	-1,57	-8,63061491	6,1023E-18	6,1438E-17
YPR068C	803,27	2,66	1,41	8,62243805	6,5543E-18	6,5883E-17
YEL017W	1233,95	0,37	-1,43	-8,60793906	7,4386E-18	7,465E-17
YDL082W	12966,78	0,4	-1,31	-8,60186906	7,8428E-18	7,858E-17
YNR074C	1661,94	2,37	1,25	8,59599718	8,2545E-18	8,2571E-17
YJL005W	3619,32	0,45	-1,16	-8,57539904	9,8744E-18	9,8617E-17
YFR041C	2542,55	2,3	1,2	8,5560796	1,1677E-17	1,1643E-16
YKL172W	4118,09	2,65	1,41	8,55337226	1,1954E-17	1,1901E-16
YPR009W	1181,28	2,58	1,37	8,55149064	1,2151E-17	1,2077E-16
YMR165C	1821,3	0,39	-1,36	-8,54631611	1,2708E-17	1,2611E-16
YBR207W	2918,57	2,43	1,28	8,53083048	1,453E-17	1,4373E-16
YDR215C	132,5	6,03	2,59	8,5309348	1,4517E-17	1,4373E-16
YOR056C	2130,2	2,55	1,35	8,53055331	1,4565E-17	1,4384E-16
YJL217W	2697,33	2,55	1,35	8,50981939	1,742E-17	1,7177E-16
YGR138C	1498,15	0,24	-2,03	-8,5075112	1,7771E-17	1,7495E-16
YGR213C	523,28	2,96	1,56	8,50670849	1,7894E-17	1,7588E-16
YDR122W	3171,39	0,41	-1,29	-8,48426201	2,1709E-17	2,1305E-16
YHL044W	327,36	0,23	-2,14	-8,47480732	2,3547E-17	2,3071E-16
YBR072W	60573,48	4,61	2,21	8,47423517	2,3663E-17	2,3149E-16
YDR001C	9456,6	0,47	-1,09	-8,4739317	2,3725E-17	2,3173E-16
YGR077C	1218,73	0,36	-1,46	-8,4686281	2,483E-17	2,4214E-16
YNL101W	2808,65	2,32	1,21	8,46663236	2,5259E-17	2,4594E-16
Q0130	82,55	21,19	4,41	8,4621683	2,6245E-17	2,5514E-16
YLR390W-A	8569,97	0,46	-1,12	-8,45990011	2,6761E-17	2,5975E-16
YJL029C	1798,23	0,43	-1,23	-8,45346646	2,8278E-17	2,7404E-16
YPR073C	2674,16	2,3	1,2	8,45256082	2,8498E-17	2,7575E-16
YOR247W	7959,03	0,47	-1,1	-8,44815174	2,9595E-17	2,8592E-16

YLR089C	3357,01	0,45	-1,15	-8,44340028	3,0824E-17	2,9732E-16
YCL005W-A	1716,99	2,31	1,21	8,44081927	3,1512E-17	3,0343E-16
YDR307W	1306,21	0,34	-1,55	-8,44066207	3,1555E-17	3,0343E-16
YOL025W	606,12	0,34	-1,57	-8,43000313	3,4566E-17	3,3187E-16
YDL206W	966,45	0,37	-1,42	-8,42672201	3,5548E-17	3,4078E-16
YLL001W	1917,38	0,42	-1,25	-8,42038277	3,7526E-17	3,5888E-16
YPR127W	6864,53	4,13	2,05	8,42030127	3,7552E-17	3,5888E-16
YDR533C	3269,37	2,57	1,36	8,41763994	3,8414E-17	3,6656E-16
YDL153C	5909,23	3,73	1,9	8,40607191	4,2397E-17	4,0394E-16
YPL145C	5769,7	0,41	-1,27	-8,39551141	4,6387E-17	4,4128E-16
YPL156C	1641,23	2,32	1,22	8,39359386	4,715E-17	4,4786E-16
YLR356W	1135,73	0,27	-1,88	-8,38702083	4,9862E-17	4,7289E-16
YDR523C	136,51	5,67	2,5	8,38499153	5,0729E-17	4,8038E-16
YEL039C	3806,41	0,22	-2,16	-8,38345355	5,1397E-17	4,8596E-16
YCR010C	262,36	4,34	2,12	8,38265452	5,1747E-17	4,8853E-16
YER065C	1434,99	2,75	1,46	8,36673455	5,9237E-17	5,5839E-16
YIR007W	1197,2	0,4	-1,33	-8,36475035	6,0242E-17	5,6701E-16
YKR023W	1595,45	2,45	1,3	8,36440428	6,0419E-17	5,6781E-16
YDR539W	3213,53	2,37	1,24	8,36111133	6,213E-17	5,8301E-16
YCR020C-A	704,6	2,74	1,45	8,35546128	6,5178E-17	6,1068E-16
YNL014W	969,05	3,23	1,69	8,35166643	6,7307E-17	6,2968E-16
YBR013C	379,89	0,29	-1,77	-8,33237236	7,9238E-17	7,4019E-16
YOR067C	954,33	0,36	-1,48	-8,32862635	8,1786E-17	7,6284E-16
YJL158C	13580,3	0,47	-1,1	-8,32534044	8,4087E-17	7,8313E-16
YJL002C	5539,49	0,46	-1,12	-8,31672572	9,0427E-17	8,4091E-16
YOL103W-B	628,62	2,71	1,44	8,31607153	9,0927E-17	8,443E-16
YGL098W	1599,96	2,52	1,33	8,31287719	9,3409E-17	8,6606E-16
YIR018C-A	221,24	4,15	2,05	8,30786864	9,7436E-17	9,0205E-16
YHR157W	225,88	6,93	2,79	8,30697499	9,8173E-17	9,0751E-16
YJR056C	1002,7	2,45	1,29	8,2999211	1,0418E-16	9,6162E-16
YLR110C	138087,58	0,43	-1,22	-8,29906571	1,0493E-16	9,6713E-16
YNR034W	1765,9	2,3	1,2	8,29311628	1,1032E-16	1,0153E-15
YKL091C	2349,35	0,26	-1,93	-8,29182786	1,1152E-16	1,0248E-15
YCL059C	3701,23	2,74	1,45	8,28786721	1,153E-16	1,0579E-15
YHR214C-B	2724,57	2,38	1,25	8,27644545	1,2691E-16	1,1627E-15
YML034W	4473,49	2,13	1,09	8,27250147	1,3118E-16	1,2001E-15
YDL018C	574,82	0,34	-1,57	-8,27107258	1,3276E-16	1,2128E-15
YNR073C	286,15	3,54	1,83	8,25487125	1,5207E-16	1,3871E-15
YDR183W	765,79	2,58	1,37	8,25011195	1,5825E-16	1,4393E-15
YPL123C	1954,44	0,4	-1,31	-8,24730888	1,62E-16	1,4713E-15
YER099C	1383,94	0,41	-1,3	-8,2432575	1,6758E-16	1,5198E-15
YBL100W-B	805,25	2,75	1,46	8,23748588	1,7587E-16	1,5925E-15
YBR196C	77283,84	2,03	1,02	8,23035722	1,8666E-16	1,6853E-15
YDR388W	6976,03	0,44	-1,17	-8,23042863	1,8654E-16	1,6853E-15
YGR169C-A	1832,91	2,3	1,2	8,22845895	1,8964E-16	1,7098E-15
YDR342C	2997,86	0,25	-2,02	-8,22785688	1,9059E-16	1,7159E-15
YGL215W	4166,86	2,38	1,25	8,22663487	1,9255E-16	1,731E-15
YIL113W	768,36	0,32	-1,62	-8,22631931	1,9305E-16	1,733E-15
YBR238C	1172,43	3,68	1,88	8,2222572	1,9971E-16	1,7902E-15

YLR250W	3934,15	2,15	1,11	8,21947317	2,044E-16	1,8296E-15
YDR173C	901,72	2,77	1,47	8,2176605	2,0751E-16	1,8548E-15
YIL138C	3589,79	2,14	1,1	8,2152265	2,1176E-16	1,8901E-15
YLR063W	439,35	3,05	1,61	8,21144937	2,1853E-16	1,9477E-15
YGR260W	3208,04	0,41	-1,28	-8,21020128	2,2082E-16	1,9652E-15
YMR302C	2635,22	0,44	-1,19	-8,19752193	2,4539E-16	2,1808E-15
YMR027W	8767,39	2,07	1,05	8,1884727	2,6456E-16	2,3478E-15
YKL073W	5213,18	3,34	1,74	8,18116788	2,8111E-16	2,4911E-15
YKR013W	3688,5	0,46	-1,12	-8,17985137	2,8419E-16	2,5113E-15
YML057W	3245,52	0,46	-1,12	-8,17991016	2,8406E-16	2,5113E-15
YIL123W	3638,34	0,39	-1,37	-8,17171649	3,0403E-16	2,6827E-15
YGL030W	16752,65	2,13	1,09	8,1640758	3,2391E-16	2,854E-15
YNL227C	1438,02	2,53	1,34	8,15769415	3,4148E-16	3,0046E-15
YOL109W	15845,37	2,08	1,06	8,1551922	3,4862E-16	3,0632E-15
YER143W	3304,6	2,13	1,09	8,15090197	3,6122E-16	3,1693E-15
YJR001W	2231,01	0,41	-1,27	-8,14466478	3,8033E-16	3,3323E-15
YBL029W	687,84	0,37	-1,43	-8,14204103	3,8867E-16	3,4006E-15
YNL031C	15862,48	0,49	-1,03	-8,13291453	4,1909E-16	3,6616E-15
YOR063W	97498,63	2,21	1,14	8,12736655	4,3872E-16	3,8277E-15
YGL006W	4475,06	0,37	-1,44	-8,12266914	4,5604E-16	3,9733E-15
YOR054C	5003,92	2,15	1,11	8,12117081	4,6171E-16	4,017E-15
YLR049C	1093,93	0,39	-1,38	-8,11307401	4,9355E-16	4,288E-15
YJR022W	302,31	3,39	1,76	8,10509059	5,2706E-16	4,5728E-15
YOL158C	6315,36	2,47	1,31	8,09142607	5,897E-16	5,1091E-15
YPL084W	3018,27	0,4	-1,33	-8,0866556	6,1325E-16	5,3058E-15
YHR072W	1764,38	0,4	-1,33	-8,08042779	6,454E-16	5,5761E-15
YER086W	4617,67	0,45	-1,16	-8,07976771	6,489E-16	5,5986E-15
YDR026C	2083,18	2,29	1,19	8,07220186	6,9042E-16	5,9485E-15
YPR024W	5800,03	2,14	1,1	8,06893685	7,0913E-16	6,1013E-15
YMR215W	2401,45	0,46	-1,13	-8,06171339	7,5232E-16	6,464E-15
YLL027W	2580,33	2,34	1,23	8,06128738	7,5495E-16	6,4776E-15
YER075C	900,58	2,7	1,43	8,06083026	7,5778E-16	6,4929E-15
YGL032C	1827,6	0,28	-1,82	-8,06005231	7,6262E-16	6,5253E-15
YNR008W	1761,34	0,36	-1,46	-8,04965722	8,3026E-16	7,0943E-15
YGL045W	2145,02	2,56	1,35	8,03700801	9,2059E-16	7,8553E-15
YLL019C	2270,02	2,19	1,13	8,03540863	9,3268E-16	7,9476E-15
YMR240C	1097,4	2,42	1,28	8,03095924	9,6713E-16	8,2299E-15
YER185W	152,28	4,95	2,31	8,0205317	1,0529E-15	8,9474E-15
YGL005C	2441,47	2,42	1,28	8,01298174	1,1196E-15	9,5013E-15
YPL091W	9672,43	2,04	1,03	8,00200639	1,2241E-15	1,0374E-14
YMR269W	665,73	2,68	1,42	7,99392878	1,3071E-15	1,1062E-14
YDR350C	1817,72	2,26	1,17	7,9869332	1,3834E-15	1,1692E-14
YLR074C	1857,09	2,2	1,14	7,9718337	1,5634E-15	1,3195E-14
YCL036W	355,5	3,24	1,7	7,96455586	1,6582E-15	1,3976E-14
YER169W	1408,91	0,41	-1,3	-7,96146277	1,7002E-15	1,4311E-14
YLR259C	26036,2	2,07	1,05	7,96109885	1,7052E-15	1,4334E-14
YJL121C	2484,15	0,45	-1,15	-7,96012118	1,7187E-15	1,4428E-14
YAL001C	3776,61	2,08	1,06	7,95327842	1,8164E-15	1,5227E-14
YBR283C	5642,48	0,47	-1,08	-7,94124601	2,0016E-15	1,6757E-14
YBR139W	4496,67	0,38	-1,39	-7,9404858	2,0139E-15	1,6838E-14

YML118W	501,93	0,33	-1,6	-7,92949829	2,2003E-15	1,8372E-14
YER001W	1460,45	0,35	-1,5	-7,91388106	2,4949E-15	2,0803E-14
YLR353W	913,72	0,4	-1,32	-7,90471479	2,6855E-15	2,2362E-14
YNCP0005C	110,94	7	2,81	7,90119397	2,7624E-15	2,2972E-14
YCL010C	1334,97	2,31	1,21	7,89735925	2,8487E-15	2,3658E-14
YBL047C	7389,99	0,45	-1,16	-7,89385432	2,9299E-15	2,43E-14
YHL010C	754,58	0,38	-1,39	-7,89344915	2,9395E-15	2,4347E-14
YDR490C	1180	0,39	-1,34	-7,89061196	3,0071E-15	2,4874E-14
YGR112W	902,01	0,38	-1,4	-7,88547398	3,1334E-15	2,5884E-14
YDL125C	4471,84	2,46	1,3	7,88463139	3,1547E-15	2,6025E-14
YJR045C	56618,15	2,18	1,12	7,88277093	3,202E-15	2,638E-14
YBR003W	1705,33	0,41	-1,3	-7,87870485	3,3079E-15	2,7181E-14
YOR010C	492,01	2,79	1,48	7,87881597	3,305E-15	2,7181E-14
YGL142C	837,07	0,38	-1,38	-7,87732351	3,3447E-15	2,7447E-14
YLR192C	8583,47	2,12	1,08	7,87116376	3,5136E-15	2,8795E-14
YNCB0003W	107,86	7,16	2,84	7,86647081	3,6479E-15	2,9856E-14
YIL107C	5151,64	2,41	1,27	7,85822248	3,8962E-15	3,1847E-14
YDL022W	11059,25	0,49	-1,03	-7,84856583	4,2082E-15	3,4351E-14
YER162C	2057,47	2,18	1,13	7,83958919	4,5202E-15	3,685E-14
YAL038W	450122,55	2,02	1,01	7,83778975	4,5855E-15	3,7333E-14
YEL061C	1689,77	2,42	1,27	7,82742574	4,9796E-15	4,0489E-14
YKR104W	216,69	4,03	2,01	7,82161066	5,2152E-15	4,2349E-14
YNL115C	2115,59	0,37	-1,45	-7,81714608	5,4034E-15	4,382E-14
YNR045W	1208,56	0,35	-1,51	-7,81028419	5,7059E-15	4,6213E-14
YGL115W	2486,13	0,47	-1,1	-7,79710768	6,3342E-15	5,1235E-14
YDR195W	1640,28	2,63	1,39	7,78819399	6,7974E-15	5,4909E-14
YMR279C	563,71	0,34	-1,54	-7,78481601	6,9815E-15	5,6323E-14
YNL062C	1455,46	2,59	1,37	7,78216719	7,1293E-15	5,7441E-14
YOR192C-C	194,43	4,46	2,16	7,77518541	7,5337E-15	6,0621E-14
YOR052C	3672,02	0,46	-1,14	-7,77168115	7,7451E-15	6,2242E-14
YMR300C	3917,27	0,37	-1,45	-7,75999867	8,493E-15	6,8164E-14
YFR031C	2784,97	2,42	1,27	7,75138046	9,0899E-15	7,286E-14
YKR090W	1252,65	0,41	-1,3	-7,74506284	9,5535E-15	7,6477E-14
YPR148C	7364,63	2,13	1,09	7,74190135	9,7941E-15	7,8302E-14
YHL001W	6533,09	2,32	1,21	7,73313467	1,0493E-14	8,3782E-14
YIL026C	3068,24	2,45	1,29	7,73126166	1,0649E-14	8,4915E-14
YGR174C	1257,52	0,31	-1,7	-7,72808903	1,0917E-14	8,6946E-14
YNL108C	1535,56	2,5	1,32	7,72694798	1,1016E-14	8,7617E-14
YBR241C	1071,34	0,24	-2,06	-7,71661051	1,1946E-14	9,4899E-14
YLL018C	27304,13	2	1	7,71410667	1,2183E-14	9,6657E-14
YBR054W	3816,22	0,43	-1,21	-7,70431278	1,3155E-14	1,0423E-13
YLR075W	54166,87	1,96	0,97	7,69866538	1,3749E-14	1,088E-13
YER031C	2406,66	0,47	-1,09	-7,69806985	1,3814E-14	1,0917E-13
YMR185W	807,7	2,47	1,31	7,69450044	1,4205E-14	1,1212E-13
YDR377W	2598,39	2,59	1,37	7,69424764	1,4233E-14	1,122E-13
YBL069W	1319,95	0,43	-1,23	-7,69369724	1,4294E-14	1,1254E-13
YER119C	1524,37	0,36	-1,49	-7,6849516	1,5305E-14	1,2035E-13
YPR091C	2752,15	0,46	-1,13	-7,68397456	1,5423E-14	1,2112E-13
YBL058W	4418,67	0,48	-1,05	-7,68020748	1,5883E-14	1,2458E-13
YGL149W	82,52	9,42	3,24	7,67929245	1,5997E-14	1,2531E-13

YBR080C	3810,89	0,42	-1,24	-7,6734202	1,6747E-14	1,3102E-13
YHR060W	1238,39	2,35	1,23	7,66719783	1,7579E-14	1,3736E-13
YKLO28W	2818,95	2,09	1,06	7,66462196	1,7936E-14	1,3997E-13
YNR055C	1985,04	0,46	-1,13	-7,65929176	1,8696E-14	1,4572E-13
YNL260C	970,66	2,3	1,2	7,65730995	1,8987E-14	1,478E-13
YGL058W	2142,95	2,37	1,24	7,6569178	1,9045E-14	1,4807E-13
YKL006C-A	856,35	2,51	1,33	7,65286735	1,9655E-14	1,5262E-13
YCL021W-A	755,81	2,98	1,58	7,6378059	2,2095E-14	1,7136E-13
YKL204W	5033,51	2,01	1	7,63248789	2,3027E-14	1,7836E-13
YBL005W	3103,6	2,19	1,13	7,61758932	2,5846E-14	1,9965E-13
YBR067C	8986,07	0,48	-1,07	-7,61773155	2,5817E-14	1,9965E-13
YBR183W	1691,79	0,33	-1,59	-7,61745828	2,5872E-14	1,9965E-13
YGR280C	2338,16	2,2	1,14	7,6154038	2,6287E-14	2,026E-13
YKRO42W	30374,17	2,53	1,34	7,60556939	2,8365E-14	2,1835E-13
YNL310C	714,98	0,39	-1,35	-7,5979732	3,008E-14	2,3126E-13
YBR047W	682,61	3,2	1,68	7,59428331	3,095E-14	2,3765E-13
YPL011C	1588,64	2,17	1,12	7,58836394	3,2397E-14	2,4846E-13
YDR135C	6888,07	2,22	1,15	7,58482221	3,3294E-14	2,5502E-13
YMR261C	5612,64	0,47	-1,08	-7,58446458	3,3386E-14	2,5541E-13
YML058W-A	264,91	4,89	2,29	7,58310832	3,3737E-14	2,5778E-13
YFR024C-A	7066,64	1,97	0,98	7,58276965	3,3826E-14	2,5814E-13
YPL186C	1811,52	0,26	-1,95	-7,58109991	3,4264E-14	2,6116E-13
YLR036C	1162,26	2,28	1,19	7,57517796	3,5864E-14	2,7302E-13
YHR018C	5368,73	2	1	7,57388957	3,6221E-14	2,7541E-13
YKL015W	2036,88	2,44	1,28	7,57081622	3,7089E-14	2,8166E-13
YJL098W	1472,19	2,96	1,56	7,56970981	3,7406E-14	2,8372E-13
YNCK0015C	170,86	4,22	2,08	7,56753366	3,8038E-14	2,8816E-13
YER177W	47458,11	2,1	1,07	7,56506517	3,8767E-14	2,9333E-13
YOR209C	5560,24	0,44	-1,19	-7,56385137	3,9131E-14	2,9572E-13
YOR006C	2187,86	2,25	1,17	7,56363074	3,9197E-14	2,9586E-13
YPR025C	2143,24	2,25	1,17	7,5594949	4,0464E-14	3,0505E-13
YDR097C	2283,58	3,38	1,76	7,55827806	4,0844E-14	3,0754E-13
YBR001C	2278,17	0,37	-1,45	-7,55796832	4,0941E-14	3,079E-13
YMR291W	3322,2	2,03	1,02	7,55699431	4,1249E-14	3,0984E-13
YGL252C	5080,3	2,11	1,08	7,55101016	4,319E-14	3,2403E-13
YLL041C	3511,22	0,35	-1,53	-7,54841677	4,4058E-14	3,3014E-13
YJL031C	2332,71	2,07	1,05	7,54363096	4,5706E-14	3,4208E-13
YDR055W	5206,82	0,5	-1,01	-7,54058183	4,6788E-14	3,4976E-13
YKL016C	3880,14	0,34	-1,55	-7,53975889	4,7084E-14	3,5155E-13
YMR255W	2425,02	2,22	1,15	7,53735724	4,7959E-14	3,5765E-13
YMR133W	496,11	0,24	-2,08	-7,53595766	4,8476E-14	3,6107E-13
YGL122C	5098,5	2,02	1,01	7,52832555	5,1395E-14	3,8224E-13
YLR183C	837,57	0,39	-1,35	-7,52820934	5,1441E-14	3,8224E-13
YNL309W	517,91	0,36	-1,48	-7,5273867	5,1766E-14	3,8419E-13
YLR112W	404,24	2,91	1,54	7,52452956	5,291E-14	3,9222E-13
YGR070W	2260,56	0,47	-1,08	-7,52383892	5,3191E-14	3,9383E-13
YBL050W	4839,8	2,01	1,01	7,50923572	5,9474E-14	4,3982E-13
YPL225W	5998,55	1,99	0,99	7,50237308	6,2673E-14	4,6293E-13
YPL143W	17188,96	0,52	-0,96	-7,50183758	6,2929E-14	4,6427E-13
YDL195W	8652,51	0,41	-1,3	-7,50151551	6,3084E-14	4,6486E-13

YNCM0031W	928,54	5	2,32	7,49470288	6,6449E-14	4,8908E-13
YOR215C	2174,29	0,38	-1,38	-7,4909657	6,8369E-14	5,0261E-13
YBR037C	1011,42	0,32	-1,62	-7,48662369	7,0668E-14	5,189E-13
YDR216W	3690	2,2	1,14	7,48547071	7,1291E-14	5,2286E-13
YPL006W	1758,98	0,45	-1,14	-7,48506113	7,1514E-14	5,2387E-13
YGL234W	16280,74	0,36	-1,48	-7,46718908	8,1926E-14	5,9944E-13
YBR126C	21605,19	0,41	-1,28	-7,46473277	8,3469E-14	6,1001E-13
YDL079C	2214,05	0,21	-2,25	-7,45849333	8,7517E-14	6,3824E-13
YDR227W	1840,62	2,16	1,11	7,45846335	8,7537E-14	6,3824E-13
YLR240W	1144,77	0,43	-1,21	-7,44936991	9,3787E-14	6,8301E-13
YAL056W	3508,7	2,23	1,16	7,44738934	9,5205E-14	6,9252E-13
YER054C	2451,99	0,34	-1,54	-7,44448169	9,7326E-14	7,0712E-13
YER063W	2149,48	0,46	-1,14	-7,44165047	9,9435E-14	7,216E-13
YPL268W	2390,72	2,16	1,11	7,43992924	1,0074E-13	7,3021E-13
YKL079W	2504,77	2,05	1,03	7,43754353	1,0257E-13	7,4265E-13
YDR506C	596,09	0,37	-1,43	-7,43535434	1,0429E-13	7,5418E-13
YBL078C	2490,02	2,56	1,36	7,43420939	1,052E-13	7,5985E-13
YPL127C	2407,15	0,43	-1,22	-7,42815158	1,1013E-13	7,9454E-13
YCL051W	1523,19	0,46	-1,11	-7,42776165	1,1045E-13	7,9596E-13
YMR014W	1513,14	2,46	1,3	7,42322944	1,143E-13	8,2274E-13
YKL096W	3246,16	0,47	-1,1	-7,4227088	1,1475E-13	8,2502E-13
YGR023W	1830,18	2,21	1,14	7,4215385	1,1577E-13	8,3139E-13
YPL015C	2298,48	0,49	-1,04	-7,42044094	1,1673E-13	8,3734E-13
YPR194C	698,93	0,28	-1,86	-7,41943135	1,1762E-13	8,4277E-13
YPR158C-D	3600,19	1,99	0,99	7,41888414	1,1811E-13	8,4528E-13
YOR337W	654,02	2,49	1,31	7,4184405	1,1851E-13	8,4714E-13
YDR092W	2752,16	2,02	1,01	7,4174156	1,1943E-13	8,5274E-13
YNR051C	7631,28	2,52	1,33	7,41519845	1,2144E-13	8,6613E-13
YIR031C	1058,04	2,88	1,53	7,40875331	1,2749E-13	9,0824E-13
YLL024C	91938,67	3,8	1,93	7,40276474	1,3338E-13	9,4908E-13
YDR131C	1482,98	2,12	1,08	7,39635538	1,3997E-13	9,9487E-13
YDL188C	1702,6	0,45	-1,14	-7,39406213	1,4241E-13	1,011E-12
YER134C	1498,59	0,44	-1,19	-7,39357449	1,4293E-13	1,0136E-12
YKR095W	8442,48	2,4	1,26	7,38844007	1,4856E-13	1,0523E-12
YEL060C	9016,84	0,51	-0,96	-7,38616457	1,5112E-13	1,0692E-12
YER059W	1877,04	0,47	-1,09	-7,38227579	1,5561E-13	1,0997E-12
YMR313C	1398,71	0,43	-1,21	-7,38149539	1,5652E-13	1,1049E-12
YDR285W	721,42	2,38	1,25	7,37693798	1,6197E-13	1,1421E-12
YOL031C	2336,64	2,51	1,33	7,37385244	1,6577E-13	1,1675E-12
YDR464W	2820,01	2,19	1,13	7,36855296	1,7249E-13	1,2135E-12
YOL040C	27869,03	0,5	-1	-7,3660754	1,7572E-13	1,2348E-12
YLR225C	3510,09	2,46	1,3	7,35591111	1,8963E-13	1,331E-12
YOR149C	859,42	0,43	-1,21	-7,3493905	1,9911E-13	1,396E-12
YML016C	2770,23	2,02	1,01	7,34384784	2,0754E-13	1,4535E-12
YOR078W	937,53	2,38	1,25	7,34258654	2,095E-13	1,4656E-12
YMR086W	3016,32	0,49	-1,03	-7,33749921	2,1762E-13	1,5207E-12
YJL145W	3125,92	2,26	1,17	7,31456956	2,5821E-13	1,8022E-12
YOR051C	5244,73	2,23	1,16	7,31013078	2,6688E-13	1,8607E-12
YNL128W	291,67	3,42	1,77	7,30710777	2,7295E-13	1,9009E-12
YGL180W	1350,75	2,43	1,28	7,30362428	2,8012E-13	1,9486E-12

YKR099W	829,06	2,35	1,23	7,30259305	2,8227E-13	1,9614E-12
YOR087W	1329,18	0,46	-1,12	-7,30053125	2,8663E-13	1,9895E-12
YDL019C	3614,39	0,5	-0,99	-7,29929479	2,8928E-13	2,0056E-12
YOR231W	2807,29	2,05	1,03	7,29805766	2,9195E-13	2,0219E-12
YDL115C	2434,31	2,09	1,06	7,29738456	2,9342E-13	2,0297E-12
YOR018W	3130,51	2,24	1,16	7,29570827	2,9709E-13	2,0529E-12
YLR394W	544,43	0,37	-1,43	-7,29453367	2,997E-13	2,0686E-12
YDR021W	468,39	2,59	1,37	7,29405683	3,0076E-13	2,0736E-12
YMR081C	4133,85	0,21	-2,26	-7,29302822	3,0306E-13	2,0872E-12
YOR119C	1317,73	2,16	1,11	7,29065536	3,0845E-13	2,1219E-12
YOL003C	844,47	0,43	-1,21	-7,28596562	3,1937E-13	2,1946E-12
YML117W	7183,32	0,51	-0,97	-7,28107624	3,3117E-13	2,2732E-12
YLL028W	2856,46	3,05	1,61	7,27557943	3,4494E-13	2,3651E-12
YDR163W	1226,86	2,13	1,09	7,27220261	3,5367E-13	2,4223E-12
YPR143W	1197,93	2,23	1,15	7,26998811	3,5952E-13	2,4596E-12
YDR251W	4373,42	0,49	-1,04	-7,26789951	3,6512E-13	2,4952E-12
YJL190C	16038,94	0,5	-1	-7,26209816	3,8113E-13	2,6017E-12
YBR229C	1886,48	0,42	-1,24	-7,26155755	3,8266E-13	2,6093E-12
YLL005C	559,08	0,37	-1,42	-7,25649281	3,9726E-13	2,7059E-12
YLR433C	1385,38	0,44	-1,18	-7,25521905	4,0101E-13	2,7285E-12
YBR015C	3237,44	0,48	-1,06	-7,24601713	4,2921E-13	2,9151E-12
YPR175W	1265,51	2,47	1,3	7,24596403	4,2937E-13	2,9151E-12
YNL315C	1942,94	0,42	-1,24	-7,24088019	4,4578E-13	3,0231E-12
YOR356W	1547,44	0,44	-1,18	-7,23603002	4,6201E-13	3,1298E-12
YBR297W	1161,85	2,88	1,53	7,2342135	4,6823E-13	3,1685E-12
YKL138C-A	662,66	2,52	1,33	7,23217227	4,7533E-13	3,213E-12
YBR060C	1875,94	2,06	1,04	7,2273782	4,9241E-13	3,3248E-12
YOL007C	898,25	0,37	-1,43	-7,22259608	5,1004E-13	3,4402E-12
YAR009C	1201,89	2,3	1,2	7,21510248	5,3893E-13	3,6311E-12
YER002W	3505,57	2,56	1,36	7,20936303	5,6214E-13	3,7833E-12
YDR044W	2861,02	0,47	-1,09	-7,2069368	5,7225E-13	3,8472E-12
YPL203W	3064,95	0,44	-1,18	-7,20436245	5,8316E-13	3,9163E-12
YNCC0011W	124,72	5,15	2,37	7,20399747	5,8472E-13	3,9226E-12
YER180C-A	223,38	3,32	1,73	7,20286526	5,896E-13	3,951E-12
YBR120C	1193,7	2,61	1,39	7,19352438	6,314E-13	4,2266E-12
YOR014W	4595,86	0,47	-1,09	-7,19244101	6,3643E-13	4,2557E-12
YCL052C	2483,93	0,48	-1,07	-7,18993876	6,482E-13	4,3297E-12
YJL172W	2241,06	0,49	-1,03	-7,18440936	6,7498E-13	4,5038E-12
YOR269W	591,61	2,52	1,33	7,17488781	7,2367E-13	4,8234E-12
YAR015W	12485,84	0,23	-2,11	-7,166281	7,7063E-13	5,1309E-12
YJR080C	981,76	0,37	-1,42	-7,16555471	7,7472E-13	5,1526E-12
YOL018C	1734,94	2,06	1,04	7,16406779	7,8318E-13	5,2033E-12
YGR205W	1373,02	0,38	-1,39	-7,16251135	7,9212E-13	5,2571E-12
YGR026W	4480,11	0,52	-0,95	-7,15795284	8,1891E-13	5,4291E-12
YBL030C	7519,97	0,42	-1,25	-7,15551834	8,3357E-13	5,5204E-12
YFR016C	7591,41	1,91	0,94	7,14567079	8,9557E-13	5,9247E-12
YOR343W-B	838,29	2,33	1,22	7,14255666	9,1611E-13	6,0541E-12
YKL152C	303454,63	2,67	1,42	7,13995719	9,336E-13	6,158E-12
YOL140W	614,55	2,39	1,26	7,13992604	9,3381E-13	6,158E-12
YBL016W	1692,92	0,41	-1,28	-7,1253343	1,0383E-12	6,8324E-12

YLR327C	36928,79	3,34	1,74	7,12534311	1,0382E-12	6,8324E-12
YGL162W	517,05	2,49	1,31	7,12447381	1,0448E-12	6,868E-12
YBR239C	778,94	2,4	1,26	7,11904949	1,0867E-12	7,1328E-12
YNL075W	1621,17	2,53	1,34	7,11896931	1,0874E-12	7,1328E-12
YOR123C	6259,8	1,99	1	7,11557304	1,1145E-12	7,303E-12
YGR180C	25711,04	1,9	0,92	7,11475905	1,1211E-12	7,3384E-12
YIR013C	67,38	9,69	3,28	7,10278818	1,2226E-12	7,9948E-12
YOL064C	2814,3	2,22	1,15	7,10196254	1,23E-12	8,0343E-12
YNCH0012W	131,74	5,2	2,38	7,09605355	1,2837E-12	8,3764E-12
YDL248W	458,69	0,37	-1,44	-7,09428458	1,3002E-12	8,4753E-12
YNCA0002W	86,97	1468,02	10,52	7,09216852	1,3203E-12	8,597E-12
YLR066W	1460,61	2,49	1,32	7,07451062	1,4998E-12	9,7556E-12
YGL036W	5206,99	1,92	0,94	7,07340167	1,5118E-12	9,8236E-12
YHR181W	834,56	0,45	-1,17	-7,07244702	1,5223E-12	9,8811E-12
YDL039C	4212,32	19,61	4,29	7,07227101	1,5242E-12	9,8833E-12
YJL019W	720,27	0,4	-1,33	-7,07187456	1,5285E-12	9,9013E-12
YPL049C	3739,78	0,52	-0,95	-7,0697703	1,5519E-12	1,0042E-11
YIL047C	2069,01	2,39	1,26	7,06447826	1,6122E-12	1,0421E-11
YJR130C	1867,63	2,06	1,05	7,06007685	1,6641E-12	1,0746E-11
YER020W	3306,2	0,48	-1,05	-7,05522616	1,7232E-12	1,1116E-11
YHR216W	9137,99	2,68	1,42	7,04352326	1,8744E-12	1,2079E-11
YJR049C	3129,9	2	1	7,0383269	1,9456E-12	1,2525E-11
YNL092W	426,98	0,35	-1,53	-7,03754648	1,9565E-12	1,2569E-11
YOR109W	2527,49	0,44	-1,2	-7,03761689	1,9556E-12	1,2569E-11
YMR278W	1490,15	0,46	-1,13	-7,03517721	1,9901E-12	1,2771E-11
YNCL0046W	783,42	2,28	1,19	7,03304045	2,0208E-12	1,2955E-11
YPL230W	2802,03	0,24	-2,06	-7,02786494	2,0972E-12	1,3431E-11
YMR237W	4003,9	0,5	-1,01	-7,01863717	2,2404E-12	1,4333E-11
YCL057W	4261,23	0,46	-1,13	-7,01780516	2,2538E-12	1,4404E-11
YGR038W	1286,15	0,47	-1,09	-7,01730865	2,2618E-12	1,444E-11
YGR118W	16522,81	2,13	1,09	7,01266001	2,3383E-12	1,4913E-11
YHL002W	3970,62	2,03	1,02	7,01072293	2,3709E-12	1,5106E-11
YFL034C-B	1968,5	2	1	7,00314094	2,5029E-12	1,593E-11
YGR207C	3361,15	2,19	1,13	7,00211564	2,5213E-12	1,6031E-11
YLR054C	228,74	0,28	-1,83	-6,99711843	2,6128E-12	1,6596E-11
YMR318C	6834,18	1,9	0,93	6,99611082	2,6317E-12	1,6699E-11
YNR014W	1534,49	0,38	-1,38	-6,99102821	2,7288E-12	1,7297E-11
YLL061W	1186,59	2,46	1,3	6,9863273	2,8218E-12	1,7868E-11
YER006W	5453,69	2,56	1,36	6,98602958	2,8277E-12	1,7888E-11
YNL327W	7831,1	0,49	-1,03	-6,98558346	2,8367E-12	1,7927E-11
YNCO0028W	181,09	5,28	2,4	6,981588	2,9186E-12	1,8425E-11
YLR023C	1959,22	2	1	6,97233326	3,1173E-12	1,9659E-11
YGL208W	1108,41	0,38	-1,4	-6,97049649	3,1582E-12	1,9898E-11
YKR067W	4595,92	2,17	1,12	6,96879786	3,1966E-12	2,0119E-11
YGR125W	1391,6	0,48	-1,05	-6,96814594	3,2115E-12	2,019E-11
YKL007W	4359,4	0,52	-0,93	-6,96801975	3,2143E-12	2,019E-11
YMR187C	726,53	2,52	1,33	6,96194603	3,356E-12	2,1058E-11
YGR186W	6646,3	1,91	0,94	6,96016883	3,3987E-12	2,1304E-11
YLR410W-B	1166,11	2,79	1,48	6,95626737	3,4941E-12	2,188E-11
YML035C	2614,16	0,51	-0,96	-6,95337445	3,5665E-12	2,2311E-11

YFR045W	683,48	0,38	-1,4	-6,95141115	3,6165E-12	2,2601E-11
YER138W-A	629,29	2,67	1,42	6,94925849	3,6721E-12	2,2926E-11
YCL024W	653,89	0,38	-1,39	-6,94625702	3,7511E-12	2,3395E-11
YGL059W	1384,1	0,45	-1,15	-6,92875769	4,2455E-12	2,6426E-11
YHR138C	1589,53	0,48	-1,06	-6,92880658	4,2441E-12	2,6426E-11
YBR293W	841,95	2,25	1,17	6,92638577	4,3173E-12	2,6846E-11
YGR244C	4952,99	0,36	-1,47	-6,92544007	4,3462E-12	2,6999E-11
YPR084W	808,91	0,44	-1,17	-6,92461454	4,3716E-12	2,713E-11
YKR065C	2918,85	1,96	0,97	6,92075139	4,4925E-12	2,7852E-11
YOR377W	1138,48	0,46	-1,11	-6,91902504	4,5476E-12	2,8165E-11
YDL148C	3442,84	2,68	1,42	6,91743612	4,5989E-12	2,8455E-11
YLR052W	1094,67	0,46	-1,12	-6,91694714	4,6148E-12	2,8525E-11
YNL098C	5922,95	0,52	-0,95	-6,91468025	4,6892E-12	2,8956E-11
YML038C	1831,53	2,02	1,01	6,90499872	5,0204E-12	3,097E-11
YBR083W	2624,05	0,4	-1,33	-6,90006651	5,1978E-12	3,2033E-11
YNL104C	5979,01	0,53	-0,92	-6,89035342	5,5654E-12	3,4264E-11
YFL045C	7207,24	0,52	-0,95	-6,88512862	5,7735E-12	3,551E-11
YGL083W	1255,79	0,48	-1,06	-6,88081889	5,9509E-12	3,6565E-11
YIL036W	3834,33	0,49	-1,04	-6,88036579	5,9699E-12	3,6645E-11
YFL015C	92,44	7,84	2,97	6,8782847	6,0578E-12	3,7148E-11
YKL110C	1746,35	1,98	0,98	6,87613863	6,1497E-12	3,7674E-11
YML088W	1855,34	2,54	1,35	6,87531334	6,1854E-12	3,7856E-11
YBR090C	128,65	5,06	2,34	6,87411219	6,2377E-12	3,8138E-11
YOL038W	3798,72	0,52	-0,95	-6,87197403	6,3319E-12	3,8677E-11
YDR098C	4715,04	2,36	1,24	6,8705935	6,3935E-12	3,9014E-11
YDL177C	364,7	2,6	1,38	6,85816655	6,975E-12	4,2521E-11
YPL080C	83,25	8,08	3,01	6,85499683	7,1314E-12	4,3432E-11
YER069W	1666,25	2,01	1,01	6,85227897	7,2683E-12	4,4222E-11
YOR287C	509,17	2,93	1,55	6,84753098	7,5135E-12	4,5669E-11
YBR111C	3804,96	0,43	-1,22	-6,84554749	7,6184E-12	4,6261E-11
YHR208W	9849,73	0,41	-1,3	-6,84515561	7,6393E-12	4,6343E-11
YKL032C	3165,31	0,51	-0,98	-6,83969504	7,9362E-12	4,8097E-11
YHR199C	3123,33	2,33	1,22	6,83733992	8,0677E-12	4,8847E-11
YER176W	3503,63	2,14	1,1	6,8338371	8,2673E-12	5,0006E-11
YJR161C	449,72	0,38	-1,38	-6,83209552	8,3683E-12	5,0568E-11
YNCM0006W	40,36	61,81	5,95	6,81934685	9,1455E-12	5,5211E-11
YPL224C	3122,82	2,02	1,01	6,81898392	9,1687E-12	5,5297E-11
YLR163C	2351,36	2	1	6,81852853	9,1978E-12	5,5419E-11
YNL220W	12831,73	2,1	1,07	6,81498927	9,4271E-12	5,6745E-11
YJL055W	5509,38	1,93	0,95	6,81302942	9,5565E-12	5,7468E-11
YDL021W	6998,96	2,84	1,51	6,80763867	9,9214E-12	5,9605E-11
YGL029W	535,82	2,44	1,29	6,80668569	9,9873E-12	5,9943E-11
YBR191W	20086,25	0,52	-0,95	-6,80522668	1,0089E-11	6,0495E-11
YDR054C	4717,53	1,94	0,96	6,80450486	1,014E-11	6,0741E-11
YGR146C-A	115,43	5,89	2,56	6,80213203	1,0308E-11	6,169E-11
YJL103C	639,45	0,36	-1,48	-6,80084663	1,0401E-11	6,2183E-11
YGL197W	2987,3	0,48	-1,07	-6,80011302	1,0454E-11	6,2441E-11
YBL004W	2810,63	2,73	1,45	6,79496166	1,0834E-11	6,4651E-11
YNL322C	5051,78	0,51	-0,98	-6,79224006	1,1041E-11	6,582E-11
YER029C	1398,98	2,02	1,02	6,78628834	1,1506E-11	6,8526E-11

YBR052C	3893,75	0,39	-1,34	-6,78549166	1,1569E-11	6,8839E-11
YNCM0001W	75,64	6,34	2,66	6,78446137	1,1652E-11	6,9266E-11
YPL258C	546,77	2,44	1,29	6,77951291	1,2058E-11	7,1611E-11
YLR102C	1171,89	2,05	1,04	6,77854402	1,2139E-11	7,2024E-11
YLR393W	370,77	0,36	-1,49	-6,77803756	1,2182E-11	7,2208E-11
YLR152C	1178,44	0,43	-1,23	-6,77670162	1,2295E-11	7,2809E-11
YIL005W	2529,63	0,51	-0,98	-6,77294292	1,2619E-11	7,4656E-11
YMR206W	1225,18	0,24	-2,06	-6,77237262	1,2669E-11	7,4879E-11
YDR309C	3462,44	1,89	0,92	6,76861383	1,3002E-11	7,6777E-11
YJL199C	270,77	0,29	-1,77	-6,76845094	1,3017E-11	7,6791E-11
YBR179C	1249,86	0,48	-1,07	-6,76744642	1,3108E-11	7,7252E-11
YLR412C-A	41,73	17,53	4,13	6,75847281	1,3945E-11	8,2113E-11
YEL059W	54,49	10,66	3,41	6,74978007	1,4807E-11	8,7103E-11
YKL088W	3022,49	2,03	1,02	6,74835656	1,4953E-11	8,7878E-11
YJL115W	2113,5	1,93	0,95	6,74599031	1,5199E-11	8,9238E-11
YBL091C	11196,06	1,82	0,86	6,74272463	1,5544E-11	9,1182E-11
YIL131C	882,61	0,47	-1,1	-6,73955887	1,5887E-11	9,3103E-11
YFL041W	1898,49	2,1	1,07	6,72370641	1,7716E-11	1,0372E-10
YER141W	3901,09	0,45	-1,16	-6,72113302	1,8032E-11	1,0537E-10
YGR249W	1102,76	0,42	-1,25	-6,72122093	1,8021E-11	1,0537E-10
YFR007W	675,33	0,4	-1,32	-6,7198687	1,8189E-11	1,0619E-10
YEL012W	3704,3	2,38	1,25	6,71448596	1,8873E-11	1,1008E-10
YMR028W	1398,36	2	1	6,71190616	1,921E-11	1,1194E-10
YKL175W	2951,32	1,98	0,99	6,70550726	2,0071E-11	1,1685E-10
YGR019W	2521,97	0,47	-1,08	-6,70320975	2,0389E-11	1,1859E-10
YMR145C	6189,81	0,49	-1,02	-6,69890142	2,0999E-11	1,2203E-10
YMR154C	544,22	0,41	-1,27	-6,69690575	2,1288E-11	1,2359E-10
YDR436W	1329,13	0,46	-1,12	-6,69552286	2,149E-11	1,2465E-10
YGL124C	1725,66	2,03	1,02	6,69506035	2,1558E-11	1,2493E-10
YGL242C	1428,14	0,41	-1,3	-6,68617672	2,2908E-11	1,3262E-10
YFR006W	3753,98	0,54	-0,9	-6,68507091	2,3081E-11	1,335E-10
YDL122W	3928,99	2,02	1,02	6,68466619	2,3145E-11	1,3363E-10
YNR028W	1175,25	0,48	-1,05	-6,68460754	2,3154E-11	1,3363E-10
YOR084W	661,2	0,34	-1,54	-6,6845243	2,3168E-11	1,3363E-10
YGL070C	1078,48	0,48	-1,06	-6,67575894	2,4596E-11	1,4173E-10
YIL053W	28904,62	1,81	0,86	6,67093428	2,5418E-11	1,4634E-10
YPR040W	2033,42	2,22	1,15	6,66387998	2,6669E-11	1,534E-10
YGR237C	3005,13	0,53	-0,91	-6,66215604	2,6984E-11	1,5506E-10
YDL238C	491,22	0,4	-1,3	-6,65902154	2,7566E-11	1,5826E-10
YGL110C	2457,74	1,96	0,97	6,65372629	2,8576E-11	1,6391E-10
YPL217C	3682,26	2,33	1,22	6,65251633	2,8812E-11	1,6511E-10
YPL075W	6853,23	1,92	0,94	6,64603557	3,0109E-11	1,7239E-10
YLR117C	1845	1,96	0,97	6,64311079	3,0713E-11	1,7568E-10
YOL156W	280	2,72	1,44	6,6384192	3,1707E-11	1,812E-10
YPL103C	820,45	0,47	-1,1	-6,63565926	3,2306E-11	1,8445E-10
YGL057C	431,27	2,44	1,28	6,6353392	3,2376E-11	1,8468E-10
YNL087W	4731,22	2,35	1,23	6,6293202	3,3724E-11	1,9219E-10
YPR057W	1059,75	2,14	1,1	6,62717116	3,4218E-11	1,9483E-10
YAL034C	1737,77	0,4	-1,34	-6,6255973	3,4585E-11	1,9656E-10
YEL013W	2324,22	0,47	-1,09	-6,62563443	3,4576E-11	1,9656E-10

YLR359W	18955,24	0,32	-1,64	-6,62292434	3,5216E-11	1,9997E-10
YCL009C	8800,99	0,55	-0,87	-6,61226478	3,7848E-11	2,1472E-10
YBR245C	3984,29	2,35	1,23	6,60872736	3,8764E-11	2,1971E-10
YIL118W	1805,51	0,51	-0,98	-6,60805985	3,8939E-11	2,205E-10
YOR381W	899,33	2,12	1,08	6,60621024	3,9428E-11	2,2307E-10
YHR087W	5867,56	0,37	-1,43	-6,60300851	4,029E-11	2,2773E-10
YMR113W	1182,31	2,02	1,02	6,6024365	4,0445E-11	2,2841E-10
YLR211C	676,41	2,19	1,13	6,60008185	4,1093E-11	2,3185E-10
YHR075C	709,71	0,38	-1,4	-6,59811457	4,1642E-11	2,3474E-10
YHR128W	2345,9	0,43	-1,21	-6,5961793	4,2189E-11	2,376E-10
YDR247W	2970,05	2,13	1,09	6,59534578	4,2427E-11	2,3873E-10
YGL187C	2157,47	0,36	-1,49	-6,59507531	4,2504E-11	2,3895E-10
YBL032W	3410,95	0,51	-0,98	-6,59322393	4,3038E-11	2,4173E-10
YPR137C-B	172,14	3,42	1,77	6,58639134	4,5065E-11	2,5288E-10
YPR112C	2246,59	2,78	1,48	6,57879504	4,7428E-11	2,659E-10
YCL047C	555,62	0,39	-1,36	-6,5739364	4,9002E-11	2,7448E-10
YER088C	7825,63	0,56	-0,85	-6,5701465	5,0266E-11	2,8131E-10
YLR403W	1370,33	0,49	-1,03	-6,55900205	5,4169E-11	3,0288E-10
YGR080W	2017,29	0,51	-0,97	-6,55661096	5,5044E-11	3,075E-10
YML126C	4919,67	0,45	-1,14	-6,54313294	6,0243E-11	3,3624E-10
YKL174C	1021,86	0,43	-1,22	-6,54004708	6,1499E-11	3,4294E-10
YJL062W	1065,05	0,46	-1,12	-6,53595591	6,3205E-11	3,5213E-10
YER013W	1429,73	2,22	1,15	6,5251292	6,7943E-11	3,7819E-10
YIL071C	827,51	0,46	-1,12	-6,52410277	6,841E-11	3,8045E-10
YER168C	1326,07	2,17	1,12	6,52143518	6,9638E-11	3,8659E-10
YGR008C	8154,61	0,39	-1,37	-6,52153057	6,9594E-11	3,8659E-10
YGR065C	681,74	2,45	1,29	6,5208671	6,9902E-11	3,8771E-10
YLR201C	1909,82	0,41	-1,27	-6,51648846	7,1972E-11	3,9883E-10
YDR040C	361,71	2,48	1,31	6,51569102	7,2356E-11	4,006E-10
YKL074C	1402,35	2,1	1,07	6,51306337	7,3633E-11	4,0731E-10
YHR068W	9042,23	2,05	1,03	6,51141544	7,4446E-11	4,1144E-10
YDR363W-A	3007,53	1,93	0,95	6,51045374	7,4924E-11	4,1371E-10
YDL037C	1970,39	22,24	4,48	6,50122506	7,9669E-11	4,3952E-10
YBR109C	7027,83	2,11	1,07	6,50038371	8,0115E-11	4,4159E-10
YHR021C	10119,28	0,54	-0,9	-6,49793587	8,143E-11	4,4822E-10
YNL149C	1567,07	2,03	1,02	6,49787595	8,1462E-11	4,4822E-10
YNL130C-A	68,63	7,16	2,84	6,49599945	8,2484E-11	4,5344E-10
YKR070W	2100,18	1,91	0,94	6,49067556	8,5452E-11	4,6935E-10
YER053C-A	388,82	0,29	-1,8	-6,48263385	9,0135E-11	4,9463E-10
YMR130W	908,96	0,48	-1,05	-6,48164126	9,073E-11	4,9745E-10
YBR016W	1681,89	0,49	-1,02	-6,47615365	9,409E-11	5,1542E-10
YER052C	5316,09	3,12	1,64	6,47367475	9,5648E-11	5,2349E-10
YJL163C	1060,31	0,34	-1,55	-6,47075346	9,7515E-11	5,3324E-10
YLR145W	547,29	2,22	1,15	6,46684501	1,0007E-10	5,4673E-10
YML119W	783,84	0,45	-1,15	-6,46607533	1,0058E-10	5,4904E-10
YBL072C	15807,24	1,94	0,95	6,46477695	1,0145E-10	5,5329E-10
YML128C	10750,25	0,3	-1,74	-6,46057637	1,043E-10	5,6837E-10
YOR338W	202,83	3,6	1,85	6,45318561	1,0952E-10	5,9628E-10
YGR214W	23723,8	0,53	-0,92	-6,44480483	1,1575E-10	6,2963E-10
YOR327C	2080,9	1,9	0,93	6,4444255	1,1604E-10	6,3065E-10

YDL031W	2899,16	2,3	1,2	6,44140986	1,1837E-10	6,4275E-10
YDR273W	578,14	2,37	1,24	6,4411799	1,1855E-10	6,4316E-10
YJL070C	1143,72	0,45	-1,15	-6,43740669	1,2153E-10	6,5861E-10
YNL129W	1128,54	2,08	1,05	6,43731308	1,2161E-10	6,5861E-10
YBL034C	1213,04	2,19	1,13	6,43643875	1,2231E-10	6,6183E-10
YPL089C	3785,08	1,96	0,97	6,43216246	1,258E-10	6,8014E-10
YPR172W	1882,1	0,51	-0,96	-6,42814637	1,2917E-10	6,9774E-10
YAL035W	15170,39	2,29	1,19	6,42661168	1,3048E-10	7,042E-10
YNL288W	1271,1	0,51	-0,98	-6,42113742	1,3526E-10	7,2937E-10
YNL264C	1481,22	0,52	-0,95	-6,41743216	1,3859E-10	7,4669E-10
YDL110C	2681,95	0,34	-1,56	-6,41378351	1,4195E-10	7,6413E-10
YFL022C	6424,55	0,47	-1,09	-6,41331639	1,4239E-10	7,6581E-10
YDR297W	2642,83	0,5	-0,99	-6,41204934	1,4358E-10	7,7154E-10
YOR011W-A	41,7	22,39	4,48	6,4068335	1,4857E-10	7,977E-10
YDL076C	1320,18	0,51	-0,98	-6,40582482	1,4956E-10	8,023E-10
YAL059W	707,39	2,27	1,19	6,40277915	1,5257E-10	8,1776E-10
YMR311C	6358,77	2,04	1,03	6,40224914	1,531E-10	8,199E-10
YDR043C	1588,28	2,23	1,15	6,3989561	1,5644E-10	8,3706E-10
YNL173C	6965,93	2,14	1,1	6,39492304	1,6063E-10	8,5871E-10
YKL067W	5681,62	0,5	-1,01	-6,39278554	1,6289E-10	8,7006E-10
YIL087C	844,37	0,3	-1,73	-6,39179381	1,6395E-10	8,7497E-10
YMR296C	3340,41	0,44	-1,2	-6,39097723	1,6483E-10	8,789E-10
YDR487C	5675,26	2,01	1,01	6,38289604	1,7377E-10	9,2578E-10
YAL022C	1077,54	0,47	-1,1	-6,38245935	1,7427E-10	9,2763E-10
YDR486C	2466,25	1,87	0,9	6,37464075	1,8339E-10	9,7537E-10
YCR016W	1914,97	2,38	1,25	6,37359153	1,8465E-10	9,8123E-10
YLR293C	23118,29	2,01	1,01	6,37265827	1,8578E-10	9,8638E-10
YOL026C	681,07	0,36	-1,49	-6,36708389	1,9266E-10	1,022E-09
YLR035C	771,88	0,48	-1,07	-6,36685955	1,9294E-10	1,0226E-09
YDL194W	1116,3	0,46	-1,11	-6,35558602	2,0763E-10	1,0996E-09
YGR145W	2830,13	2,87	1,52	6,35468066	2,0886E-10	1,1051E-09
YNL069C	24052,04	0,54	-0,88	-6,34184099	2,2704E-10	1,2003E-09
YDR403W	251,38	3,12	1,64	6,33743418	2,3362E-10	1,2341E-09
YBR126W-A	2470,96	0,44	-1,2	-6,33306907	2,4033E-10	1,2684E-09
Q0070	32,21	24,02	4,59	6,33240969	2,4136E-10	1,2728E-09
YCR106W	796,14	2,26	1,17	6,32959659	2,458E-10	1,2951E-09
YOR002W	1868,78	0,52	-0,93	-6,32441658	2,5419E-10	1,3382E-09
YDR383C	581,43	2,21	1,15	6,31913053	2,6304E-10	1,3836E-09
YOR259C	6694,15	1,82	0,86	6,31857646	2,6398E-10	1,3874E-09
YHR147C	1131,5	0,44	-1,18	-6,31723666	2,6628E-10	1,3983E-09
YLR170C	1133,54	1,96	0,97	6,31617505	2,6812E-10	1,4067E-09
YLR149C	2673,11	0,39	-1,36	-6,31180019	2,7581E-10	1,4458E-09
YPR140W	1115,46	0,42	-1,24	-6,30882715	2,8116E-10	1,4726E-09
YAR027W	1712,54	0,52	-0,96	-6,3051236	2,8796E-10	1,507E-09
YJR039W	1054,38	0,49	-1,02	-6,2980792	3,0136E-10	1,5758E-09
YDR451C	523,17	0,41	-1,28	-6,29567623	3,0606E-10	1,5977E-09
YHR215W	2701,79	2,8	1,48	6,29577239	3,0587E-10	1,5977E-09
YDL004W	4263,06	0,54	-0,89	-6,29521893	3,0697E-10	1,6011E-09
YKL040C	2369,73	1,83	0,87	6,28954109	3,1841E-10	1,6593E-09
YDR415C	814,59	0,47	-1,08	-6,28506028	3,2773E-10	1,7065E-09

How the deposited data were processed for this re-analysis (not part of the article)

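RNA of BY4741 yeast, untreated or exposed to 3 µg/mL thiolutin for 3 h, was selected by its poly(A) tail and sequenced from both ends, and 2 libraries per condition were analysed. According to the authors' methods and the column names as deposited, the count values are raw reads per gene on genome build R64, with no normalization. The authors' normalized signal values are these counts divided by 1 size factor per library, which came to 1.56, 1.54, 0.571 and 0.728 from the deposited values. The deposited log2 values are the authors' log2 fold changes of thiolutin against untreated cells, made with DESeq2 per their methods. The deposited p-values and FDR values are those of the authors' DESeq2 comparison. The aligner, the counting program and the versions are not given in the sources used here. The authors' normalized values and comparisons were used to check the columns and, from Table S1, for 1 comparison of calls, and every other value was computed from the raw counts.

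The table held 6209 genes after 3 rows that name no gene and hold no counts were left out, and 6206 were paired with the R64 annotation. Of these, 5886 had the same start and end there. Genes with low counts were removed with filterByExpr of edgeR 4.0.16, and library sizes were scaled by TMM. The groups were compared with the quasi-likelihood test of edgeR, and p was adjusted by Benjamini-Hochberg over the 5937 genes tested. A gene was called changed at an adjusted p under 0.05, and also counted at a log2 fold change of at least 1 in size and at an adjusted p under 0.01. The biological coefficient of variation of the fit was 12.2%. The correlation of log2 CPM values across genes was 0.987 within the untreated pair, 0.997 within the thiolutin pair and 0.863 to 0.880 between the groups. With 2 libraries per group no exact test of a single gene can reach an adjusted p under 0.05, so tests rest on the spread shared across genes.

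Lists of genes were written from textbook knowledge, and 997 of 1004 list symbols matched a gene of the table. Lists were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over 35 lists, and again with an estimated correlation. Named genes are every gene the paper names, the 10 largest increases and the 10 largest decreases among protein-coding genes with a symbol, a mean normalized count of at least 100 and no overlap between the groups, and up to 3 members of each list with the largest change. A neighbour that changed more is named by its log2 fold change alone. Such a neighbour can have few counts, as YFL015C beside HSP12 does in the paper's Table S1. Genes next to a gene with a log2 fold change of at least 3 and a mean normalized count of at least 1000 were compared with all other genes by a two-sided permutation test across genes with 100000 resamples. Bootstrap intervals of medians are 95% intervals from 2000 draws of genes.

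The method was tested on simulated data with changes set in known genes. Of 100 genes changed by a log2 of 1 edgeR called 94, of 100 changed by 2 it called 100, and it called 14 of 5727 unchanged genes. DESeq2 called 95, 99 and 30. The simulated groups had the same spread per gene, and few genes changed, equally up and down. In the data the coefficient of variation was 16.7% in the untreated and 2.28% in the thiolutin pair, and 63.6% of genes tested changed. The simulated rates therefore do not carry over to these data. The alternatives were the size factors of DESeq2, total counts as the scale, DESeq2 1.42.0 with its Wald test, no filter on low counts, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, the genes next to a strongly induced gene dropped, and for those genes a neighbour changed by a log2 of at least 2 and a distance of at most 500 bp. Added after the data were seen were DESeq2 over all genes, the neighbours without those strongly induced themselves, and percent values relative to ACT1. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Growth, lifespan, ATP, spectroscopy and RT-qPCR experiments were not analysed here.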

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

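The test of an equal carry-over of RNAs without a poly(A) tail as the whole cause of a pattern was chosen only after the result was seen. The results that follow come from genes outside those the paper discusses.

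Genes of sulfur assimilation and methionine synthesis were mostly higher with thiolutin, 18 of 25, and SAM1 was lower (-0.54, with an adjusted p of 0.122 and 0.140 without thiolutin replicates 1 and 2). MET28 (3.35, standard error 0.25) and MET32 (3.00, standard error 0.12) encode transcription factors of this pathway, and MET16 (2.74, standard error 0.12) encodes its phosphoadenylyl sulfate reductase. In that list 18 were higher and 1 lower adjusted over the list alone, and camera gave an adjusted p of 0.000112 and one of 0.726 with an estimated correlation. No explanation, technical or biological, was tested for this pattern.

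Of 21 genes of glycolysis and fermentation, 17 were higher (17 adjusted over the list alone), and HXK1 and PYK2 (-0.64) were lower. The median log2 fold change was 1.02, and camera gave an adjusted p of 0.000242 and one of 0.528 with an estimated correlation. Of 22 cyclins and cell cycle regulators, 16 were lower (16 adjusted over the list alone), among them the cyclin genes CLB1 (-2.56, standard error 0.16), CLN2 (-2.12, standard error 0.095) and CLB6 (-2.12, standard error 0.22, beside CLB1). CDC20 (0.77) and CLB4 (0.57) were higher, and camera gave an adjusted p of 0.000594 and one of 0.481 with an estimated correlation. Without thiolutin replicates 1 and 2, 10 and 11 of them were lower, and 11 and 11 glycolytic genes were higher, with an adjusted p of 0.0723 and 0.159 for CLB4 and 0.0674 and 0.0466 for PYK2. Of 7 genes specific to mating type a, 6 were lower (6 adjusted over the list alone). Among them were the receptor gene STE2 (-2.00, standard error 0.11), AGA2 of the agglutinin (-1.85, standard error 0.22) and the pheromone gene MFA2 (-1.81, standard error 0.20). MFA1 did not pass, with 9387 and 4751 normalized counts in the untreated and 9048 and 9044 in the thiolutin libraries. Camera gave an adjusted p of 0.00649, 0.0769 with total counts as the scale and 0.607 with an estimated correlation.

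All 14 measured genes of the mitochondrial genome were higher with thiolutin, 14 of them past the threshold of edgeR, with TMM, with the size factors of DESeq2 and with total counts. Together they had 304 and 305 reads in the deeper untreated and 1917 and 2342 in the thiolutin libraries. The lowest log2 fold change was that of 21S_RRNA, 3.77, and the median was 4.55 with the 2 genes without an untreated read, BI2 and BI4, set to a floor of 3 counts over the group, where they were at least 18.0-fold higher. The part of low GC content cannot be told apart. The tenth of nuclear protein-coding genes lowest in GC had a median GC of 35.1%, against 23.3% in mitochondrial genes. Its median log2 fold change of 0.20 (interval 0.10 to 0.25) therefore decides nothing. An equal carry-over as the whole cause was argued against, since the interval of the median of nuclear snoRNAs and snRNAs ended at 1.28. This holds only if the reads of those nuclear RNAs came from RNA without a poly(A) tail, which was not tested. Carry-over of more RNA without a poly(A) tail into the thiolutin libraries stays open as a partial cause, since those nuclear RNAs had a median of 0.92 and nuclear transfer RNAs one of 0.80 with an interval that includes no change (-0.33 to 2.91), and an effect of thiolutin on mitochondrial RNA stays open and was not tested.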

How the results depend on the processing

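The DESeq2 fit over all genes and the values relative to ACT1 were chosen only after the data were seen. Of 132 named genes 131 passed, 129 with 1 sign and 114 with sign and call kept in every setting that tested them. With total counts 965 genes were higher and 3605 lower, 2352 changed at a log2 fold change of at least 1 (490 higher, 1862 lower), and 122 named genes kept sign and call, while ACT1 (-0.051) and STE11 (-0.063) reversed; the scale moves the median of all genes down. With an estimated correlation camera called 0 lists (adjusted p = 0.928 for ribosome biogenesis and for the respiratory chain, 0.481 for chaperones, 0.528 for oxidative stress). Directions of lists far from the threshold reversed: ribosomal proteins with total counts (0.648); translation factors with total counts (0.916), the replicate block (0.994), neighbours dropped (0.887), DESeq2 (0.982) and DESeq2 over all genes (0.992); the vacuolar ATPase with DESeq2 size factors (0.971) and neighbours dropped (0.972); and Hog1 targets with DESeq2 (0.982) and over all genes (0.992). ER processing passed with neighbours dropped (0.0324). The cause was not tested. With 1 library left out, where the lone library is assumed to vary like the other group, calls fell without a thiolutin library and rose without an untreated one (117 of 132 named genes the same without thiolutin replicate 1, 117 of 131 without 2): 2062 to 5009 changed, 1163 to 2437 higher, 893 to 2572 lower, 2019 to 4922 protein-coding, 43 to 91 in other classes, and 2054 to 3671 for agreement with Table S1. The adjusted p of lists then ranged over 0.265 to 0.972 for ribosomal proteins, 0.403 to 0.851 and 0.502 to 0.897 for polymerases I and II, 0.211 to 0.972 for translation factors and 0.289 to 0.851 for Hog1 targets. Whether replicate numbers pair the cultures cannot be told. The correlation of deviations was 0.0196, but the thiolutin pair varied little beyond sampling noise (coefficient of variation 2.28%), so pairing could go unseen. The replicate block gave 3857 changed genes. Without a filter 3742 changed, with neighbours dropped 3583, with DESeq2 3705, and at an adjusted p under 0.01 2624. Pseudocounts were not varied, since raw counts were used, and of 184 transfer RNA genes with a read 22 had the depth to be tested.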

Differences from the paper's values

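The paper counts 1 changed antisense RNA, and 2 changed here by edgeR. Of the alternatives set before the data were examined, 1 was found with the size factors of DESeq2, with DESeq2, with the genes next to a strongly induced gene dropped and without thiolutin replicate 2. The other alternatives differed, and DESeq2 over all genes, chosen after seeing the values, gave 1 as well.

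The paper's bar plots show RT-qPCR values relative to ACT1, from at least 3 biological replicates and scaled to 100 in untreated cells, while the values here are sequencing counts of 2 libraries per group on the TMM scale, as percent of untreated. On that scale ACT1 itself, beside the more changed YFL040W, was higher (the log2 fold change of ACT1 was 0.54), so values divided by that of ACT1, chosen after seeing the values, are given too. A value is said to differ where the gap exceeds the error here and one value is more than 1.5 times the other. For GPH1 the paper's value is about 65% in Fig. 3B, read by eye, and 5.73% here (3.95% relative to ACT1). For TSL1 it is about 73% in Fig. 3B, read by eye, and 14.0% here (9.61% relative to ACT1). For COX26 it is about 65% in Fig. 6B, read by eye, and 3.37% here (2.32% relative to ACT1), with 7.53% without untreated replicate 1 and 2.16% without untreated replicate 2, and for ATP19 about 72% in Fig. 6B, read by eye, and 16.9% here (11.6% relative to ACT1). For SOD1 it is about 330% in Fig. 7B, read by eye, and 184% here (126% relative to ACT1), and for YAP1 about 240% in Fig. 7B, read by eye, and 628% here (432% relative to ACT1). For HOG1 it is about 3% in Fig. 8, read by eye, and 77.3% here (53.3% relative to ACT1). No alternative closed the gap for these genes, nor did the values relative to ACT1. For GSY2 the paper's value is about 32% in Fig. 3B, read by eye, and 21.1% here (14.6% relative to ACT1), which comes within 1.5 times the paper's with the size factors of DESeq2 (21.6%), with neighbours dropped, without untreated replicate 1, without thiolutin replicate 1 or with DESeq2, and, chosen after seeing the values, with DESeq2 over all genes, by small shifts that leave a gap larger than the standard error, and differs under the others set before the data were examined and relative to ACT1. For TOR1 it is about 40% in Fig. 8, read by eye, and 85.1% here (58.6% relative to ACT1), which comes within 1.5 times the paper's with total counts as the scale (56.6%) and, chosen after seeing the values, relative to ACT1, with a gap still larger than the standard error, and differs under the other alternatives. For RPN4 it is about 1300% in Fig. 8, read by eye, and 1175% here (809.5% relative to ACT1), which differs only relative to ACT1 and with total counts as the scale (781%). With all libraries, the log2 fold change of TOR1 did not pass edgeR on the TMM scale and passed with total counts as the scale. Those of HOG1 and SOD1 passed on the TMM scale with all libraries. All of these genes moved in the paper's direction. TOR1 lies beside YAE1, which changed more. SOD1 lies beside URA8, which changed by about as much (log2 fold change of 0.89 for URA8 against 0.88 for SOD1).

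The paper's methods require both an FDR and a log2 fold change of at least 1 in size, while its count of changed genes, 3687, lies near the 3774 here at the adjusted p alone, and with both 1544 changed here. The paper's discussion gives genes of ribosome biogenesis as repressed, and 92 of 142 were higher and 3 lower here, with 42 and 27 when total counts were the scale, while the same discussion also names this process among activated pathways, and the paper's Table 2 counts more increases than decreases for that term. The discussion gives ribosomal genes as repressed, and 43 ribosomal protein genes were higher and 34 lower here, with 13 and 88 when total counts were the scale. It gives translation as reduced, and 6 translation factor genes were higher and 7 lower, with 4 and 21 when total counts were the scale. The paper's results section gives a global decrease of expression, with effects on RNA stability left open. Here 1850 genes were higher and 1924 lower, with 3605 lower genes when total counts were the scale. TMM places the median gene near no change (median log2 fold change -0.04), so these counts cannot test a global decrease. Both scales compare shares of the sequenced RNA. For ribosome biogenesis, ribosomal protein and translation genes they show changes relative to other genes, not amounts per cell.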

Other observations

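The alternative without neighbours that are strongly induced themselves was chosen only after the result was seen. Of 26 genes of histones and S-phase DNA synthesis, 16 were lower with thiolutin (16 adjusted over the list alone), among them HHO1 (-1.24, standard error 0.12) and HHT2 (-1.05, standard error 0.091), and RNR3, a damage-induced reductase subunit (1.05, standard error 0.13), and HHT1 (0.35) were higher. Camera gave an adjusted p of 0.00560 for them and one of 0.597 with an estimated correlation. Of 5 markers of stationary phase, SPG4, SNZ1 (1.57, standard error 0.33), SPG5 (1.53, standard error 0.12) and SNO1 were higher (4 higher and 1 lower adjusted over the list alone). For stationary phase, the log2 fold change of SPG4 was 2.04, with an adjusted p of 0.0322 from edgeR and 0.0720 and 0.0571 without thiolutin replicates 1 and 2, and the log2 fold change of SPG4 was 3.33 without untreated replicate 1 and 1.37 without untreated replicate 2, while the log2 fold change of SNZ1 was 2.17 without untreated replicate 1. Of 8 markers of meiosis, SPS1 (2.48, standard error 0.19), IME2 (1.65, standard error 0.094, beside the more changed YJL107C), SPO13 and NDT80 were higher and SPS4 (-1.93, standard error 0.23) and IME1 were lower (4 and 2 adjusted over the list alone). Without thiolutin replicates 1 and 2 the adjusted p of edgeR was 0.249 and 0.292 for HHT1, 0.0701 and 0.167 for SNO1, 0.167 and 0.0602 for SPO13 and 0.246 and 0.269 for NDT80. Neither the stationary phase nor the meiosis list passed with camera (adjusted p = 0.200 and 0.521). Of 4 genes specific to mating type alpha, MF(ALPHA)1 was higher and SAG1 lower (1 and 1 adjusted over the list alone). The log2 fold change of MF(ALPHA)1 was 1.68, with an adjusted p of 0.0304 from edgeR and 0.159 and 0.0726 without thiolutin replicates 1 and 2, and the log2 fold change of SAG1 was -0.36 (beside the more changed APL1), with 0.0225, 0.182 and 0.251.

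Genes next to a strongly induced gene were higher than other genes: 141 of them beside 78 induced genes had a median log2 fold change of 1.15 (interval 0.72 to 1.43), against -0.05 for 5796 others, a difference of 1.21 (permutation test across genes, p = 1e-05, the smallest that it can give). The difference was 0.74 with neighbours changed by at least 2, 1.38 within 500 bp and 0.78 without neighbours that are strongly induced themselves. Reads running past the 3' end cannot be told apart from other sources. The 3' side exceeded the 5' side by 0.31 (permutation test, p = 0.514), a difference neither large enough nor reversed. This difference was 0.14 with neighbours changed by at least 2, 0.0015 within 500 bp and 0.19 without neighbours that are strongly induced themselves. Divergent neighbours exceeded other genes by 1.00, as a shared upstream region could give. Convergent ones did so by 1.08, as counting without regard to strand could give. Tandem neighbours exceeded other genes too, by 1.36 downstream and 1.26 upstream, so these values do not single out an explanation. The upstream difference was 0.57 with neighbours changed by at least 2 and 0.63 without those strongly induced themselves, the lowest of all orientations. Within 500 bp it was 1.55, the highest, and that of divergent neighbours was 0.84, the lowest. A tandem upstream neighbour can itself be the source of reads that run on into the induced gene. KAR2, 461 bp upstream of HCA4, had 107411 normalized counts with thiolutin, and HCA4 had 23382. The upstream values therefore cannot decide on reads running past a 3' end. No biological explanation beyond a shared upstream region was tested, and genes are not independent replicates.

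With total counts as the scale the median gene was lower, by the median log2 fold change of -0.63. With the 100 most abundant genes left out of the totals it was -0.16. These genes were picked by mean normalized count over all libraries, so genes abundant only with thiolutin could enter. A few abundant genes taking more of the counts in thiolutin libraries could give this rise, but the choice of genes favours it. The rise therefore does not decide for that explanation. A lower amount of RNA per cell stays open, since the libraries hold no measure of it.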
